# A temporal single cell transcriptome atlas of zebrafish anterior segment development

**DOI:** 10.1038/s41598-023-32212-4

**Published:** 2023-04-06

**Authors:** Oliver Vöcking, J. K. Famulski

**Keywords:** Differentiation, Developmental biology, Genetics

## Abstract

Anterior segment dysgenesis (ASD), resulting in vision impairment, stems from maldevelopment of anterior segment (AS) tissues. Incidence of ASD has been linked to malfunction of periocular mesenchyme cells (POM). POM cells specify into anterior segment mesenchyme (ASM) cells which colonize and produce AS tissues. In this study we uncover ASM developmental trajectories associated with formation of the AS. Using a transgenic line of zebrafish that fluorescently labels the ASM throughout development, Tg[*foxc1b*:GFP], we isolated GFP+ ASM cells at several developmental timepoints (48–144 hpf) and performed single cell RNA sequencing. Clustering analysis indicates subdifferentiation of ASM as early as 48 hpf and subsequent diversification into corneal epithelium/endothelium/stroma, or annular ligament (AL) lineages. Tracking individual clusters reveals common developmental pathways, up to 72 hpf, for the AL and corneal endothelium/stroma and distinct pathways for corneal epithelium starting at 48 hpf. Spatiotemporal validation of over 80 genes found associated with AS development demonstrates a high degree of conservation with mammalian trabecular meshwork and corneal tissues. In addition, we characterize thirteen novel genes associated with annular ligament and seven with corneal development. Overall, the data provide a molecular verification of the long-standing hypothesis that POM derived ASM give rise to AS tissues and highlight the high degree of conservation between zebrafish and mammals.

## Introduction

The development of the eye is a complex process that includes the orchestration of tissue types from different origins. One of these tissue types is the periocular mesenchyme, a subgroup of neural crest cells, that gives rise to the tissues of the anterior segment (AS) of the eye. Two major components of the anterior segment are the cornea and iridocorneal angle (ICA). The former’s main task is to focus incoming light onto the retina, while the latter is critically involved in regulating the intraocular pressure of the eye^1–6^. Maldevelopment of the anterior segment and particularly these two components, can have severe consequences for eye function and can lead to blindness in the form of cataracts or glaucoma^4,7^.

Amongst several well-established model organisms used in the study of AS development, zebrafish embryos offer a unique opportunity to not only visualize AS development in real time but also quarry its components at numerous intervals and in high quantity. The mature zebrafish cornea is organized in five layers like the mammalian cornea: (1) the epithelium, (2) Bowman’s layer, (3) stroma, (4) Descement’s layer and (5) the endothelium^8–10^. The corneal epithelium connects the cornea with the outside world. Underneath the epithelium and anterior to the stroma is the Bowman’s layer, which mainly consists of collagens (Collagen IV and VII). This is followed by the actual stroma (stroma proper), which is mainly made of extracellular matrix proteins, for the most part specifically organized collagens (mainly collagen I). The stroma itself is acellular but contains keratinocytes, which originate from neural crest cells. This is followed by the acellular Descement’s layer which is the basement membrane of the monolayered corneal endothelium^8,10,11^. The main differences between the mammalian and zebrafish cornea are, that the corneal epithelium of zebrafish is thicker (circa 60% of the entire corneal thickness), likely due to the absence of eyelids and immediate exposure to the surrounding water medium. Also, in mammals the corneal stroma is the main contributor to the corneal thickness, whereas it makes up only approximately 30% of the thickness in zebrafish^10^. The initial development of the zebrafish cornea appears very rapid. At 30 hpf, a two-layered epithelium and a rudimentary stroma are already present. However, further differentiation and maturation is a much slower process. For instance, it takes 5 days after fertilization for the Bowman’s layer to appear, and keratinocytes only start invading the stroma between 14 and 28 days post fertilization. Full maturity of the cornea is reached after approximately 2 months^10^. The cornea has been a matter of research interest for some time and several marker genes are known, whose mutation can cause maldevelopments^3,12^. However, a detailed analysis of gene expression during early development is largely missing.

In contrast to the cornea, the iridocorneal angle (ICA) of zebrafish is significantly less studied. In mammals, the main parts of the ICA are the trabecular meshwork (TM) and the Schlemm’s canal (SC). These tissues have important roles in regulating the flow and drainage of the aqueous humor of the eye and thereby maintaining proper intraocular pressure (IOP)^4,7,13^. In the absence of proper flow and drainage, the IOP can increase which in turn can lead to glaucoma, one of the leading causes of blindness in the US and worldwide^4,7,13–15^. Accordingly, an increasing amount of attention has been paid to understand the trabecular meshwork (TM) and the Schlemm’s canal (SC), specifically the underlying genetics^4,16–19^. These studies catalogued gene expression from adult tissues at the singe cell level and in doing so, uncovered numerous potential targets for the study of ICA function. A potential roadblock to taking advantage of this treasure trove of data is the laborious nature of ICA functional examination in current models such as mice or primates. Zebrafish have become a well-accepted model for ocular disease modeling, in particular for retinopathies, however their use in ASD research has been less pronounced^8,20–25^. One potential issue is the physiological difference between mammalian and zebrafish ICA. The tissue within the zebrafish ICA is called the annular ligament (AL), which is similarly organized to the TM and SC of mammals and fulfills the same function^8,9,26,27^. It is a porous tissue, filled with glycoproteins and leads to a network of channels ending in the episcleral vasculature, like the SC. Although the morphological similarity implies a similar function regarding drainage of the aqueous humor, a drainage system without the involvement of the AL has also been suggested^27^.

In contrast to mammalian ICA which drains circumferentially, the AL facilitates drainage dorsally and aqueous humor production ventrally. Furthermore, previous studies suggested that the AL may not be a reliable a model for the human TM due to differences in the proteins tested to reside in the tissues^26^. However, at present we know very little about the actual genetic and molecular profile of the AL and a detailed characterization would help to determine it’s usefulness as a model for human TM diseases like glaucoma^28^.

While recent studies have revealed some of the molecular composition of the adult cornea and ICA, there is still a lot more to uncover, particularly regarding the molecular mechanism regulating their development^16–19,29–32^. Work from various model systems, including zebrafish, chick, mouse, and human tissue, has firmly established the physiological landscape and developmental timing for the assembly of the AS^3,29,33–37^. It has also affirmed the conservation and physiological function between such distinct species. The missing piece of the puzzle is how each of the tissues comprising the AS becomes functional and how this is regulated during development. Having a molecular atlas of these critical developmental events would go a long way to aid in the detection and possibly prevention of congenital blinding disorders associated with malformation of the AS. Novel approaches and advancements in the field of transcriptomics give an opportunity to finally begin such investigations. Recently, there has been an explosion of single cell transcriptomic analysis pertaining to retinal development, however, data for the development of the AS and particularly the TM are still sparse^17–19,29^. Furthermore, the current single cell transcriptomic data of the vertebrate eye, mainly include tissue from a single, mostly adult time point. This includes recent work on human as well as monkey and pig AS samples which were also limited to only mature tissue that has already fully differentiated^16–19,30–32^. As such, in our current study we used the highly versatile zebrafish embryo system to systematically analyze transcriptomic changes within ASM isolated from the AS over the course of early development. From our analysis of single cell transcriptomes, we have established clear developmental trajectories for progenitor cells of the cornea and annular ligament while uncovering new biological pathways that may be involved in the development of the zebrafish AS. Furthermore, we highlight that the annular ligament has been discounted in previous studies as divergent from the mammalian drainage structures, while it does exhibit gene expression patterns conserved with those of the trabecular meshwork^8,9,26^. Overall, our study yields the first developmental atlas of AS development with single cell resolution and further supports that zebrafish can be used as model organism to study human diseases affecting the cornea and iridocorneal angle.

## Materials and methods

All experiments were approved by the IRB/Ethics committee and carried out according to approved guidelines for animal welfare, IACUC protocol 2021-3781 at the University of Kentucky assurance # D16-00,217 (A336-001) and in accordance to University of Kentucky biosafety regulations according to protocol B21-3711. All methods are reported in accordance with ARRIVE guidelines.

### Zebrafish maintenance

Zebrafish were maintained and treated according to the IACUC standards of the University of Kentucky (protocol # 2021-3781). The embryos were initially raised in embryo media (E3) at 28 °C for 24 h and thereafter in E3 medium containing 1-phenyl 2-thiourea (PTU) to maintain embryo transparency. The transgenic line Tg[*foxc1b*:GFP] was a gift from Dr. Brian Link. As wildtype we used the AB line. All zebrafish methods reported are in accordance with ARRIVE guidelines.

### Whole-Mount in situ hybridization (WISH)

Whole mount in situ hybridizations were performed as previously described^38^. Briefly, larvae of different developmental stages (24 hpf, 72 hpf and 120 hpf) were fixed overnight in 4%PFA in PBS. At minimum 20 embryos were used for each timepoint. Antisense RNA probes were generated by means of polymerase chain reactions, including T7 promoters in the primers from a mix of 24 hpf, 48 hpf and 72 hpf cDNA and subsequent transcription with T7 Polymerase (Roche). Primer sequences used are found in Supplementary Table S1. Images of the embryos were taken with a Nikon Digital Sight DS-U3 camera and Elements software (Nikon). Image adjustments for brightness and contrast were done with Adobe Photoshop and figures were assembled using Adobe Illustrator. 120 hpf embryos, grown without PTU, were euthanized using MS222 and subsequently fixed in 4% paraformaldehyde for 24 h. Fixed embryos were treated in 10% and subsequently 30% sucrose for 24 h each. Post sucrose washes, the embryos were mounted in OCT (optimal cutting temperature) embedding medium (Sakura) and frozen in cryosection molds. Cryosections were collected at 10 µm thickness using a Leica cryotome. Images were collected using a Nikon Ti2 compound microscope with a 20X NA 0.95 objective. Subsequent processing was performed using Adobe Photoshop and Illustrator.

### Single cell transcriptome analysis

Single cell transcriptomes were generated as described previously^39^. In brief, embryos from the transgenic line Tg[*foxc1b*:GFP] were collected every 24 h between 48 and 144 hpf. Approximately 100 embryos were anesthetized with 3-amino benzoic acid ethyl ester (Tricaine). Then, their eyes were dissected and subsequently collected on ice, before being incubated for 8 min in 0.25% Trypsin with EDTA at 37 °C. After filtering, the dissociated single cells were sorted for GFP+ at the University of Kentucky Flow Cytometry and Immune Monitoring Core at the Markey Cancer Center. Thereafter, approximately 2000 cells per time point were loaded onto Chromium 10 × V3 chips (10× genomics) and processed in the University of Kentucky Department of Biology Imaging Core to generate single cell barcoded cDNA. For sequencing, samples were sent to and processed at the University of Illinois at Urbana-Champaign Roy J. Carver Biotechnology Center. The resulting sequences were aggregated (incorporating mapped normalization), using the Cell Ranger 6.0 software (10× genomics). Further, we used the cell ranger pipeline to align our data to the GRCz11 assembly (NCBI Genome accession number: GCA_000002035.4).

Monocle 3 software was used according to the recommended settings to identify cell clusters, construct single-cell trajectories, and identify differentially expressed genes^40,41^. In brief, for every timepoint analyzed, cell types were clustered using principle component analysis (PCA) (n = 100 dimensions), we reduced the dimensions using uniform manifold approximation and projection (UMAP) and removed batch effects according to Haghverdi et al.^42^. After clustering, we identified the top 50 over-represented genes per cluster and manually annotated the represented cell types, based on the findings from our in situ hybridizations and public databases. To perform pseudotime analysis, we aggregated our five timepoints, performed preprocessing clustering as described above for individual timepoints, and then manually identified roots using the convention that cell types from younger individuals should represent earlier stages in their developmental trajectory. Top 500 genes from each cluster at each time point are found in Supplementary Table S2.

### Fluorescent two color in situ hybridization (FWISH)

Two color fluorescent in situ wholemount hybridization (FWISH) was performed as previously described^39^. In short, FITC and DIG labelled probes were co-hybridized, detected individually using FastBlue or FastRed (Sigma), and subsequently imaged using the C2+ Nikon confocal microscope using a 20X 0.95NA objective. DAPI was added to stain nuclei. 3D stacks were collected with 3 µm steps and displayed as volume projections. At minimum 20 embryos were collected and subjected to the FWISH protocol for each probe set combination.

## Results

### Assembly of a developmental AS transcriptomic atlas

To determine transcriptional changes occurring during early AS development we sought to isolate and analyze single cell transcriptomes of AS progenitors, the ASM. Owing to the lack of a universal genetic marker for ASM cells, analysis of whole eye tissue would limit our ability to isolate and specifically analyze ASM cells. As such, in order to facilitate direct sampling of ASM cells we employed the transgenic reporter line: Tg[*foxc1b*:GFP]. We have recently shown that ASM cells labelled in Tg[*foxc1b*:GFP] migrate into the AS space and contain transcriptomic profiles consistent with being AS progenitors^39^. The *foxc1* transcription factor is also a well-known regulator and marker of the AS^39,43^. To confirm that Tg[*foxc1b*:GFP] GFP+ cells can serve as reliable sources of ASM cell thorough AS development we assayed their expression patterns over AS development from 24-144 hpf (Fig. 1A). 3D confocal images from whole mount Tg[*foxc1b*:GFP] embryos show a robust and highly localized pattern of GFP+ cells in the anterior most regions of the eye, or the AS, up to and including 144 hpf. Furthermore, cryosections confirm that Tg[*foxc1b*:GFP] GFP+ cells were found throughout the central and peripheral regions of the AS, including the cornea and AL at all the timepoints examined (Fig. 1B). Overall, our previous and current characterizations indicate that Tg[*foxc1b*:GFP] GFP+ cells offer a comprehensive representation of ASM during the timepoints examined, 48-144 hpf, and therefore provide an appropriate source for transcriptomic analysis of AS development. 

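The measurements behind the results are counts of unique molecular identifiers (UMIs) in single GFP+ cells sorted from the eyes of Tg[foxc1b:GFP] embryos, a line in which GFP is driven by regulatory sequence of the foxc1b gene. For each of 5 time points (48, 72, 96, 120 and 144 hpf) the authors deposited the whole-number UMI counts of 16283 features, made with Cell Ranger and not normalized. The features are RefSeq transcripts and were summed to 15413 gene symbols. A table that lists every cell assigns it to replicate library A or B of its time point, 10 libraries in all. The table gives V2 chemistry for 48 hpf A and 72 hpf A and V3 for the other 8, whereas the paper's methods name V3 for all. All deposited cells were kept. Counts of genes found in at least 10 cells were scaled to equal depth, log transformed and reduced to 100 principal components, and the cells of each time point were clustered by the Leiden method at resolution 1 over 20 nearest neighbours. The paper's removal of batch effects was left out here and tried as an alternative. A cluster was named for a cell class (CEp1-like, AL2-like and so on) where at least 3 markers of that class exceeded the median of the other clusters at least 4-fold. The marker lists were set before the counts were examined, in part from genes seen in the paper's supplementary table. The fold was set after seeing the data. The paper's own assignment of cells to clusters was not used here, so that a difference from the study may come from these rebuilt names. Doublets were called by simulation in 175 cells (1.43%) and kept, except in an alternative. Expression in a class is given as CPM, the UMIs of a gene summed over the cells of the class in a library over all UMIs of those cells, scaled to the same total in each, so that the library is the replicate. Intervals are exact binomial or Poisson intervals at 95% and cover counting error only.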

To generate ASM specific transcriptomes, we collected whole eyes of Tg[*foxc1b*:GFP] embryos at 48, 72, 96, 120 and 144 hpf, dissociated them into a single cell suspension. Because Tg[*foxc1b*:GFP] GFP+ cells are not exclusive to the AS, fluorescence activated cell sorting (FACS) was performed on cells from dissected eyes, therefore ensuring only ASM associated GFP+ cells were collected. Purified ASM GFP+ cells were processed using the 10X Genomics Chromium platform to generate scRNA libraries (Fig. 1C). 

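For every time point the table of cells names a different sequencing batch for replicate A than for replicate B, so replicate and batch cannot be separated. Batches are shared between neighbouring time points, 72 hpf B with 96 hpf A, 96 hpf B with 120 hpf A and 120 hpf B with 144 hpf A, although the table of the joined matrix names another batch for 96 hpf A. A chi-square test of the summed UMIs per gene was used only to rule out that A and B are repeated sequencing of a single library, where its ratio to the degrees of freedom would be near 1. Separate samples and other mixes of cells raise it, and it gave 23.9 at 96 hpf, 56.3 at 48 hpf, 69.3 at 72 hpf, 195 at 120 hpf and 249.9 at 144 hpf. The share of genes that differed by more than 2-fold in CPM between A and B was 30.7% at 48 hpf, 38.1% at 72 hpf, 19.0% at 96 hpf, 44.9% at 120 hpf and 59.4% at 144 hpf. Across genes, which are not independent replicates, the Pearson correlation of log2 CPM between A and B lay between 0.703 at 144 hpf and 0.897 at 96 hpf.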

Two independent biological replicates were collected for each time point. 

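Replicates A and B held 842 and 916 cells at 48 hpf, 722 and 657 at 72 hpf, 478 and 1452 at 96 hpf, 1897 and 2759 at 120 hpf, and 2409 and 102 at 144 hpf. Library A thus supplied 95.9% of the cells at 144 hpf, and the values of that time point rest mostly on it.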

Sequencing results indicated an average of ~ 2400 cells total were captured per time point, with a total data set cell count of 12,234. Each of our samples had an average of 800+ genes identified from ~ 100,000 + reads/cell. 

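The mean number of features with a UMI was 976 per cell over all cells, and by time point it was 894, 1052, 999.8, 964 and 995 from 48 to 144 hpf. The deposited values are UMIs, in which the reads of 1 molecule are already merged, so reads per cell were not computed. The libraries held between 788648 UMIs (144 hpf B) and 15621511 UMIs (120 hpf B), 57714560 in all. Median UMIs per cell in A and B were 3302.5 and 1143.5 at 48 hpf, 2819 and 1478 at 72 hpf, 1350.5 and 1970.5 at 96 hpf, 1400 and 3709 at 120 hpf, and 3547 and 760 at 144 hpf. In the authors' combined matrix, subsampled to equal reads per cell and used only as an alternative, the UMIs of a library were between 0.607 and 1 of these totals.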

Sequencing data was processed using CellRanger 6.0 (10× genomics) and subsequently analyzed for UMAP based cluster distribution and pseudotime using Monocle3^41^.

**Figure 1:**
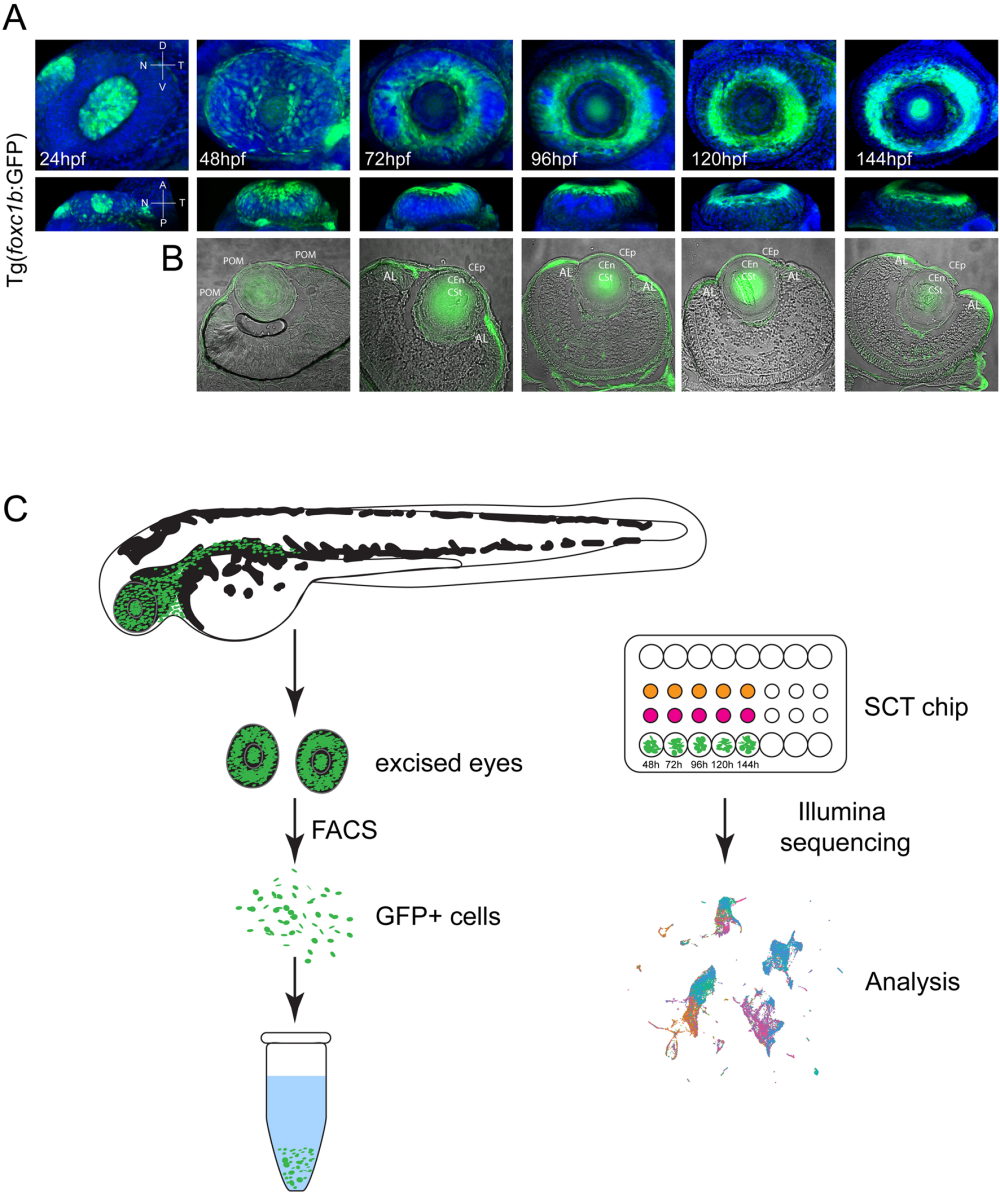
Strategy for generating ASM single cell transcriptomes over the course of early AS development. (**A**) Volume projections of ventral and dorsal views from 3D confocal stacks of whole mount Tg[*foxc1b*:GFP] embryos at 24, 48, 72, 96, 120 and 144 hpf. GFP+ cells (green) can be seen populating the AS regions by 48 hpf and assembling the typical doughnut like AS localization pattern from 72-144 hpf. DAPI (blue) was used to stain for nuclei. (**B**) Cryosections of Tg[*foxc1b*:GFP] embryos at 48, 72, 96, 120 and 144 hpf captured using confocal microscopy. GFP signal (green) is found in the AS regions in each of the time points. Transmitted light was used to capture tissue architecture. (**C**) Schematic for capture and subsequent assembly of single cell ASM transcriptomes. Dissected whole eyes were dissociated and GFP+ cells isolated using FACS. Subsequently single cells are captured using the 10X Genomics Chromium and the resulting single cell cDNA sequenced and analyzed.

### Anterior segment tissue type classification

Prior to conducting cluster and pseudotime analysis of the ASM scRNA data, we sought to establish classification criteria for AS tissue types. Since whole eyes were dissociated to isolate GFP+ cells via FACS, we needed to establish criteria to identify which cell and tissue types are represented by the clusters. Although zebrafish are well established as a model for ocular development, the field lacks a comprehensive set of marker genes for developing AS tissues. To establish reliable genetic markers for corneal and AL tissues, we conducted extensive literature and databank (zfin.org) searches to classify genes for specific tissue types. Since our study is the first to characterize zebrafish developmental stages of AS formation, we relied on previous research that primarily focused on adult tissues from various species and extrapolated from those findings^3,4,18,19,28–32^. As a primary source, we turned to recent single cell transcriptome analyses of individually dissected anterior segment tissues generated for various mammals, including human, different monkeys, and pigs^17–19,29–32,44^. Additionally, we also referenced analyses of the zebrafish AS performed using 7 day old and adult tissues^45^. Subsequently, we performed whole mount in situ hybridization (WISH) for chosen candidate genes at three different developmental stages, 24 hpf, 72 hpf and 120 hpf, including cryosections to validate expression patterns (Fig. 2). The chosen stages represent initiation of ASM colonization, completion of colonization and differentiation and finally rudimentary assembly of the AS respectively^9,39^. The two major tissue types belonging to the anterior segment we sought to classify were the cornea and the annular ligament (Fig. 3). Both are known to derive from POM and therefore the ASM. We subdivided the cornea into corneal epithelium (CEp), corneal endothelium (CEn) and corneal stroma (CSt). We based classification of **CEp** on expression of keratins *krt4, krt5* and *krt91* as well as *icn2*^46–48^. Among the studied tissues, the corneal epithelium is the most studied not only in zebrafish, but also mammals, likely due to its external position in the eye, which makes it easily accessible^3,31,32,44^. Also, as pointed out by Takamiya and co-workers (2015), penetrance of in situ probes can be more difficult in deeper tissues^45^. For all the CEp marker genes, *krt4, 5, 91* and *icn2*, we can clearly distinguish expression across the anterior most corneal region, the epithelium (Fig. 2A). Cryosections of 120 hpf larvae further confirm these expression patterns (Fig. 2B). Combinatorial expression analyses, using two color fluorescent WISH (FWISH) illustrates the high degree of co-expression of CEp markers at 120 hpf (Fig. 2C). We classified **CEn** identity based on the expression of *pmp22a* and *ctnnb2*^45,49^, which was confirmed via WISH and cryosections (Fig. 2D–E). Expression of CEn markers differs from the CEp associated keratins with a significant reduction of expression in the most anterior corneal regions and higher expression in the dorsal and ventral periphery of the cornea. Maturation and differentiation of the corneal endothelium is a relatively slow process and full maturation is only reached after approximately 2 months^10^. A recent publication described several marker genes of corneal tissues, however only two genes were described in the corneal endothelium *pitx2* and *ctnnb2*^45^. Though, in the developing embryo the expression of *pitx2* is not limited to the endothelium^39^ and the expression of *ctnnb2* was not known at stages younger than 7 days. Our in situ hybridizations indicated, that *ctnnb2* is indeed expressed in the developing cornea and might serve as a marker for the developing corneal endothelium at early time points. Furthermore, fluorescent double in situ hybridizations show, that *ctnnb2* is co-expressed with *pmp22a* in the corneal endothelium of zebrafish (Fig. 2F). Nonetheless, finding clear and specific marker genes for the corneal endothelium at these early developmental stages remains challenging due to ongoing differentiation. We classified **CSt** based on the expression of *dcn* and *lum*^11^. The development of the corneal stroma is also a slow process and during the timepoints examined in this study must be considered mostly rudimentary and still maturing. Morphological studies of the stroma have shown how different collagens begin to form layers around 5–7 days post fertilization, but they also describe the stroma itself as mostly absent of cells in these early stages^10,20^. WISH and cryosection images of *dcn* and *lum* confirm expression in the corneal region, primarily anterior of the lens (Fig. 2G–H), while co-expression can be detected in ventral and dorsal regions (Fig. 2I). As such, we determined these markers to be suitable for CSt identification (Fig. 2G–H). Finally, we chose to classify the **AL** by the expression of the *genes hmgn2, hmgb2b, scinla,* as well as *myoc*^18,19,50–53^. As previously mentioned, the molecular composition of AL has been seldom studied in zebrafish and as such, apart from *scinla* (previously described as gsln1), much of our identification of markers of this structure was based on assumptions of conservation with the mammalian ICA. Previous studies in zebrafish mainly focused on identifying a specific marker but did not explore the gene expression profile in detail^51–53^. Hence, due to the similarities in morphology and function, we used genes described in mammalian TM studies to identify basic markers. Hereby, we primarily relied on single cell transcriptome analyses that included isolated trabecular meshwork and Schlemm’s canal cells as well as TM cell culture studies^18,19,50,54–57^. As was done for all the corneal tissues, AL marker gene expression patterns were also confirmed with WISH and cryosections (Fig. 2J–K). In general, we observed two distinct patterns of expression, one concentrated solely within the AL, *hmgb2b, hmgn2* and *myoc*, and the other exhibiting expression in the AL and in the CEn, *scinla* and *lxn* (homolog of rarres1). Since the AL is not fully developed until 17 days, at 120 hpf we refer to the cells in the AL region as annular ligament progenitors (ALP) (Fig. 2). FWISH analysis indicated that all four marker genes are found to co-express in the AL to varying degrees (Fig. 2L). Taken together, we felt confident to use the aforementioned tissue identifier genes as the criteria for assigning CEp, CEn, CSt or AL identity to cell clusters in our ASM scRNA dataset.

**Figure 2:**
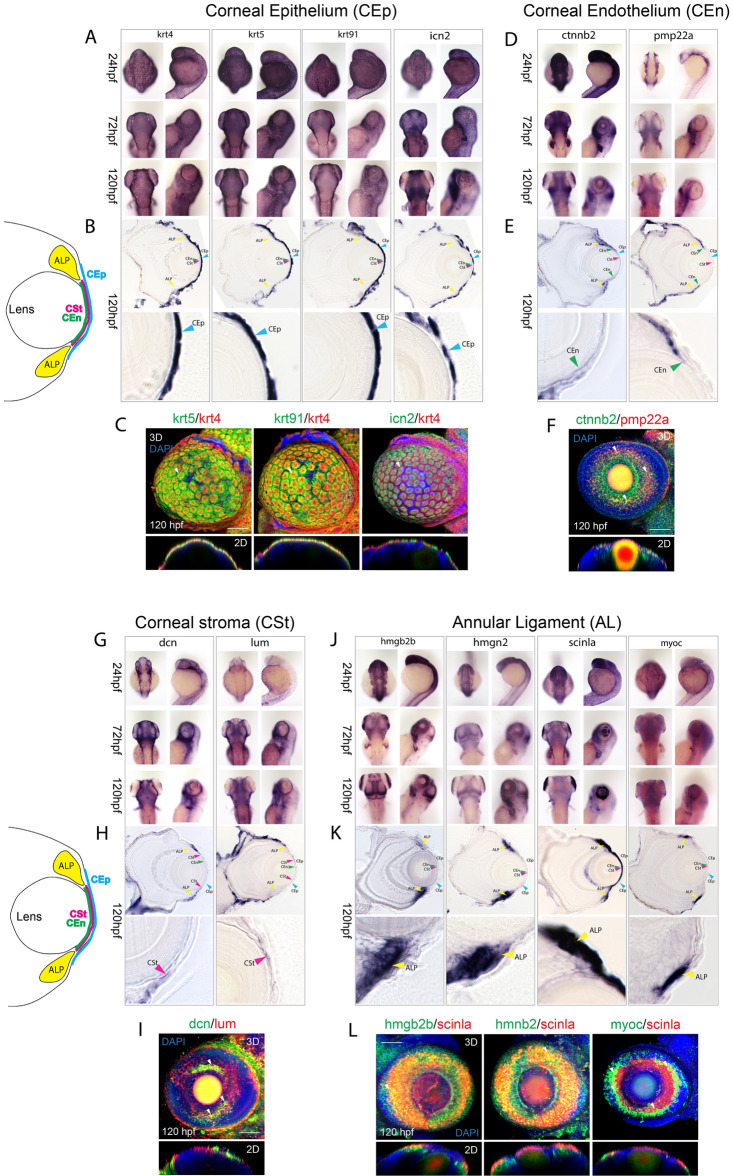
Assembly of markers for developing zebrafish corneal epithelium, endothelium, stroma and annular ligament. (**A**) WISH analysis of corneal epithelium markers *krt4, ktr5, krt91* and *icn2* expression at 24, 72 and 120 hpf displayed in dorsal and lateral views. (**B**) 10 µm cryosections of 120 hpf embryo eyes after WISH. **C)** Two color FWISH depicting co-expression of *krt4*(red)/*krt5*(green), *krt91*(green)/*krt4*(red) and *icn2*(green)/*krt4*(red) at 120 hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. White arrows indicate example regions of co-expression. Scale bar = 100 µm. Individual fluorescence channels are provided in Fig. S1A. (**D**) WISH analysis of corneal endothelium markers *ctnnb2* and *pmp22a* expression at 24, 72 and 120 hpf displayed in dorsal and lateral views. (**E**)10 µm cryosections of 120 hpf embryo eyes after WISH. (**F**) Two color FWISH depicting co-expression of *pmp22a*(red)/*ctnnb2*(green) at 120 hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. White arrows indicate example regions of co-expression. Scale bar = 100 µm. Individual fluorescence channels are provided in Fig. S1B. (**G**) WISH analysis of corneal stroma markers *dcn* and *lum* expression at 24, 72 and 120 hpf displayed in dorsal and lateral views. (**H**)10 µm cryosections of 120 hpf embryo eyes after WISH. (**I**) Two color FWISH depicting co-expression of *lum*(red)/*dcn*(green) at 120 hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. White arrows indicate example regions of co-expression. Scale bar = 100 µm. Individual fluorescence channels are provided in Fig. S1C. (**J**) WISH analysis of annular ligament markers *hmgb2b, hmgn2, scinla* and *myoc* expression at 24, 72 and 120 hpf displayed in dorsal and lateral views. **K)**10 µm cryosections of 120 hpf embryo eyes after WISH. (**L**) Two color FWISH depicting co-expression of *hmgb2b*(green)/*scinla*(red), *hmnb2*(green)/*scinla*(red) and *myoc*(green)/*scinla*(red) at 120 hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. White arrows indicate example regions of co-expression. *ALP* Annular ligament progenitor (yellow arrow), *CEp* Corneal epithelium (blue arrow), *CEn* Corneal endothelium (green arrow), *CSt* Corneal stroma (green arrow). Scale bar = 100 µm. Individual fluorescence channels are provided in Fig. S1D.

**Figure 3:**
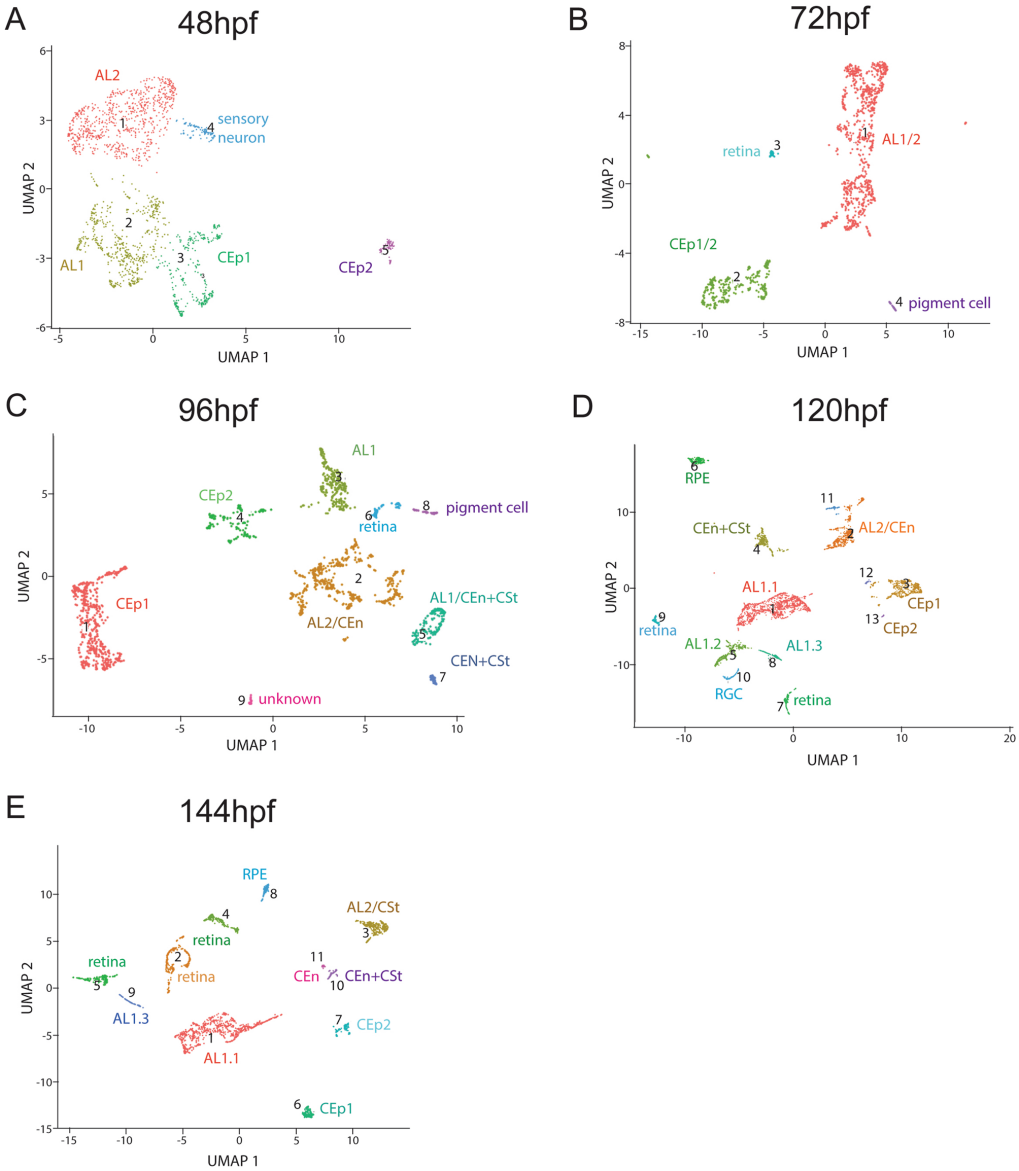
Clustering of purified ASM throughout early AS development. Cluster numbers are indicated in brackets. (**A**) Cluster distribution at 48 hpf. The five clusters observed were identified as: CEp1(2), CEp2(5), AL1(1), AL2(3) and sensory neurons(4). (**B**) Cluster distribution at 72 hpf. The four clusters observed were identified as: AL, CEp, retina and pigment cells. (**C**) Cluster distribution at 96 hpf. The nine clusters observed were identified as: CEp1(1), AL2/CEn(2), AL1(3), CEp2(4), AL1/CEn + CSt(5), retina(6), AL1/CEn + CSt(7), pigment cell(8), unknown(9). (**D**) Cluster distribution at 120 hpf. The fifteen clusters observed were identified as: AL1.1(1), AL2/CSt(2), CEp1(3), AL1/CEn + CSt(4), AL1.2(5), unknown(6), retina(7), AL1.3(8), retina(9), RGC(10), unknown(11). unknown(12), CEp2(13), unknown(14), unknown(15). (**E**) Cluster distribution at 144 hpf. The twelve clusters observed were identified as: AL1.1(1), retina(2), AL2/CEn(3), retina(4), retina(5), CEp1(6), CEp2(7), RPE(8), AL1.3(9), AL1/CEn + CSt(10), CEn(11), unknown(12).

### ASM scRNA cluster analysis throughout early AS development

Having collected single cell sequencing data from various timepoints we first sought to analyze cellular distribution at each timepoint individually. We aggregated the biological replicates and performed UMAP clustering using Monocle 3^41^. We analyzed every timepoint, using principle component analysis (PCA) (n = 100 dimensions) and removed batch effects according to Haghverdi et al.^42^. Assignment of cluster identity was based on expression of the marker genes previously established (Fig. 2). As expected, data from early timepoints, 48 hpf and 72 hpf, depicted only a handful of clusters (Fig. 3A–B). 

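Clustering gave 12 clusters at 48 hpf and 13 at 72 hpf, compared with 17 at 96 hpf, 21 at 120 hpf and 17 at 144 hpf. The number follows the resolution. At resolution 0.5 there were 9 clusters at 48 hpf and 8 at 72 hpf, and at resolution 2 there were 15 and 17. When 600 cells were simulated from a single expression profile of the 96 hpf data, 7 clusters were still found among them, so that clusters cannot be read as cell types by their number.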

At this early time of AS development, we expected the ASM to remain multipotent. However, already at 48 hpf we can identify clusters with AL and CEp signatures (Fig. 3A). 

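At 48 hpf, clusters 7 and 11 were CEp1-like with 99 and 77 cells, and clusters 6 and 9 were CEp2-like with 129 and 86 cells. Cluster 7 had 98 of its 99 cells in replicate B and cluster 11 had 75 of its 77 in A. No cluster was AL2-like at this time point. In AL1 markers, clusters 3 (all cells from B) and 5 (140 cells) were high, which means here that at least 3 of hmgn2, hmgb2b, mcm7 and pcna were at least 2-fold above the median of the other clusters. Both of these clusters also carried the marker genes of retinal progenitors, 7 and 10 of the 14 listed. A periocular mesenchyme-like cluster held 95 cells and a cartilage-like cluster held 251. Of the AL2 markers, scinla was highest in CEp1-like cells, at 1419.7 and 1585 CPM in A and B, and stood at 9.62 and 50.5 CPM in the mesenchymal clusters.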

The presence of CEp clusters was unexpected as corneal epithelium has been proposed to derive solely from the ectoderm (see discussion). 

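The ratio of CPM between CEp1-like and CEp2-like cells was taken in each of the 10 libraries. Because krt5, krt91, krt4, cyt1 and icn2 are among the markers that named these classes, their ratios describe the classes and test nothing. On the log2 scale krt5 was higher in CEp1-like cells by 3.14 ± 1.05 (mean ± SD, n = 10 libraries) and krt91 by 3.87 ± 1.36, both in 10 of 10 libraries. The ratio of krt5 was moved most by clustering at resolution 2, to 2.54. In the other direction, icn2 was higher in CEp2-like cells by 5.04 ± 1.25, again in 10 of 10 libraries. For krt4 the ratio of CEp2-like to CEp1-like cells was -0.14 ± 1.78, with CEp2-like cells higher in 4 of 10 libraries, and for cyt1 it was 0.56 ± 2.03, higher in 7 of 10. Up to 120 hpf each time point had a CEp2-like cluster with krt4 between 3645 and 5719 CPM beside another with 26267 to 67009 CPM.

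**Figure D1:**
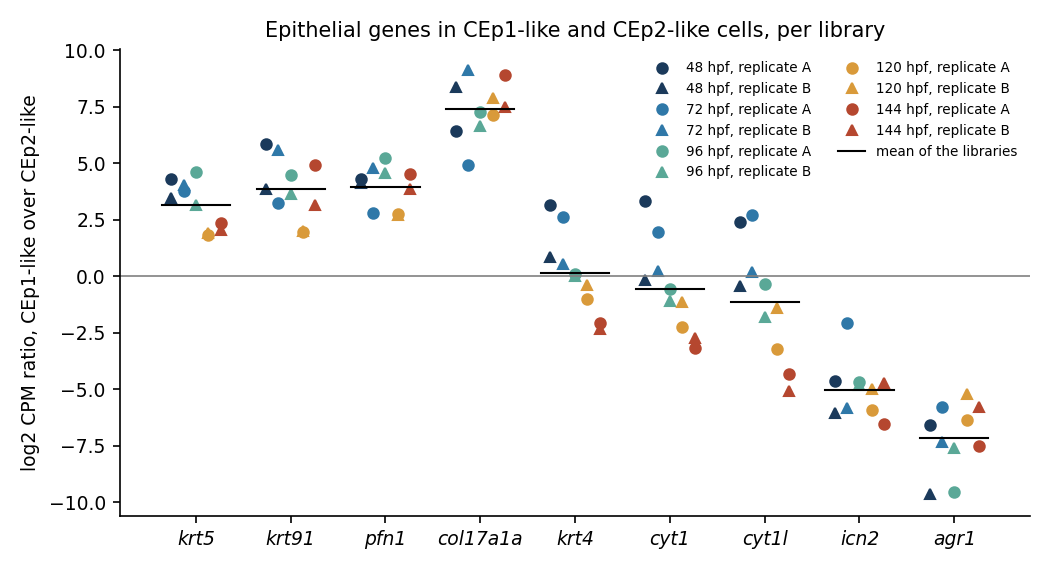
Log2 ratio of CPM in CEp1-like over CEp2-like cells for 9 epithelial genes, with 1 point per library (circles, replicate A; triangles, replicate B; colours, time points) and a black line at the mean of the 10 libraries. The points of krt5 lie between 1.81 and 4.60, and those of krt4 lie on both sides of 0, with the 144 hpf libraries lowest.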

Interestingly, CEp was bifurcated into CEp1, classified by elevated expression of *krt5* and *krt91*, and CEp2, classified by elevated expression of *krt4*, *cyt1* and *icn2* (Fig. S2). 

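Of all cells, 3882 lay in 20 clusters that were high in hmgn2, hmgb2b, mcm7 and pcna by the 2-fold criterion. The AL1 list was not used for names, so none of these clusters could be named AL1-like. Of these clusters 16, with 84.1% of the cells, also met the criteria of a retinal or neural class, 2 were AL2-like (228 cells) and 2 stayed unnamed. That share was moved most by leaving out called doublets, to 67.9%. AL2-like clusters held 128 cells at 72 hpf, 341 at 96 hpf, 513 at 120 hpf and 319 at 144 hpf. The class of clusters high in AL1 markers, taken without the AL2-like cells, was compared with the AL2-like class in the 7 libraries that held at least 10 cells of each. These genes served to define the classes. The log2 ratio was 2.02 ± 1.86 for hmgn2 (mean ± SD, n = 7 libraries; above 0 in 6), 2.28 ± 1.69 for hmgb2b, 2.00 ± 1.12 for mcm7 and 1.88 ± 1.31 for pcna, the last 3 above 0 in 7 of 7. In AL2-like cells scinla was higher by 7.08 ± 1.29 and lxn by 4.39 ± 1.49, in 7 of 7 libraries.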

The AL signature was also found in two distinct populations termed AL1 and AL2 where AL1 is designated by elevated expression of *hmgn2, hmgb2b, mcm7* and *pcna* while AL2 is designated by elevated expression of *scinla* and *lxn* (Figs. 3A, S2–3)*.* By 96 hpf, we observed a significant stratification of clusters, in particular for those associated with the annular ligament (Fig. 3C). Individual AL1 and AL2 clusters persist, but at 96 hpf we additionally detected clusters with signatures of the CEn (elevated *pmp22a* and *ctnnb2* expression) mixed with AL2 (AL2/CEn) (Figs. 3C, S4) and with CSt (CEn + CSt). This suggests that AL2, CEn and CSt cells may share a common progenitor and at 96 hpf still retain some levels of multipotency. 

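At 96 hpf the AL2-like class comprised clusters 2 (241 cells) and 9 (100 cells). The mesenchymal class, which pools CEn-like, CSt-like, periocular mesenchyme-like and cartilage-like clusters, comprised the CSt-like cluster 5 (159 cells) and the cartilage-like clusters 11 and 16 (70 and 23 cells). In replicates A and B pmp22a stood at 1317 and 1013 CPM in AL2-like cells and at 4068 and 2541 CPM in the mesenchymal class, and ctnnb2 at 304 and 256 and 197 and 261 CPM. Over the 7 libraries with both classes, pmp22a was higher in the mesenchymal class by 1.39 ± 0.31 on the log2 scale, in 7 of 7, and ctnnb2 by 0.28 ± 0.53, in 6 of 7. With the paper's marker pairs, each gene at least 2-fold above the median cluster, the CEn pair was met in 1 cluster of 96 hpf, together with the AL2 and CSt pairs. This cluster 7 was mural-like (121 cells). The AL2 and CSt pairs were met together in 3 clusters. From such mixed signatures the paper proposes that AL2, CEn and CSt cells may share a progenitor.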

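In the clusters of 96 hpf, dcn was at 2026 CPM and lum at 808 CPM in the CSt-like cluster 5, and both were highest in the cartilage-like cluster 11, with 2366 and 3029 CPM. The pair was at least 2-fold above the median cluster in 4 clusters of 48 hpf, 5 of 72 hpf and 5 of 96 hpf. It was met with no other pair of the paper in 2 clusters of 48 hpf, 1 of 72 hpf and 2 of 96 hpf.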

96 hpf is also when we detect the first clusters with signatures of solely CSt (elevated *dcn* and *lum* expression) mixed with CEn (Fig. S4). Again, this suggests that cells slated to become AL, CSt and CEn share a common developmental pathway. 

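The CEp1-like clusters of 96 hpf were clusters 1 and 3 with 279 and 241 cells, and the CEp2-like clusters were clusters 8 and 17 with 114 and 18 cells. Together these classes held 26.9% and 6.84% of the 1930 cells. Cells of both replicates were present in each cluster, with at least 2 cells of the smaller library A.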

Finally, we also continue to detect distinct CEp1 and CEp2 clusters at 96 hpf. We never detect any association between CEp and AL, CEn or CSt clusters at any timepoints. 

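Co-detection was measured per cell after thinning every cell to 400 UMIs, which left out 18 cells (0.147%). A UMI of scinla, lxn, pmp22a, ctnnb2, dcn or lum was found in 33.0% of CEp1-like and CEp2-like cells together (31.2 to 34.8), in 42.3% of CEp1-like cells (39.9 to 44.8) and in 17.9% of CEp2-like cells (15.5 to 20.4). The background share, in retinal or neural-like cells, was 8.43% (7.68 to 9.22). Before thinning, the median was 4474.5 UMIs in CEp1-like cells and 2410 in retinal or neural-like cells. CEp1-like cells exceeded retinal or neural-like cells in 9 of 9 libraries with both (47.3 ± 10.7% and 11.5 ± 7.36%) and CEp2-like cells did so in 8 of 9 (19.7 ± 7.77%). By time point the share in CEp1-like cells was 58.5, 51.6, 40.2, 35.4 and 44.6% from 48 to 144 hpf. For scinla or lxn it was 29.2% in CEp1-like and 4.38% in retinal or neural-like cells, for dcn or lum 11.7% and 0.313%, and for pmp22a or ctnnb2 7.61% and 4.34%. Leaving the cells at full depth moved the share most, to 78.9% of epithelial and 32.6% of retinal or neural-like cells. By the paper's marker pairs at the 2-fold criterion, 11 of the 80 clusters (1879 cells) met a CEp pair together with an AL2, CEn or CSt pair, 2 each at 48, 72, 96 and 144 hpf and 3 at 120 hpf. At a 4-fold criterion, set after seeing the data, 6 clusters did.

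**Figure D2:**
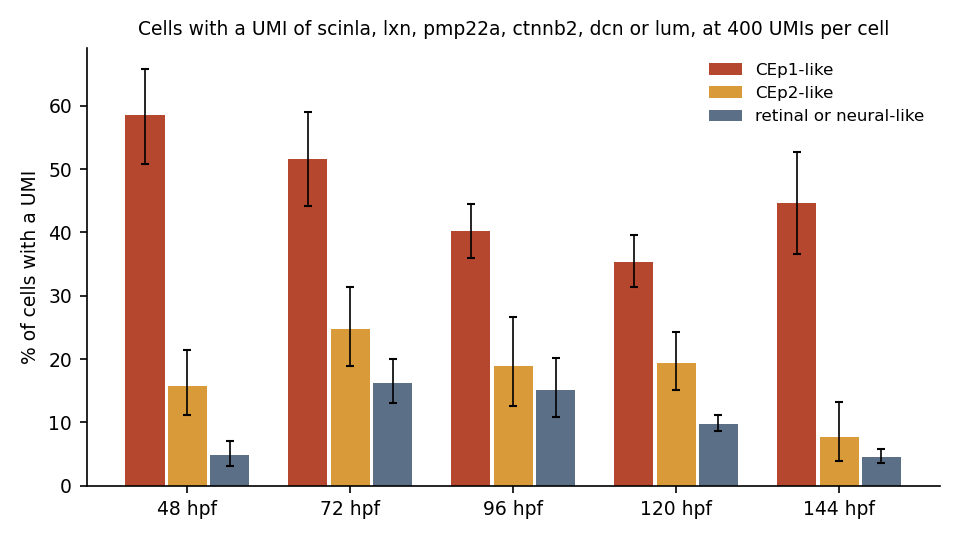
Percent of cells with a UMI of scinla, lxn, pmp22a, ctnnb2, dcn or lum after thinning to 400 UMIs, by time point, for CEp1-like, CEp2-like and retinal or neural-like cells, with exact 95% intervals that cover counting error only. CEp1-like cells are highest at each time point, with 58.5% at 48 hpf and 44.6% at 144 hpf.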

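CEp1-like clusters held 556 cells at 120 hpf and 157 at 144 hpf, CEp2-like clusters 299 and 147, and AL2-like clusters 513 and 319. A CSt-like cluster of 379 cells was found at 120 hpf beside cartilage-like clusters of 190 and 25 cells. At 144 hpf the mesenchymal class came down to the cartilage-like cluster 9, with 123 cells, all from replicate A. The marker pair pmp22a and ctnnb2 was met in 1 cluster at 120 hpf, the cartilage-like cluster 11, and in 0 of 17 clusters at 144 hpf. At 144 hpf pmp22a was highest in cluster 9 (2853 CPM), whereas ctnnb2 was highest in cluster 17, an unnamed cluster of 33 cells from replicate A (259.9 CPM against 97.5 in cluster 9).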

As development proceeds, throughout 120 and 144 hpf, we continued to detect all the aforementioned corneal and annular ligament clusters in addition to detecting the first sole CEn cluster at 144 hpf (Figs. 3D–E, S5–6). We never found a sole CSt cluster, likely stemming from the slow immigration of cells into these tissues which concludes later than 144 hpf. 

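The dcn and lum pair was met alone, without another of the paper's pairs, in 7 of the 80 clusters. These were clusters 2 and 8 of 48 hpf, 3 of 72 hpf, 2 and 11 of 96 hpf, 3 of 120 hpf and 9 of 144 hpf, named cartilage-, periocular mesenchyme-, CEn-, AL2-, cartilage-, CSt- and cartilage-like. CSt-like clusters, in which all 6 listed stroma markers were elevated, were cluster 5 of 96 hpf and cluster 3 of 120 hpf. In cluster 3 of 120 hpf dcn was at 543 and lum at 171 CPM, and the values of cluster 9 of 144 hpf were 369 and 529 CPM.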

To further validate the choice of genetic markers for assigning our cluster identities, we also examined relative expression of said markers at each timepoint (Fig. S7). Most of the assigned markers display a steady state expression throughout early development further confirming their suitability for tissue identification. 

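For 15 markers of the AL, CEn, CSt and CEp classes, the highest mean CPM of a time point was divided by the lowest within the class that the marker belongs to. The median of this range was 3.39-fold, from 1.56-fold for mcm7 to 19.8-fold for lxn, and 4 of the 15 markers stayed under 2-fold. Replicates A and B of a time point differed by a median of 1.48-fold. For 9 markers the range over time exceeded the largest ratio between replicates of that marker.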

Taken together, our data suggest that the early stratifications, between 72 and 96 hpf, become established developmental pathways for these cell types. These conclusions are supported by morphological characterizations of the timing of AS development in zebrafish^8,9^. First cells within the iridocorneal angle can be identified as early as 72 hpf, which grow in number by 120 hpf. However, it was also described that a full histological identification of the annular ligament needed until 17 days post fertilization and hence, function of these cells at early timepoints was questioned^9^.

In addition to AS associated cell types, we also detected reoccurring clusters containing non-AS associated cells (Fig. 3). This likely represents the fact that while the majority of Tg[*foxc1b*:GFP] GFP+ cells was isolated from whole eyes represent ASM cells, a small subset must also involve non-ASM cells (Fig. 1B). 

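Mural-like or vascular-like clusters were found at 96 hpf (154 cells) and 120 hpf (66 cells), 1.80% of all cells, compared with 41.8% in retinal or neural-like clusters. The genes ednraa, rasl12 and tie1 are among the markers that named them. In replicates A and B ednraa stood at 1128 and 1331 CPM in this class at 96 hpf and at 2649 and 1295 CPM at 120 hpf, and rasl12 at 112 and 275 and then 1064 and 895 CPM. The vascular endothelium-like cluster 15 of 96 hpf (33 cells) had tie1 at 499 CPM.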

The most abundant non-ASM associated cells included cells of the cardiovascular system (BV), expressing the markers *ednraa, rasl12* and *tie1*^58,59^. They also included pigment cells (P), expressing genes such as *tyrosinase* and *gch2*^60,61^. 

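A pigment-like cluster was found at 72 hpf (cluster 12, 35 cells, all from replicate B). Another was found at 96 hpf (cluster 14, 34 cells, all from replicate A). Each had 8 of 8 markers elevated in a list that joins retinal pigment epithelium and melanophores and does not tell them apart. The 5 leading genes of the cluster of 96 hpf were rlbp1b, rpe65a, tm6sf2, rdh5 and pmelb. Tyrosinase is listed as tyr, which stood at 490.5 CPM in the cells of 72 hpf and at 267 CPM in those of 96 hpf, and gch2 stood at 622 and 2451 CPM. Over all other cells of the same time point tyr was at 0.858 and 0.735 CPM.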

The pigment cell clusters were found at 72 and 96 hpf, and subsequently likely transition into retinal pigment epithelium (RPE) clusters throughout later timepoints (Fig. 3). 

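Among the 38 clusters of 120 and 144 hpf, 0 had at least 3 of the listed retinal pigment epithelium or melanophore markers at the 4-fold criterion. Of the 50 leading genes of the pigment-like cluster of 72 hpf, 40 were among those of the pigment-like cluster of 96 hpf. The latter shared at most 2 with any cluster of 120 hpf. The cells of the pigment-like clusters come from 72 hpf B and 96 hpf A, which share a batch in the tables of the single time points, and no library of 120 or 144 hpf is from it, so that this match and the lack of a later one cannot be separated from the batch.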

Pigment cells, as iris stroma, are known to include a NCC developmental pathway and therefore it is not surprising to find them in our data set. Expression of select genes verified to associate with pigment cell fates are summarized in supplemental Fig. 8. In addition to vasculature and pigment cells, we also identified retinal-like clusters which were found to contain different retinal cell types, including rods (marker: *rho*), cones (marker: *gnat2*) and retinal ganglion cells. 

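Photoreceptor-like clusters held 190 cells at 120 hpf (cluster 12) and 219 at 144 hpf (cluster 4). In them rho was at 9372 and 9668 CPM and gnat2 at 281 and 975 CPM. Retinal ganglion-like clusters held 134 and 88 cells, with isl2b at 715 and 478 CPM. Retinal progenitor-like clusters were present at each time point and made up 24.9% of all cells, photoreceptor-like 3.34%, bipolar-like 2.56%, amacrine or horizontal-like 3.51% and Mueller glia-like 4.08%.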

In total we found 21 clusters in our combined dataset. However, it must also be stressed that most non-ASM associated clusters contained very few cells compared to those of corneal or annular ligament lineages.

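All 12234 cells clustered together gave 34 clusters at resolution 1. The number was 22 at resolution 0.5, 53 at resolution 2, 31 with called doublets left out and 33 from the matrix subsampled to equal reads per cell.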

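Of all cells, 45.6% (44.7 to 46.5) lay in clusters of an anterior segment class, which counts CEp1-like, CEp2-like, AL2-like and mesenchymal clusters. Cartilage-like clusters are among the mesenchymal, with 251 cells at 48 hpf, 191 at 72 hpf, 70 and 23 at 96 hpf, 190 and 25 at 120 hpf and 123 at 144 hpf. Whether these cells belong to the anterior segment was not tested, so the share may be too high. Single classes held 13.0% (CEp1-like), 8.07% (CEp2-like), 10.6% (AL2-like) and 13.9% (mesenchymal). Retinal or neural-like clusters held 29.6% of the cells at 48 hpf, 33.0% at 72 hpf, 12.7% at 96 hpf, 47.7% at 120 hpf and 66.6% at 144 hpf. The share of anterior segment classes differed between replicates by an SD of 25.3 percentage points, and the alternative that moved it most was resolution 2, with 41.9%. Clusters high in AL1 markers are counted here by their other markers. The naming criteria left 28.4% of the cells unnamed at 48 hpf, 0 at 72 hpf, 13.1% at 96 hpf, 8.72% at 120 hpf and 3.70% at 144 hpf. These are shares of cells sorted for GFP, and how far the sort sets them was not tested.

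**Figure D3:**
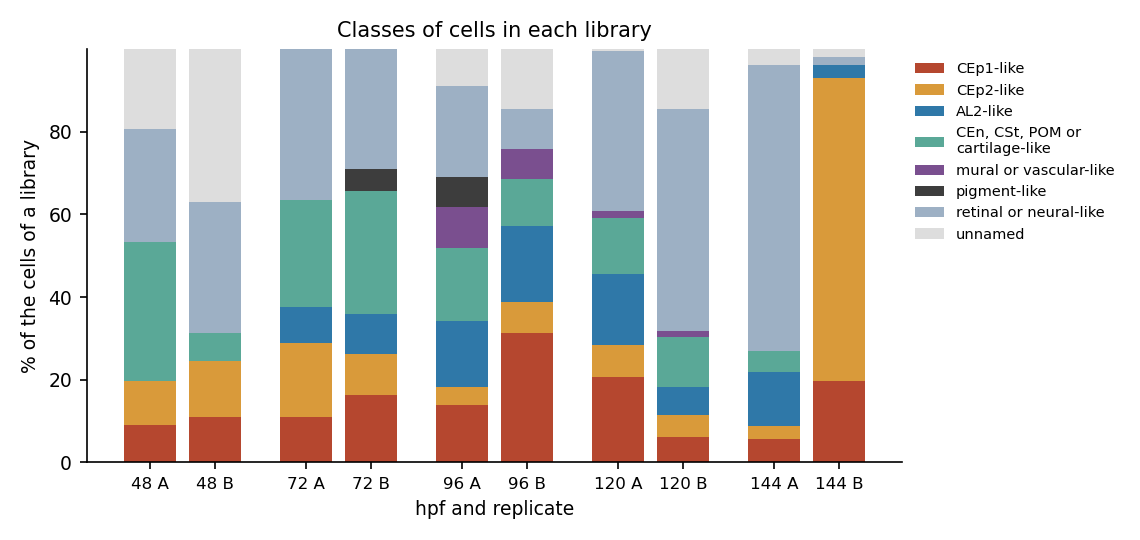
Percent of the cells of each library in each class, for replicates A and B of 48 to 144 hpf. Retinal or neural-like cells take 12.7% of both 96 hpf libraries together and 66.6% of those of 144 hpf, where replicate B holds 102 cells.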

### Molecular characterization of AS clusters during early development

To showcase the unique molecular differences associated with each of the identified AS lineages (AL1, AL2/CEn, CEn + CSt, CEp1 and CEp2) we examined the top upregulated genes from each cluster at each timepoint (Fig. 4). 

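For the 48 hpf libraries A and B, hmgn2 stood at 12656 and 16128 CPM in the clusters high in AL1 markers, at 8534 and 9044 in the mesenchymal class, at 1549 and 654 in CEp1-like and at 5517 and 1715 in CEp2-like cells. The log2 ratio of CPM in the clusters high in AL1 markers over all other cells of 48 hpf was 1.33 for hmgn2, 0.84 for hmgb2b, 0.68 for hmgb2a, 1.08 for h3f3a, 0.83 for cfl1, 2.17 for ccnd1 and -2.59 for tmsb4x. In the mesenchymal class it was 0.36 for hmgb2b and -0.82 for ccnd1. The CPM of fabp7a was 7980.5 and 6206 in the clusters high in AL1 markers. The highest class for tmsb4x was CEp1-like, with 33122 and 29773 CPM in A and B.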

At 48 hpf, as expected, the AL associated clusters exhibit high levels of expression for *hmgb2b and hmgn2*, but also *hmgb2a, h3f3a, fabp7a, cfl1, ccnd1* and *tmsb4x* (Fig. 4A). 

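With no AL2-like cluster at 48 hpf, pmp22a, tgfbi and tpm4a were highest in the mesenchymal class, which at 48 hpf comprises the cartilage-like cluster 2 and the periocular mesenchyme-like cluster 8. In A and B pmp22a was at 4911 and 2625 CPM there, tgfbi at 1689 and 1470.5 and tpm4a at 616 and 896. The clusters high in AL1 markers had 115 and 30.9 CPM of pmp22a, 17.1 and 16.8 of tgfbi and 42.1 and 21.0 of tpm4a. Among epithelial cells, CEp1-like cells had 829.9 and 661 CPM of tgfbi, a gene that is also among the periocular mesenchyme markers.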

Uniquely for AL2 we also observe *pmp22a, tgfbi* and *tpm4a* upregulation. CEp1 and 2 are both defined by very high levels of *krt4* expression (Fig. 4A). 

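At 48 hpf krt4 was at 49528 and 63136 CPM in the CEp1-like cells of A and B and at 5621 and 35403 CPM in the CEp2-like cells. CEp2-like cells of A came mostly from cluster 6 and those of B mostly from cluster 9, with 5083 and 67009 CPM. The level was 111 and 1035 CPM in retinal or neural-like cells and 150.3 and 1117 in the mesenchymal class.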

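Among genes that did not serve to name the classes, col5a3b was at 1534 and 1685 CPM in the CEp1-like cells of 48 hpf A and B and at 15.2 and 7.61 in the CEp2-like cells, col1a1b at 8456 and 12014 against 156 and 202, and pfn1 at 26737 and 25491 against 1353 and 1469.6. Over the 10 libraries of all time points the log2 ratio of CEp1-like to CEp2-like cells was 6.67 ± 1.21 for col5a3b, 6.97 ± 1.97 for col1a1b and 3.97 ± 0.91 for pfn1, above 0 in 10 of 10. The markers that named CEp2-like clusters differed among themselves. At 48 hpf anxa1c was at 361 and 2364 CPM in CEp2-like and 10.6 and 28.6 in CEp1-like cells, and agr1 at 768 and 1736 and 7.06 and 1.43. In contrast cyt1 was at 2238 and 28217 CPM in CEp2-like and 22429 and 24948 in CEp1-like cells, and cyt1l at 1853 and 20909 and 9809 and 15391.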

CEp1 also exhibits higher levels of collagens *5a3b* and 1a1b as well as *pnf1* compared to CEp2, while CEp2 exhibits high levels of *cyt1, cyt1l, anxa1c, agr1* and *icn2* (Fig. 4A). At 72 hpf, the primary difference between the AL and CEp multipotent clusters is high expression of* krt4, epcam, cyt1* and *tmsb1* in CEp and *hmgn2, cd81a, mdka, si:ch211-133n4.4* and *pmp22a* in AL (Fig. 4B). 

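In the 72 hpf libraries A and B, CEp1-like and CEp2-like cells taken together had 23039.8 and 23707 CPM of krt4, 2817 and 2648 of epcam, 5877 and 11633 of cyt1 and 10576 and 7105 of tmsb1. In AL2-like cells the same genes were at 181 and 428, 111 and 152, 51.9 and 338 and 237 and 135 CPM. Conversely, AL2-like cells had 10427 and 8343 CPM of hmgn2, 1378 and 1553 of cd81a, 1419 and 852 of mdka and 3600.3 and 2188 of pmp22a, against 2939 and 1579.5, 132 and 89.5, 174 and 147 and 274 and 141 CPM in the epithelial cells. The clusters high in AL1 markers had hmgn2 at 12018 and 7499.7 CPM and pmp22a at 160.2 and 261 CPM.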

At 96 hpf, the time of significant stratification of the clusters, we see a much more defined molecular signature for all the different tissue types. CEp1 is defined by high expression of *krt4, krt5, krt91, pfn1, cldni* and *col11a1a* while CEp2 exhibits unique upregulation of *malb, cldnb, cldne, krt1-c5, cldnh* and *tnks1bp1* (Fig. 4C). 

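In the CEp1-like cells of 96 hpf A and B, krt5 was at 28081 and 23404 CPM, krt91 at 40916 and 45671, pfn1 at 21794 and 21717, cldni at 3579.9 and 3588 and col11a1a at 3389 and 4333. In CEp2-like cells these were 1152 and 2664, 1832 and 3670.2, 571 and 915, 0 and 311 and 9.07 and 49.7 CPM. The level of krt4 was 17993 and 18024 CPM in CEp1-like and 17014 and 17713 in CEp2-like cells. The log2 ratio of CEp2-like cells over all other cells of 96 hpf was 8.04 for malb, 4.96 for cldnb, 8.23 for cldne, 6.47 for krt1-c5, 6.86 for cldnh and 4.70 for tnks1bp1, of which cldne, krt1-c5 and cldnh had served to name the class.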

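The clusters high in AL1 markers at 96 hpf, without the AL2-like cluster 9, came down to cluster 4 with 191 cells, which was retinal progenitor-like with 10 of 14 listed markers elevated. In its cells of A and B mdka was at 1443 and 1509.8 CPM, ccnd1 at 2448 and 2954, cadm3 at 527 and 532, fabp7a at 3178 and 4095, cad at 499 and 1106, hmgn2 at 8245 and 6804, mcm7 at 779.6 and 1242 and hmgb2b at 2297 and 2030.0. In AL2-like cells ccnd1 was at 377 and 349 CPM, cadm3 at 17.3 and 22.8, cad at 83.0 and 82.9 and fabp7a at 4777 and 1600.5.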

AL1 is defined by high expression of *mdka, ccnd1, cadm3, hmgn2, fabp7a, mcm7, cad* and *hmgb2b*. 

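The mesenchymal class of 96 hpf had log2 ratios over all other cells of 2.71 for dcn, 3.16 for col5a2a, 4.89 for vcanb, 5.22 for sema3d, 6.22 for scara5, 3.73 for osr1, 2.87 for add3a, 3.34 for pmp22a and 2.76 for cd81a. In AL2-like cells they were -2.26 for col5a2a, -2.79 for sema3d and 1.42 for cd81a. AL2-like cells of A and B had 857 and 1137 CPM of hgd against 276 and 217 in the mesenchymal class, 315 and 449 of pitx3 against 45.0 and 41.7, 2949 and 2885 of fmoda against 1469 and 752 and 179.7 and 157 of myl9a against 33.8 and 106. For foxc1a the mesenchymal class was higher, with 383 and 397 CPM against 179.7 and 127, and for fstl3 the replicates went opposite ways, with 470.1 and 296 CPM in AL2-like cells and 990.3 and 167 in the mesenchymal class.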

CEn + CSt on the other hand exhibits high *dcn, col5a2a, cvanb, sema3d, scara5, osr1, add3a, pmp22a* and *cd81a*, while AL2/CEn cells display upregulated expression of *myl9a, fstl3, pitx3, hgd, foxc1a, pitx2* and *fmoda* (Fig. 4C). At 120 hpf, CEp1 continues to express *krt4, krt5, krt91, pfn1, cldni* at high levels, while also increasing expression of *krt8*. 

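At 120 hpf the CEp1-like cells of A and B had 13466 and 12973 CPM of krt4, 21477 and 17326 of krt5, 51569 and 58578 of krt91, 14471 and 22757 of pfn1 and 3028 and 3595 of cldni. The level of krt8 was 580.5 and 549 CPM, compared with 529 and 603 CPM in the CEp1-like cells of 96 hpf, so the replicates of the time points overlapped.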

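CEp2-like cells of 120 hpf A and B had 26726 and 17182 CPM of krt4, 6129 and 4641 of krt5, 13384 and 14758 of krt91 and 2114 and 3428 of pfn1. They also had 9475 and 5766 CPM of icn2 and 1431 and 1826 of anxa1c, against 154 and 179 and 27.8 and 67.2 CPM in CEp1-like cells. The class comprised clusters 9 (256 cells) and 19 (43 cells), and icn2 was at 1643 CPM in the former and 21327 in the latter.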

CEp2 also exhibits high expression of *krt4, krt5, krt91,* and *pnf1*, in addition to *icn2*, anxa1c and several unknown genes including *zgc:193,505*, *si:ch1073-340i21.3* and *si:ch211-157c3.4* (Fig. 4D). By 120 hpf AL1, comprised of 3 individual clusters, AL1.1, AL1.2 and AL1.3. All three are defined by continued high expression of *hmgn2, hmgn6* and *hmgb2a* while upregulation of *nova2, gpm6aa* and *ccnd1* defines AL1.2 and AL1.3. 

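At 120 hpf 6 clusters were high in AL1 markers, 4 of them retinal progenitor-like and 2 unnamed, with 1647 cells. Their cells of A and B had 8452 and 16450 CPM of hmgn2, 1147 and 1557 of hmgn6 and 2563 and 6933 of hmgb2a, against 1113 and 2029, 374 and 475 and 467 and 770.2 CPM in AL2-like cells. Between these clusters nova2 ranged from 19.9 to 839 CPM, gpm6aa from 93.6 to 765 and ccnd1 from 342 to 3255 CPM.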

CEn + CSt displays upregulation of *rn7sk, pmp22a, cd81a* and *krt8.* Distinct upregulated expression in AL2/CEn includes *pitx2, pitx3, scinla, fmoda* and *fxyd1* (Fig. 4D). 

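The mesenchymal class of 120 hpf, mostly the CSt-like cluster 3 and the cartilage-like cluster 11, had 7887 and 2196 CPM of rn7sk in A and B, 2425 and 2251 of pmp22a, 4146 and 1451 of cd81a and 2621 and 2399 of krt8. AL2-like cells had 743 and 101 CPM of rn7sk, 906 and 1195 of pmp22a, 1283 and 684 of cd81a and 1877 and 1677 of krt8. For AL2-like over all other cells of 120 hpf the log2 ratio was 5.48 for pitx3, 6.61 for scinla, 4.44 for fmoda and 3.93 for fxyd1, and in the mesenchymal class it was -4.95 for scinla and 2.17 for fmoda. All of these but fxyd1 had served to name the AL2-like class.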

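CEp2-like cells of 144 hpf A and B, from clusters 11 and 16, had 1354 and 1939.8 CPM of agr1, 4953 and 7590.0 of tcnbb and 12059.5 and 20385 of icn2. In CEp1-like cells they stood at 7.21 and 32.0, 10.2 and 6.39 and 127 and 761 CPM. Replicate B supplied 20 of the 157 CEp1-like cells.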

By 144 hpf, we continue to see similar top upregulated genes in CEp1 while CEp2 exhibits upregulation of *agr1, tcnbb, icn2* and unknown genes *si:ch211-195b11.3* and *zgc:193,505* (Fig. 4E). 

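At 144 hpf 6 clusters with 1084 cells were high in AL1 markers, each of a retinal or neural class, and replicate A held nearly all of their cells, so that values of this time point come from 1 library. In replicate A their hmgb2a was at 4357 CPM, mcm7 at 827, cadm3 at 734, anp32e at 366 and mdka at 886 CPM. In AL2-like cells of the same library these genes were at 149, 53.9, 8.24, 96.2 and 74.7 CPM. The log2 ratio over all other cells was lowest for anp32e, with 0.79, and highest for mcm7, with 4.07.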

AL1.1 and AL1.2 show similar expression patterns with upregulated *hmgb2a, mcm7*, but also now upregulate *cadm3, anp32e* and *mdka*. CEn + CSt continues to express high levels of *pmp22a*, while also increasing expression of *matn4, col9a2, col2a1a, cnmd* and *irx1b*. 

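In the cartilage-like cluster 9 of 144 hpf, the only mesenchymal cluster of that time point and from replicate A alone, matn4 was at 4783 CPM, col9a2 at 2607, col2a1a at 4762, cnmd at 1683 and irx1b at 585. The mesenchymal class of 120 hpf, in which the CSt-like cluster 3 holds 379 of 594 cells, had 5899 and 1145 CPM of matn4 in A and B, 4068 and 1227 of col9a2, 14980 and 1939 of col2a1a, 1918 and 709 of cnmd and 236 and 66.8 of irx1b. For irx1b alone the value at 144 hpf lay outside both replicates of 120 hpf. Since col2a1a, col9a2 and cnmd are cartilage markers that named cluster 9, their levels follow from its name.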

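AL2-like cells of 144 hpf A had 710.0 CPM of hpdb, 588 of pitx3, 2258 of hgd, 51153 of scinla and 803 of pmp22a. The genes marcksl1a, slc43a3b and foxc1b were all highest in the cartilage-like cluster 9, with 3879.6, 883 and 534 CPM. In AL2-like cells marcksl1a was at 635 CPM, slc43a3b at 85.7 and foxc1b at 31.3 CPM.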

AL2/CEn also continues to express *pmp22a* at high levels, in addition to *hpdb, pitx3, hgd* and *scinla* (Fig. 4E)*.* The first independent CEn cluster is defined by upregulated expression of *marcks1a, pmp22a, scl43a3b, cyp1ad3* and *foxc1b* (Fig. 4E). Based on these expression patterns we observe that many of the genes used in our assay as determinants of cell fate are constantly expressed at high levels throughout early development while other genes, many previously not associated with AS development, display various patterns of expression.

**Figure 4:**
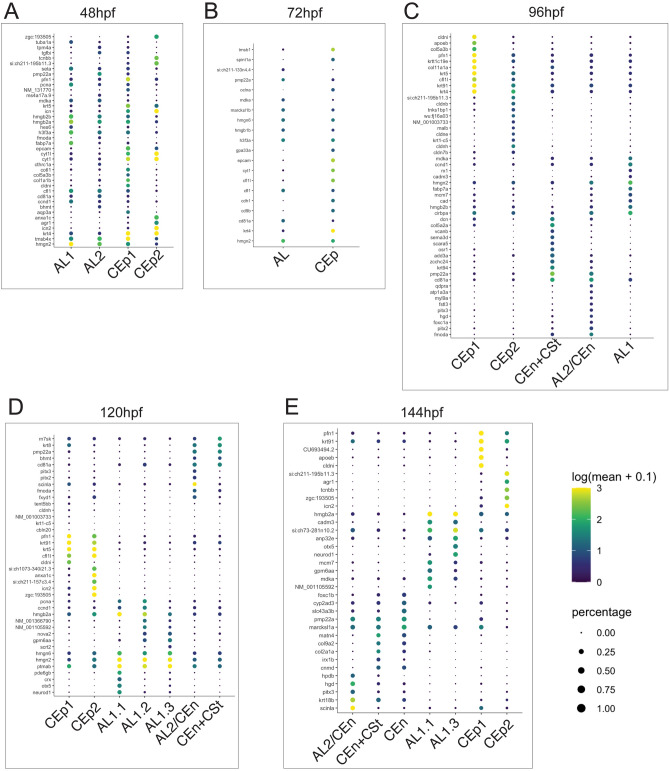
Top 10 genes for AS related cell types at each timepoint examined. (**A**) Top10 genes from AL1, AL2, CEp1 and CEp2 at 48 hpf. (**B**) Top10 genes from AL and CEp clusters at 72 hpf. (**C**) Top10 genes from AL1, AL1/CEn + Cst, AL2/CEn, CEp1 and CEp2 clusters at 96 hpf. (**D**) Top10 genes from AL1.1, AL1.2, AL1.3, AL1/CEn + CSt, AL2/CEn, CEp1 and CEp2 at 120 hpf. (**E**) Top10 genes from AL1.2, AL1.3, AL1/CEn + CSt, AL2/CEn, CEn, CEp1 and CEp2 at 144 hpf. Scale of degree of expression and percentage is indicated.

### Developmental dynamics and trajectory analysis of AS development

Having classified AS cell types over the course of early AS development, we next sought to track trajectories and relationships in time. To establish and illustrate the developmental relationship between clusters over time, we compiled a timeline (Fig. 5). Trajectories were determined by manually examining the top50 upregulated genes in each cluster and comparing patterns of expression in subsequent time points to generate most likely trajectories over time. 

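To compare clusters between time points, the 50 leading genes of each cluster, ranked by CPM ratio over the other cells of its time point, were compared with those of every cluster of the next time point. From 48 to 72 hpf, cluster 5, high in AL1 markers and retinal progenitor-like, shared most with the retinal progenitor-like cluster 8 (17 of 50), and cluster 3 shared 4 each with the retinal progenitor-like clusters 1 and 7. The periocular mesenchyme-like cluster 8 shared 17 with the CEn-like cluster 3 of 72 hpf and 15 with the AL2-like cluster 6. The AL2-like cluster 6 was itself high in AL1 markers.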

Starting at 48 hpf with the AL clusters, AL1 and AL2, we track their convergence into one multipotent cluster at 72 hpf. By 96 hpf we track the AL cell type to stratify into AL2/CEn, AL1 and CEn + CSt. 

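From 72 to 96 hpf the AL2-like cluster 6 shared 8 of its 50 leading genes with the AL2-like cluster 2 and 7 with the mural-like cluster 7. The CEn-like cluster 3 shared 15 with the CSt-like cluster 5, and the cartilage-like cluster 2 shared 17 with the cartilage-like cluster 11 and 15 with cluster 5. The other clusters high in AL1 markers, 1, 7 and 8, each shared most with the retinal progenitor-like cluster 4, with 11, 6 and 9 genes.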

The main AL1 lineage further stratifies into three sub clusters at 120 hpf, AL1.1, 1.2 and 1.3, and settles as two clusters, AL1.1 and AL1.3 by 144 hpf. 

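Of the clusters high in AL1 markers at 96 hpf, the retinal progenitor-like cluster 4 shared 11 of 50 leading genes with cluster 1 of 120 hpf and 7 with cluster 13, both retinal progenitor-like. The AL2-like cluster 9 shared 15 with the retinal progenitor-like cluster 4 of 120 hpf. At 120 hpf and at 144 hpf there were 6 clusters high in AL1 markers each. The closest matches from 120 to 144 hpf were cluster 6 with cluster 2 (26 genes), cluster 4 with cluster 8 (24) and cluster 13 with cluster 14 (19). The cells of these 6 clusters come almost all from 120 hpf B and 144 hpf A, which share a batch. Over all steps, 12 of 14 clusters high in AL1 markers were closest to a retinal or neural-like cluster of the next time point. An AL1-like name was not among those that a cluster could be given.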

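The CSt-like cluster 5 of 96 hpf shared 19 of 50 leading genes with the CSt-like cluster 3 of 120 hpf, and the cartilage-like cluster 11 of 96 hpf shared 27 with the cartilage-like cluster 11 of 120 hpf. Over all steps, 10 of 10 mesenchymal clusters were closest to a mesenchymal cluster of the next time point, with a median of 18 shared genes.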

The CEn + CSt lineage also appears to be specified by 96 hpf and persists up to 144 hpf. However, at 144 hpf we also see a portion of CEn + CSt diverge into a possibly committed CEn lineage. These observations indicate that the AL1 lineage exhibits multipotency including potential for CEn and CSt lineages early in development. Conversely, starting at 96 hpf, the AL2/CEn cluster persists up to 144 hpf and is therefore likely already specified by 96 hpf. This suggests a very close relationship between AL and CEn cells during early development. 

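Between 120 and 144 hpf the CSt-like cluster 3 and the cartilage-like clusters 11 and 20 all had their closest match in the cartilage-like cluster 9 of 144 hpf, with 16, 26 and 6 of 50 leading genes in common. No other cluster of 144 hpf had the CEn, CSt, periocular mesenchyme or cartilage markers at the naming criteria, so a separate endothelium-like cluster was not found at this resolution.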

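The AL2-like cluster 2 of 96 hpf shared 28 of 50 leading genes with the AL2-like cluster 2 of 120 hpf, which shared 33 with the AL2-like cluster 1 of 144 hpf. The next closest clusters were the CSt-like cluster 3 of 120 hpf, with 4 genes, and the cartilage-like cluster 9 of 144 hpf, with 3. From the persistence of AL2/CEn the paper reasons that this lineage is likely specified by 96 hpf.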

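At 72 hpf CEp1-like and CEp2-like clusters were separate, CEp1-like clusters 4 and 13 with 158 and 28 cells and CEp2-like clusters 5 and 10 with 147 and 47 cells. From 48 hpf, the CEp1-like clusters 7 and 11 shared 22 and 26 of 50 leading genes with cluster 4, and the CEp2-like clusters 6 and 9 shared 23 with clusters 5 and 10, respectively.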

When tracking CEp development, starting with CEp1 and CEp2, we observe the two clusters converge at 72 hpf. However, this is likely based on the fact that CEp2 generally occurs in smaller numbers which merged with CEp1 at this timepoint. 

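Between 72 and 96 hpf the CEp1-like clusters 4 and 13 shared 24 and 17 of 50 leading genes with the CEp1-like cluster 1. The CEp2-like clusters 5 and 10 shared 23 and 22 with the CEp2-like clusters 8 and 17, and cluster 5 shared 0 with cluster 1.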

Subsequently, they re-diverge into CEp1 and CEp2 populations by 96 hpf. Both CEp1 and CEp2 trajectories remain independent up to 144 hpf. This pattern was also observed for the AL clusters at 72 hpf. 

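Over all steps from 48 to 144 hpf, 8 of 8 CEp1-like clusters were closest to a CEp1-like cluster and 8 of 8 CEp2-like clusters to a CEp2-like cluster of the next time point, with a median of 23 shared genes. The weakest of these matches was cluster 9 of 120 hpf with cluster 16 of 144 hpf, with 5 genes. Across the alternative settings the share of epithelial clusters closest to an epithelial cluster ranged from 87.0 to 100%.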

Overall, during early AS development the number of clusters representing the corneal epithelium remains at two, indicating the slow developmental pace after their rapid initiation. This finding is supported by the fact that zebrafish corneal epithelium remains 2-layered for the first 4 weeks of development^10^.

**Figure 5:**
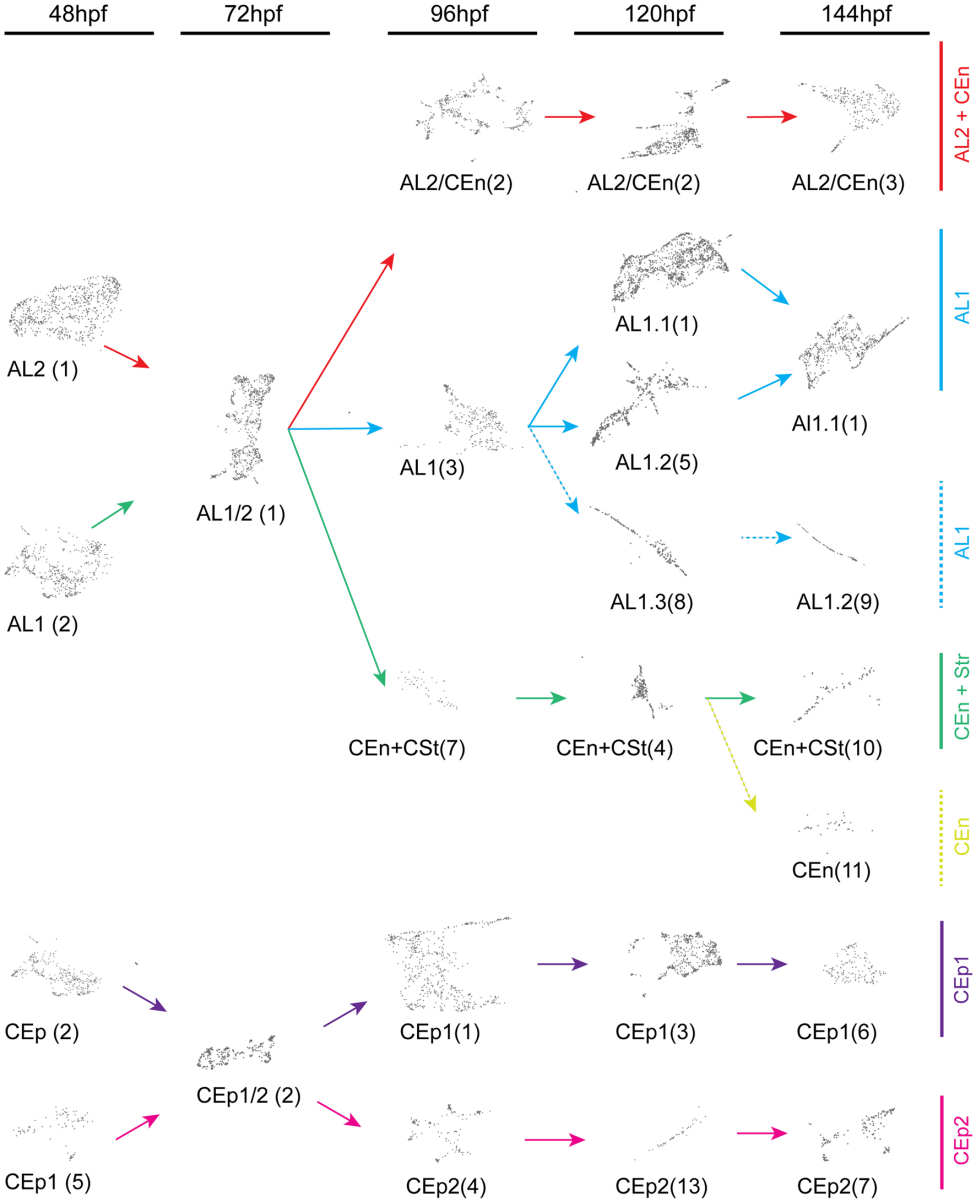
Cluster trajectories during early development of corneal epithelium, endothelium, stroma, and annular ligament. Developmental trajectories of individual clusters from each timepoint, 48–144 hpf, displaying temporal relationships. Numbers in brackets correspond to timepoint specific clusters (Fig. 3). Arrows indicate lineage relationships of the AL1 (blue), AL2/CEn (magenta), AL1/CEn + CSt (blue), CEn (light blue), CEp1 (purple) and CEp2 (pink) cell types. CEp lineages show early and dedicated commitment while AL lineages display multipotency for AL, CEn or CSt cell types.

To complement our cluster-based trajectories over developmental time we also performed a pseudotime analysis of our combined dataset using Monocle 3^41^. The major difference from our cluster analysis is that pseudotime analysis focuses on the trajectory of cells instead of whole clusters and helps identify how gene expression changes within a cell trajectory. Hence, this analysis allowed us to characterize if particular marker genes are strongly expressed at specific points in the trajectory. To perform pseudotime analysis all our timepoints were aggregated into a single data set and then subsequently analyzed using the Monocle 3 pseudotime algorithm (Figs. 6A, S9). We summarize our results based on the AS tissue types being tracked.

**Figure 6:**
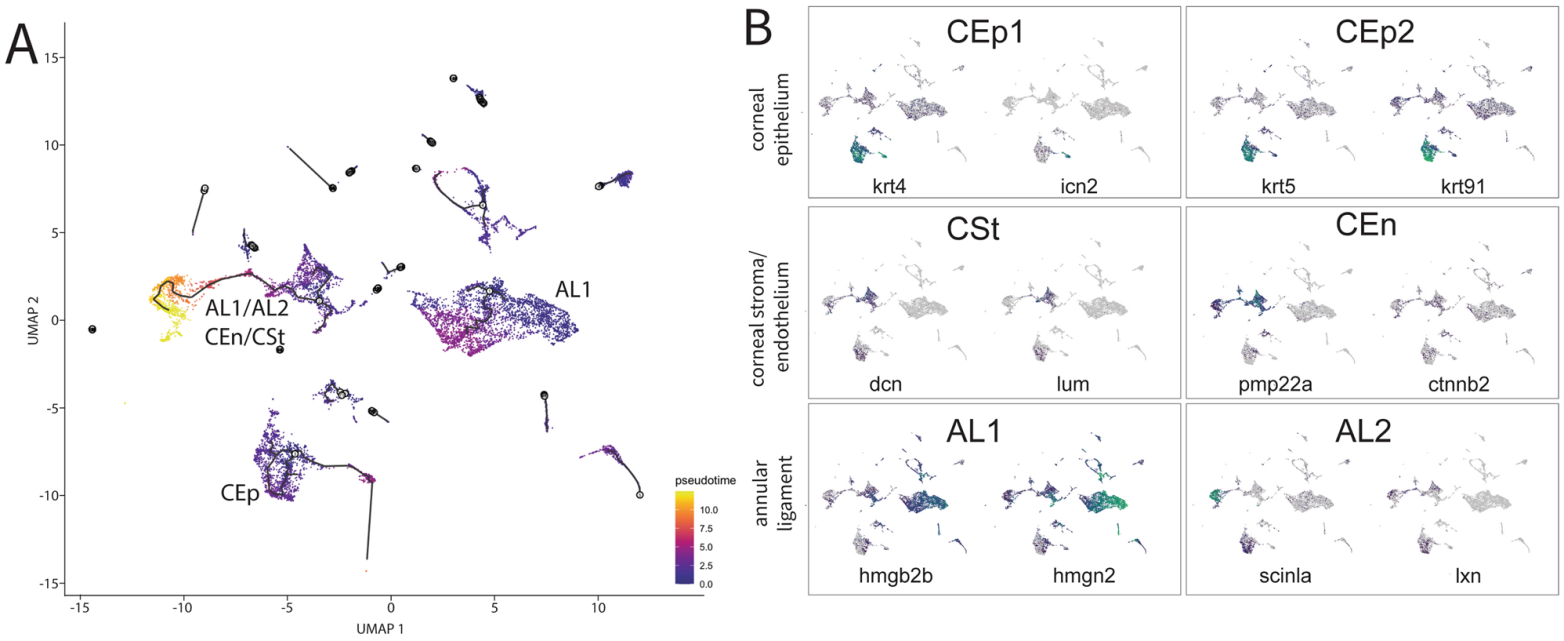
Pseudotime analysis of purified ASM cells during early AS development. (**A**) The trajectory analysis showing three major trajectories including CEp, AL + CEn/CSt, AL1. (**B**) Marker genes for the different cornea tissues and annular ligament projected onto the trajectory graph. Markers for CEp1: krt4 and icn2, for CEp2: krt5, krt91, for CSt: dcn and lum, for CEn pmp22a and ctnnb2, for AL1: hmgb2b and hmgn2 and for Al2: scinla and lxn.

#### Corneal epithelium

When tracking markers of the corneal epithelium it becomes apparent, that marker genes representing CEp1 and CEp2 are expressed in this trajectory, indicating a close relation between the clusters. Many, of the characterized marker genes such as *krt4, krt5, krt91 or icn2* are strongly expressed throughout the identified trajectory, validating their general importance for the cells (Fig. 6B). This appears to confirm the relatively conservative use of this core group of genes as markers for this tissue throughout early AS development. 

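An order of the 2582 CEp1-like and CEp2-like cells of all time points was computed by diffusion pseudotime from a root cell at the centre of the 48 hpf cells, in place of the Monocle 3 trajectory with roots chosen by hand. Its Spearman correlation with the time point across cells was 0.363, and the share of CEp2-like cells rose from 26.5% in the first of 5 equal parts to 71.7% in the last. From the first to the last part krt4 changed from 30362 to 27326 CPM, krt5 from 19160.3 to 9921 and krt91 from 30251 to 46811. In contrast icn2 rose from 161 to 8025 CPM. Of 13 genes for which the paper states an early or a late peak in the epithelial or mesenchymal trajectory, 11 changed in the stated direction from the first to the last part, a comparison that leaves out the parts between, and 6 were highest in the part where the peak is stated. The number was also 11 under an order by time point alone, though not for the same genes. This tally was chosen as a summary after the values had been seen. For genes that differ between CEp1-like and CEp2-like cells, the direction may follow from the rise in the share of CEp2-like cells. Of 7 genes stated to be found throughout a trajectory, 4 had at least 1/4 of their highest level in every part, and of 4 stated to be found at both ends, 0 were above the mean of the parts between at both.

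**Figure D4:**
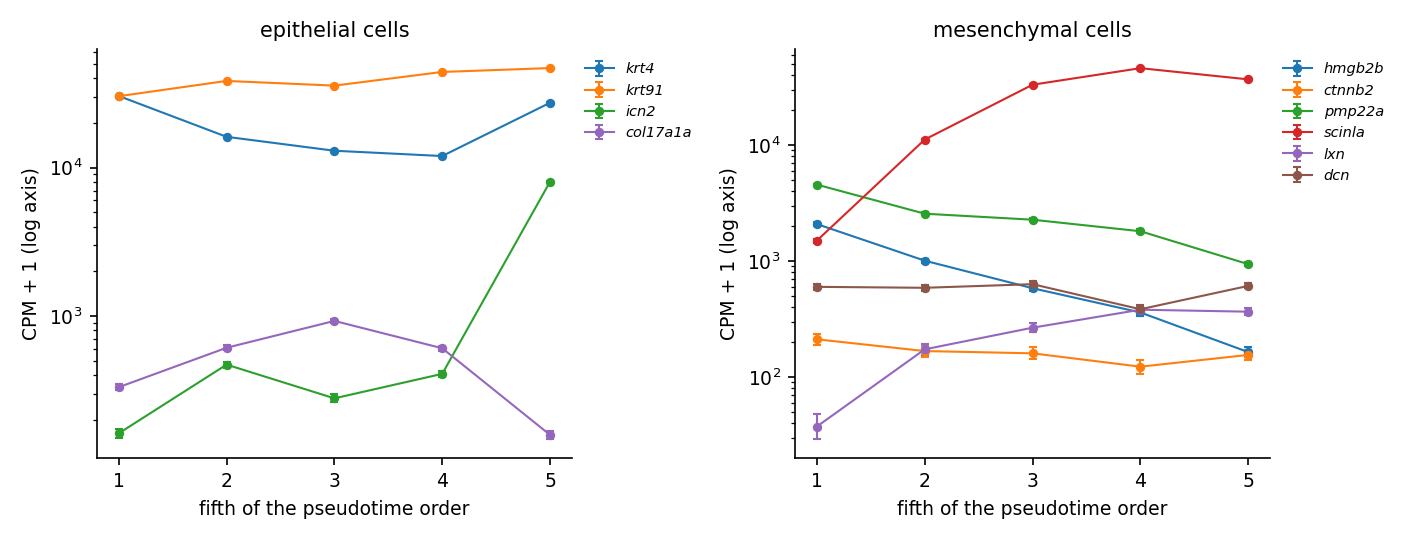
CPM + 1 on a log axis in 5 equal parts of the diffusion pseudotime order, for epithelial cells on the left and for AL2-like and mesenchymal cells on the right. In epithelial cells icn2 goes from 161 to 8025 CPM, and in the other order scinla goes from 1502 to 36968 CPM.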

Other CEp associated genes display varying pattens of expression throughout the trajectory. For instance, *sparc* and *lgals1l1*, are strongly upregulated in the early parts of the trajectory but mostly absent from the later points (Fig. S9A). 

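Along the epithelial order sparc was highest in the 4th part with 7603 CPM and went from 5904 CPM in the first part to 3395 in the last, a log2 ratio of -0.80. The level of lgals1l1 went from 4996 to 1014 CPM (-2.30).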

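In the epithelial order col1a1b went from 6644 CPM in the first part to 1542 in the last, a log2 ratio of -2.11, and was highest in the third with 8056. The level of col5a3b went from 1058 to 259.6 CPM (-2.02) and was also highest in the third, with 1166. The level of col17a1a was 330.3 CPM in the first part, highest in the third with 925 and 157 in the last (-1.07). When cells were ordered by time point alone this last ratio was 0.72.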

Interestingly, in contrast to most keratins that are upregulated throughout the trajectory, collagens (*col1a1b, col5a3b, col17a1a*) are upregulated early, but then decrease over time (Fig. S9B). Other genes, such as *icn2, anxa1c* and *pnp5a* show a reduced or completely absent expression in the early time points but are highly upregulated at the later points of the trajectory (Fig. S9C).

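In the epithelial order anxa1c rose from 23.5 to 2531 CPM, a log2 ratio of 6.69, and pnp5a from 59.1 to 567 CPM (3.24). For icn2 the level was still 406 CPM in the 4th part, so that its rise lay between the 4th and the last.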

#### Corneal endothelium and stroma

Genes marking the corneal endothelium were found in the same trajectory as the AL markers, confirming our cluster analysis results (Fig. 6B). 

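The 2997 AL2-like and mesenchymal cells were ordered in the same way, with a Spearman correlation of 0.646 with the time point and a share of AL2-like cells that rose from 15.5% in the first part to 75.1% in the last. Along this order pmp22a fell from 4568 to 940.3 CPM.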

By analyzing the distribution of the genes in the trajectory, we found that *pmp22a* is strongly expressed throughout the entire trajectory. 

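In the order of AL2-like and mesenchymal cells, ctnnb2 went from 211 CPM in the first part to 154 in the last, and dcn from 599 to 610.1 CPM. When the cells were ordered by time point alone, dcn went from 474 to 98.2 CPM.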

*Ctnnb2* and *dcn* on the other hand, share a sparse expression and a distribution that is relatively even throughout, but severely reduced toward the tail end of the trajectory (Fig. 6B).

#### Annular ligament

When comparing the pseudotime distributions of AL marker genes, we found that both tissue types, AL1 and AL2 share the same trajectory, further confirming the close relation between the two (Fig. 6B). AL marker genes *hmgb2b* and *hmgn2* are broadly distributed throughout the AL trajectory. However, upon closer inspection it appears that *hmgb2b* is present in early sections of the trajectory while mostly absent from later branches (Fig. 6B). 

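From the first to the last part of that order hmgb2b fell from 2085 to 163 CPM, and hmgn2 fell likewise from 6719 to 697 CPM. Cells of the clusters high in AL1 markers were in this order only where their cluster was AL2-like.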

*Scinla* and *fabp11a* (also called *fabp4a*) on the other hand, are mostly absent from the early branches of the trajectory but are strongly upregulated in later branches (Fig. 6B, S9D). 

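In the same order scinla was at 11180.2 CPM in the second part and highest in the 4th, with 46173 CPM, while fabp11a went from 129 CPM in the first part to 75.0 in the last.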

Two previously unknown AS associated genes, *hgd* and *si:ch211-251b21.1* as well as *vim* and *hpdb* can be found expressed early in the trajectory and then again towards the end of the trajectory (Fig. S9E), while *fmoda* can be found throughout all branches of the trajectory (Fig. S9F). 

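Along the order of AL2-like and mesenchymal cells hgd went from 112 to 1773 CPM and hpdb from 47.8 to 495, both lowest in the first part. For si:ch211-251b21.1 the value was 156 CPM in the first part, 711 in the third and 189.5 in the last, and for vim 64.9, 508 and 395 CPM. The level of fmoda was 873 CPM in the first part and 1667 in the last.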

As such, our analysis of AL development, the first to be conducted in zebrafish, clearly defines this tissue as having arisen from multipotent progenitors which over time specify in AL, CEn and CSt dedicated populations. Overall, pseudotime analysis supports our cluster-based trajectory tracking and establishes developmental trajectories for zebrafish AS tissues.

### Conservation of early zebrafish AS development

Considering our data set being the first to examine expression over the course of AS development we wanted to assess the utility of our data set. To do so, we referenced genes in our data set to those that have been identified in mammalian, and particularly human AS tissues. Recent work examining adult cornea and the entire AS, also at single cell levels, was used to cross reference with our own^16–19,29–32,49^. In doing so, we identified significant overlap in conservation of expression for CEp, CEn as well as the AL, compared to the cornea and trabecular meshwork, respectively. Using WISH, cryosections and two color FWISH we confirmed CEp expression patterns for 14 genes found within the CEp1 and CEp2 clusters (Fig. 7A–B, S12A) that were also identified in human corneal data sets. We show clear co-expression of *zgc92380, sparc, pfn1, epcam* and *col1a1b* with our established CEp marker *krt4* (Fig. 7C). This outcome thus suggests a high degree of conservation between zebrafish and human corneal epithelial development. In addition, we characterized expression of eight genes previously not associated with CEp development including: *cavin2a, col4a5, col5a3b, pnp5a, soul2, si211:133,157, zgc:158,463* and *zgc:175,088* (Fig. S12B). All of which display characteristic expression patterns for corneal epithelium. Furthermore, thanks to the multi timepoint nature of our data, we also analyzed total expression changes for each of these genes during the course of development by comparing relative expression within clusters across developmental time (Fig. 7D). 

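Mean CPM over the replicates of a time point was followed in CEp1-like cells, with 1 CPM added before ratios were taken. From 72 to 96 hpf epcam fell from 2176 to 1472 CPM, a log2 ratio of -0.56, with both replicates of 96 hpf below both of 72 hpf. From 48 to 144 hpf zgc:92380 went from 806 to 2665 CPM, col1a1b from 10235 to 2657, sparc from 7412 to 5044 and pfn1 from 26114 to 19249. An edgeR quasi-likelihood test over the 5 time points on all genes gave an adjusted p of 0.00541 for zgc:92380 (at most 0.0274 with a library left out, 72 hpf A) and of 0.802 for epcam. The test has no term for the batch, which neighbouring time points share in part, since a term for it beside time leaves no residual degrees of freedom. At a false discovery rate of 0.05 the test called 738 of 5438 genes in CEp1-like cells, 204 in CEp2-like, 657 in AL2-like and 582 in mesenchymal cells and 5 in the clusters high in AL1 markers, and the CEp1-like number ran from 451 without 48 hpf A to 1164 without the filter on low counts. Of 42 pairs of gene and class that the paper names, 7 were called over all genes and 17 when adjusted over the list alone, which is not independent because the study chose the list on these samples. Over all such statements of the paper on time, 25 of 38 went in the stated direction. For 27 statements both time points had 2 libraries, and 7 of these were apart as stated and 4 the opposite way. For the other 11 a single library stood for 144 hpf, and 5 lay outside the range of the 2 earlier libraries as stated and 3 the opposite way. No change at all would give 4.5 and 3.67 each way, if the statements were independent and no batch were shared. Neighbouring time points share batches in part, so that these numbers are no firm reference. The number 25 moved most without 72 hpf A, to 20 of 38, and was 21 with clustering on variable genes only. Without 144 hpf A only 27 statements are left, 17 of them in the stated direction, which do not involve this library.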

When examining *zgc92380, sparc, pfn1, epcam* and *col1a1b* relative expression levels in CEp1 we see a relatively steady state of expression throughout development with only *epcam* displaying a significant drop in expression at 96 hpf (Fig. 7D). 

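In CEp2-like cells the mean CPM at 48, 72 and 96 hpf was 322, 471 and 252 for zgc:92380, 2642, 3538 and 3560.0 for epcam, 944, 974 and 914 for sparc, 1411, 2034 and 743 for pfn1, and 179, 278 and 72.6 for col1a1b. From 48 to 72 hpf the replicates were apart for zgc:92380 (log2 ratio 0.55) and epcam (0.42) and overlapped for the other 3. From 72 to 96 hpf they were apart for zgc:92380 alone (-0.90). At 144 hpf zgc:92380 reached 3288 CPM. The class is then clusters 11 and 16. At 120 hpf cluster 9 holds 256 of its 299 cells and shares only 5 of 50 leading genes with cluster 16, its closest match. The level at 144 hpf may therefore mix expression with composition.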

In CEp2 we see a significant spike in expression of all five genes at 72 hpf and a subsequent decline. For CEn associated genes, we confirmed the expression of *matn4*, a known component of the human cornea, and identified *cthrc1a* as a potential novel regulator of CEn development and or function (Fig. 7E–F)^62,63^. Both display spatial expression patterns like those of CEn markers *pmp22a* and *ctnnb2.* When tracking relative expression levels over time, we note that in case of the CEn markers, *pmp22a* is initially relatively strongly expressed, but its expression decreases a 120 hpf and slightly rebounds at 144 hpf. 

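In the mesenchymal class pmp22a fell from 3304 CPM at 96 hpf to 2338 at 120 hpf (log2 ratio -0.50) and rose by 0.29 to 144 hpf, where it rests on replicate A. The class is made of other clusters at each time point. At 48 hpf it is mostly cartilage-like (251 of 346 cells), at 72 hpf cartilage-like in B (191 cells) and CEn-like in A (190 cells, 186 from A), at 96 and 120 hpf mostly CSt-like, and at 144 hpf cartilage-like, so that a change in the class mixes expression with composition.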

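From 72 to 96 hpf ctnnb2 in the mesenchymal class went from 331 to 229 CPM, a log2 ratio of -0.53, with overlapping replicates.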

Whereas the expression of *ctnnb2* is relatively low and further decreases at 96 hpf (Fig. 7G). *Matn4* expression declines by 96 hpf with a slight rebound by 144 hpf. 

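In the mesenchymal class matn4 rose from 6067 CPM at 72 hpf to 9679.7 at 96 hpf (log2 ratio 0.67), with both replicates of 96 hpf above both of 72 hpf. It was at 3522 CPM at 120 hpf, with a ratio of 0.44 from there to the single library of 144 hpf and overlapping values. The edgeR test over time gave an adjusted p of 0.0213, but leaving out any of 4 libraries took it above 0.05, at most to 0.262 without 48 hpf A.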

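The CPM of cthrc1a in the mesenchymal class was 1745 at 72 hpf, 1131 at 96 hpf, 419.7 at 120 hpf and 949 at 144 hpf. The log2 ratio was -0.63 from 72 to 96 hpf and 1.18 from 120 to 144 hpf. The replicates were apart at the earlier step, and the later rests on a single library at 144 hpf.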

*Cthrc1a* follows a similar pattern with a gradual decline, most evident at 96 hpf, and a rebound by 144 hpf (Fig. 7G).

**Figure 7:**
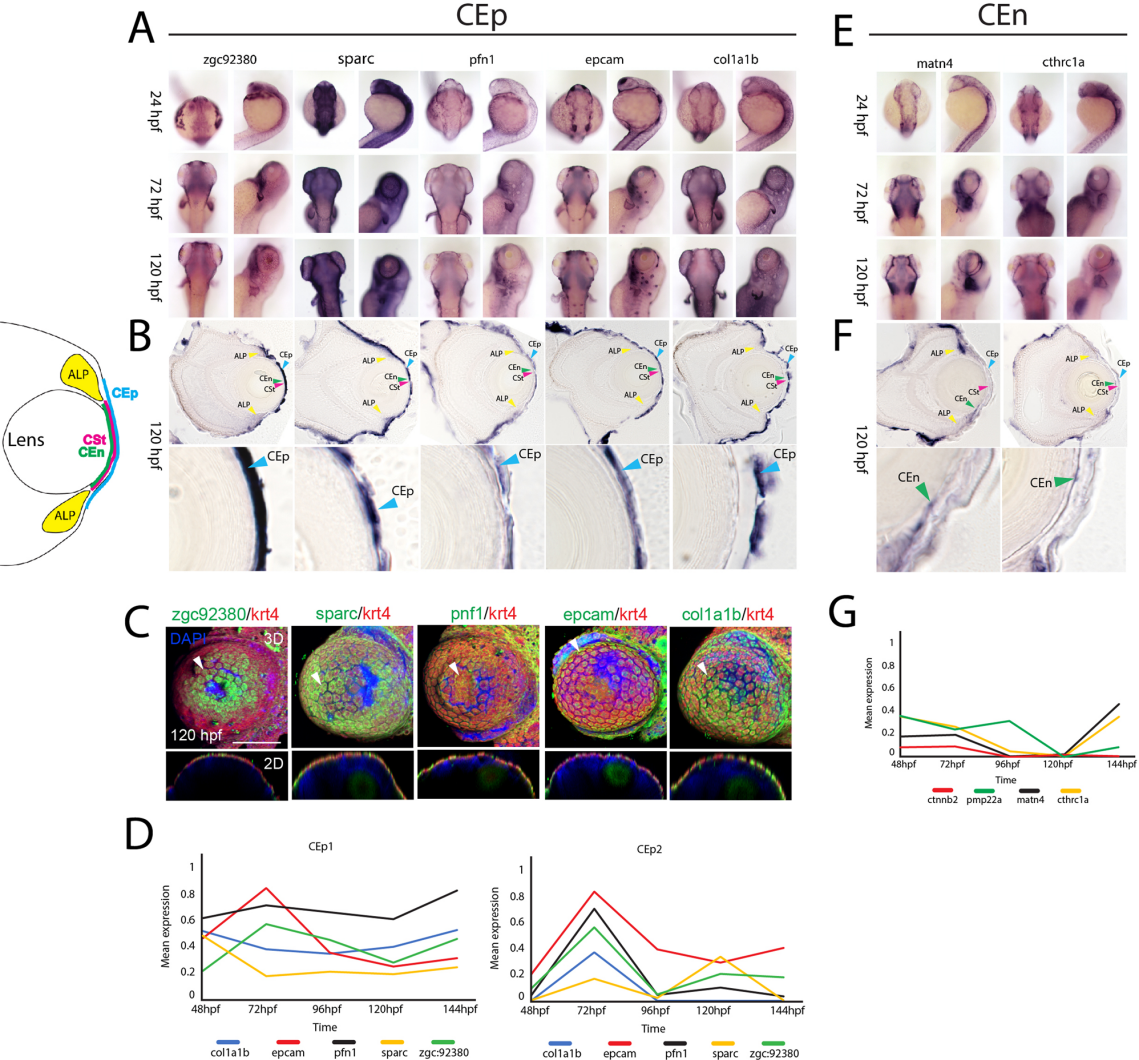
Spatiotemporal expression patterns of conserved corneal epithelium and endothelium associated genes. (**A**) WISH analysis of corneal epithelium associated genes *zgc:92,380, sparc, pfn1, epcam* and *col1a1b* expression at 24, 72 and 120 hpf displayed in dorsal and lateral views. (**B**) 10 µm cryosections of 120 hpf embryo eyes after WISH. (**C**) Two color FWISH depicting co-expression of *krt4*(red)/*zgc:92,380*(green), sparc(green)/*krt4*(red), *pfn1*(green)/*krt4*(red), *epcam*(green)/*krt4*(red) and *col1a1b*(green)/*krt4*(red) at 120 hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. White arrows indicate example regions of co-expression. Scale bar = 100 µm. Individual fluorescence channels are provided in Fig. S10. (**D**) Average mean expression measurements from CEp1 and CEp2 clusters for marker genes *krt4, krt5, krt91* and *icn2* as well as *col1a1b, epcam, pfn1, sparc* and *zgc92380* at each timepoint examined, 48–144 hpf. (**E**) WISH analysis of corneal endothelium associated genes*matn4* and *cthrc1a* expression at 24, 72 and 120 hpf displayed in dorsal and lateral views. (**F**) 10 µm cryosections of 120 hpf embryo eyes after WISH. (**G**) Average mean expression measurements from CEn clusters for *pmp22a, ctnnb2, matn4* and *cthrc1a* at each timepoint examined, 48–144 hpf. *ALP* Annular ligament progenitor (yellow arrow), *CEp* Corneal epithelium (blue arrow), *CEn* Corneal endothelium (green arrow), *CSt* Corneal stroma (green arrow).

Very few genes were previously known to be expressed in the AL of zebrafish^51–53^. Of those known, such as *scinla*, these genes were not specific markers of the annular ligament, as they are also found expressed in adjacent tissues, such as the corneal endothelium. Hence, this study provides the first extensive gene expression analysis of the zebrafish annular ligament and establishes a set of marker genes more specific to this tissue. Using WISH, we confirmed expression of 31 genes found in AL1 and AL2 clusters that are also known to be expressed in human TM (Figs. 8, S13A). Of those 31, ten were further characterized using cryosection as well as co-expression analysis with *scinla* using two color FWISH. Five of the genes characterized were associated with AL1, which included *nusap1, frzb, cxcr4b, rrm2* and *cdh5* (Fig. 8A–B), while the other five, *mcm7, vim, lxn, fmoda* and *fabp11a* were associated with AL2 (Fig. 8E–F). Cryosection images confirm the distinction as AL2 genes tend to display both AL and corneal endothelium expression patterns (Fig. 8B, F). Furthermore, 3D and 2D confocal images clearly confirm co-expression of these genes with *scinla* in AL tissues (Fig. 8C,G). Of the genes examined, we observed that *frzb* expression was the only one displaying dorsally restriction, which suggests it may have a specialized function related to AL physiology (Fig. 8B–C). 

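In the clusters high in AL1 markers hmgn2 fell from 14392 CPM at 48 hpf to 9759 at 72 hpf (log2 ratio -0.56), with the replicates apart, and changed by 0.03 from 120 hpf to the single library of 144 hpf. The ratios of hmgb2b at these steps were -0.20 and 0.11, both with overlap. The clusters high in AL1 markers are others at each time point, so that these changes mix expression with composition. In AL2-like cells scinla changed by -0.14 from 120 to 144 hpf and myoc by 0.53, from 321 to 463 CPM. Over 72 to 144 hpf the edgeR adjusted p in AL2-like cells was 3.78e-05 for scinla, and at most 0.00175 with a library left out, 120 hpf B.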

When tracking mean expression within AL clusters over time, we observe steady state levels of expression for our canonical markers *hmgn2, hmgb2b, scinla* and *myoc* with a slight increase at 72 hpf and 144 hpf (Fig. 8D). 

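In the clusters high in AL1 markers rrm2 went from 1668 CPM at 48 hpf to 1477, 1105, 1084 and 679 CPM at the later time points. The replicates overlapped at the first 3 steps. The last, a log2 ratio of -0.67, rests on a single library of 144 hpf and on other clusters, with an amacrine or horizontal-like and a Mueller glia-like one among those of 144 hpf, so that it mixes expression with composition.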

In case of *rrm2*, the expression increases constantly, but slightly drops at 144 hpf. 

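For nusap1 the clusters high in AL1 markers had 252 CPM at 96 hpf and 327 at 120 hpf, a log2 ratio of 0.38. The replicates overlapped, and the level at 48 hpf was 308 CPM.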

*Nusap1* on the other hand, is initially relatively weakly expressed, but strongly increases after 96 hpf (Fig. 8D). 

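In AL2-like cells mcm7 went from 393 CPM at 72 hpf to 187 at 96 hpf, 185 at 120 hpf and 53.9 at 144 hpf. The log2 ratio was -1.07 at the first of these steps, with the replicates apart, and -1.76 at the last, with a single library at 144 hpf. The class was cluster 6 at 72 hpf, which is high in AL1 markers, clusters 2 and 9 at 96 hpf, of which 9 is high in them, and at 120 and 144 hpf 1 cluster that is not. As mcm7 is an AL1 marker, the change mixes expression with composition. From 72 to 96 hpf fabp11a went from 209.6 to 160.4 CPM, with overlap.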

The expression of both, *mcm7* and *fabp11a* increases until 96 hpf, but while mcm7 initially drops at 120 hpf and then rises again, *fabp11a* remains at a constant level (Fig. 8H). 

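From 72 to 96 hpf fmoda rose in AL2-like cells from 1155 to 2917 CPM (log2 ratio 1.34), with the replicates apart, and rn7sk went from 1593 to 1268 CPM (-0.33), with overlap. At 120 and 144 hpf fmoda stood at 1403 and 871 CPM and rn7sk at 422 and 96.2 CPM.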

*Fmoda* and *rn7sk* are both expressed up to 72 hpf, but their expression decreases in the following time points (Fig. 8H). In addition to AL genes conserved in TM tissues, we also identified 13 potentially novel components of the AL (Fig. 9, S13B). These included *stmn1a, si:ch211-251b21.1, hgd, phghd* and *cndp1* (Fig. 9A). All five of these genes display AL1 characteristic expression, strong staining in the AL regions and absence from the cornea and co-expressing with *scinla* as shown using FWISH (Fig. 9A–C). 

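In the clusters high in AL1 markers si:ch211-251b21.1 rose from 232 CPM at 48 hpf to 1648 at 72 hpf (log2 ratio 2.83), was highest at 96 hpf with 3564, and stood at a mean of 2368 at 120 hpf (3997 in A and 738 in B, with overlap with 96 hpf) and at 775 at 144 hpf (log2 ratio to 72 hpf -1.09). The replicates were apart for the rise, and 144 hpf has a single library. The level of stmn1a fell from 2317 CPM at 48 hpf to 1566 at 144 hpf (-0.57). For phgdh it was 231 CPM at 48 hpf and 81.4 at 144 hpf. At 120 hpf cluster 1 holds 571 of the 587 cells of A and 21 of the 1060 of B. The clusters high in AL1 markers are also others at each time point, so that these changes mix expression with composition. The level of hgd was at most 28.1 CPM in a library of these clusters (96 hpf A) and went from 155 CPM at 72 hpf to 2258 at 144 hpf in AL2-like cells (edgeR adjusted p 7.55e-05, and at most 0.00329 with a library left out, 144 hpf A).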

When tracking their mean expression patterns over time we note that *cndp1, phgdh* and *hgd* display steady state expression, *stmn1a* expression gradually increases over time while *si211-251b21.1* peaks at 72 hpf and gradually declines thereafter (Fig. 9D). Taken together, we not only confirm significant conservation of gene expression between human TM and developing zebrafish AL, but we also identify several new target genes as potential constituents of the AL. While we examined a large number of genes from our data set, many more remain to be validated using WISH and additional techniques.

**Figure 8:**
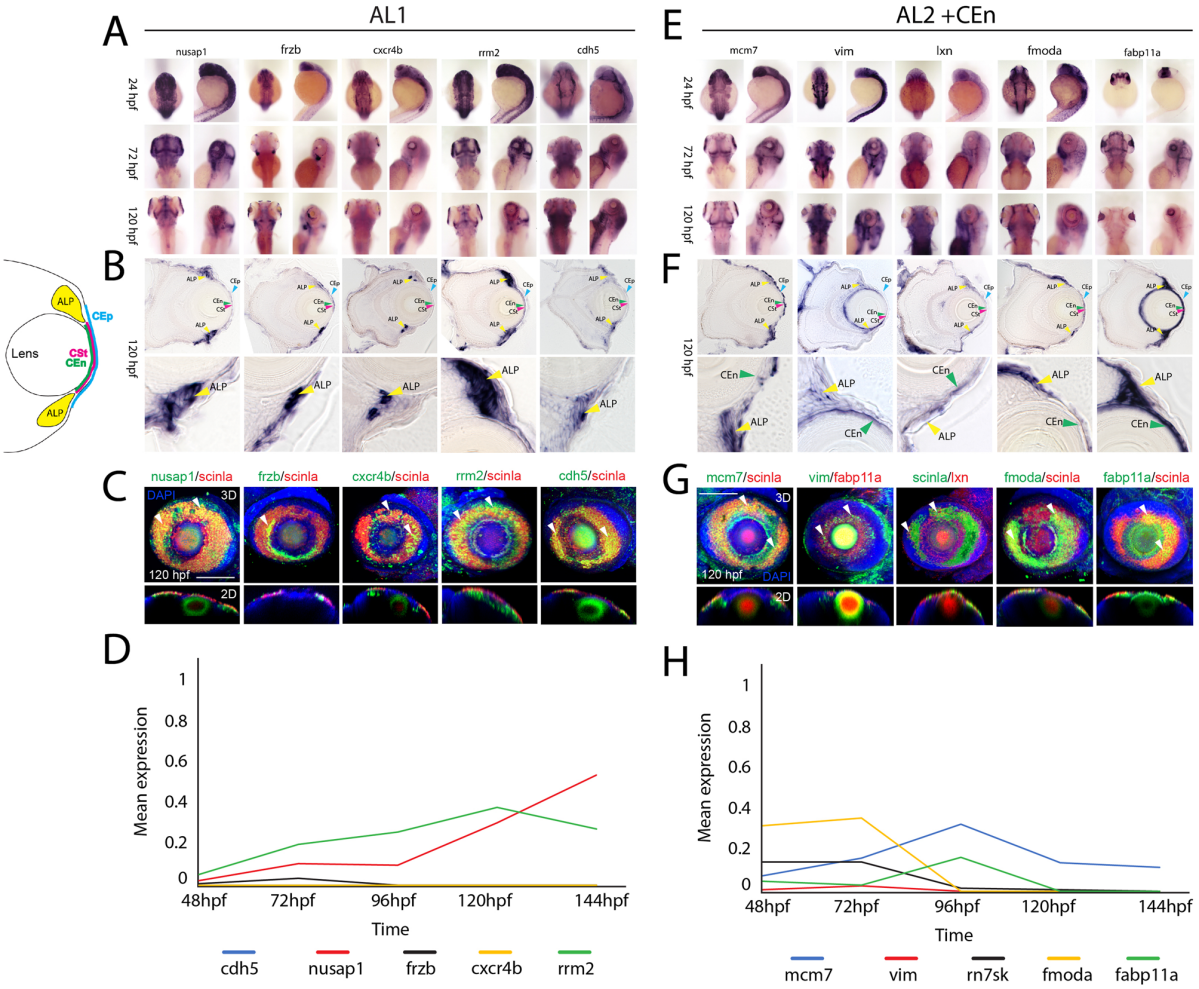
Spatiotemporal expression patterns of conserved annular ligament associated genes. (**A**) WISH expression analysis of annular ligament 1 (AL1) associated genes *nusap1, frzb, cxcr4b, rrn2* and *cdh5* at 24, 72 and 120 hpf displayed in dorsal and lateral views. (**B**) 10 µm cryosections of 120 hpf embryo eyes after WISH. (**C**) Two color FWISH depicting co-expression of *nusap1*(green)/*scinla*(red), *frzb*(green)/*scinla*(red), *cxcr4b*(green)/*scinla*, *rrn2*(green)/*scinla*(red) and *cdh5*(green)/*scinla*(red) at 120 hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. White arrows indicate example regions of co-expression. Scale bar = 100 µm. Individual fluorescence channels are provided in Fig. S11A. (**D**) Average mean expression measurements from AL1 clusters for genes *nusap1, frzb, cxcr4b rrn2,* and *cdh5* at each timepoint examined, 48-144 hpf. (**E**) WISH expression analysis of annular ligament 2 (AL2) associated genes *mcm7, vim, lxn, fmoda* and *fabp11a* at 24, 72 and 120 hpf displayed in dorsal and lateral views. (**F**) 10 µm cryosections of 120 hpf embryo eyes after WISH. (**G**) Two color FWISH depicting co-expression of *mcm7*(green)/*scinla*(red), *vim*(green)/*scinla*(red), *lxn*(green)/*scinla*, *fmoda*(green)/*scinla*(red) and* fabp11a*(green)/*scinla*(red) at 120 hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. White arrows indicate example regions of co-expression. Scale bar = 100 µm. Individual fluorescence channels are provided in Fig. S11B. (**H**) Average mean expression measurements from AL2 clusters for genes *mcm7, vim, lxn, fmoda* and *fabp11a* over developmental time. *ALP* Annular ligament progenitor (yellow arrow), *CEp* corneal epithelium (blue arrow), *CEn* Corneal endothelium (green arrow), *CSt* Corneal stroma (green arrow).

**Figure 9:**
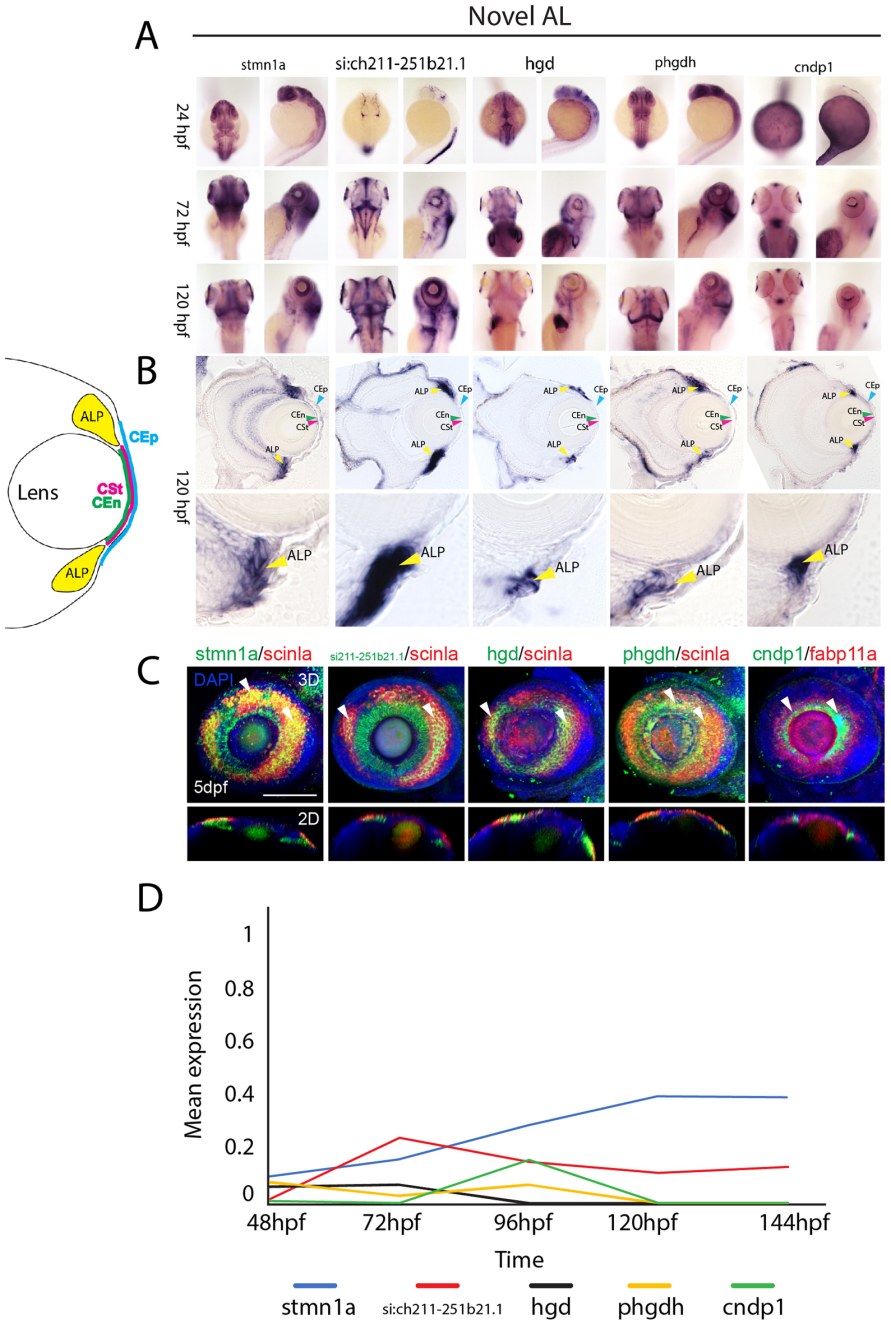
Expression patterns of novel annular ligament associated genes. (**A**) WISH expression analysis of annular ligament associated genes *stmn1a, si:211-251b21.1, hgd, phgdh* and *cndp1* at 24, 72 and 120 hpf displayed in dorsal and lateral views. (**B**) 10 µm cryosections of 120 hpf embryo eyes after WISH. (**C**) Two color FWISH depicting co-expression of *stmn1a*(green)/*scinla*(red), *si:ch211-252b21.1*(green)/*scinla*(red), *hgd*(green)/*scinla, phgdh*(green)/*scinla*(red) and *cndp1*(green)/*scinla*(red) at 120 hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. White arrows indicate example regions of co-expression. Scale bar = 100 µm. Individual fluorescence channels are provided in Fig. S11C. (**D**) Average mean expression measurements over developmental time. *ALP* Annular ligament progenitor (yellow arrow), *CEp* Corneal epithelium (blue arrow), *CEn* Corneal endothelium (green arrow), *CSt* Corneal stroma (green arrow).

## Discussion

In this study, we present a spatiotemporal analysis of 12,234 single cell transcriptomes of anterior segment tissues of zebrafish isolated during initial AS formation. While recent single cell transcriptomic studies focused on the analysis of mature tissues, our analysis focuses on early development. This gives us the unique opportunity to characterize and follow gene expression changes throughout multiple timepoints of early AS development. The key points of our analysis are the establishment of a defined set of marker genes for developing anterior segment tissues in zebrafish, the identification of multiple cell types in the cornea and annular ligament of zebrafish, establishment of developmental trajectories for corneal and annular ligament lineages and validating conservation of zebrafish AS gene expression with mammalian and human AS tissues.

### Establishing a set of marker genes for anterior segment structures in zebrafish

The focus of our analysis were the cornea and the annular ligament. Since developmentally the molecular composition of both tissues in zebrafish, especially the annular ligament, was limited to a handful of associated genes, we first had to establish a solid base of tissue marker genes. For the corneal epithelium we found that the keratins *krt4,5, 91* and also *icn2* to be excellent markers, which for the most part have also described in adult tissue of several other species^46–49,64,65^. For the corneal endothelium we found that *ctnnb2* as well as *pmp22a* are already expressed in the early corneal tissues, confirming the finding of *ctnnb2* in zebrafish at later stages^45,49^. Additionally, *lum* and *dcn* are expressed in the developing corneal stroma, as reported in other organisms^11^. Regarding the annular ligament, we identified *hmgb2b, hmgn2, mcm7, pcna* as well as *scinla* and *lxn* to be suitable expressed markers, of which only *scinla* was previously known to be expressed in the zebrafish tissue^51–53^. Establishment of genetic markers for developing zebrafish AS tissues not only helps with their identification in transcriptomic data sets, but also enables comparisons to other model organisms. It also serves as a resource for performing subsequent unbiased analysis on cells isolated from whole eye tissues.

### Identification of different cell types in the cornea and annular ligament

Analysis of our combined dataset revealed a total of 21 clusters, indicating the presence of multiple cell types. AS related cell types included the annular ligament, corneal endothelium, corneal stroma and also corneal epithelium. The finding of corneal epithelium cells in our dataset comes as a surprise, considering that corneal epithelial tissues are derived from ectoderm and hence, epidermal tissues. Since our data is based on transcriptomes from GFP+ cells isolated from eyes of Tg[foxc1b:GFP] embryos, and Foxc1b is a well-established marker of the periocular mesenchyme and ASM, we did not expect to detect corneal epithelium cells^24,39,66^. 

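The transcript of foxc1b itself, which is also among the periocular mesenchyme markers, was counted in the sorted cells, 2308 UMIs in all. Its CPM was 295 (278 to 312) in the mesenchymal class, 62.6 (56.3 to 69.4) in AL2-like cells, 22.2 (19.9 to 24.7) in CEp1-like, 7.79 in CEp2-like and 3.53 in retinal or neural-like cells. The 220 mural or vascular-like cells were highest, with 596 CPM (527 to 672) of foxc1b. The mesenchymal class held 51.9% of its UMIs, AL2-like cells 15.7%, CEp1-like cells 15.0% and mural or vascular-like cells 11.6%. In each of 9 libraries the mesenchymal class was above CEp1-like cells, by 4.22 ± 1.02 on the log2 scale. CEp1-like cells were above retinal or neural-like cells in 8 of 9 libraries, by 1.37 ± 1.17, and CEp2-like cells in 6 of 9, by -0.01 ± 1.00.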

POM and ASM cells are thought to be involved in forming anterior tissues such as the corneal endothelium, corneal stroma, the trabecular meshwork, ciliary body and iris stroma, but not the corneal epithelium. There are two possible explanations for this contradictory finding. Either, a subpopulation of corneal epithelial cells could indeed originate from neural crest cells, or this is an artefact of our transgenic line, which marks at least some corneal epithelial cells. Since ours is the first comprehensive molecular examination of POM/ASM lineage tracing, perhaps a previously unidentified population of POM does differentiate and incorporate into corneal epithelium. 

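CEp1-like and CEp2-like clusters held 391 of the 1758 cells of 48 hpf, or 22.2% (20.3 to 24.3). In CEp1-like cells of this time point a foxc1b UMI was found in 0 of 176 cells thinned to equal depth. The exact interval allows a share of up to 2.07% of cells with a UMI at that depth. At full depth 7 of the 176 cells had a foxc1b UMI, 5 of 99 in cluster 7 and 2 of 77 in cluster 11.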

Support for this hypothesis stems from the fact that even at 48 hpf, we detect a significant number of epithelial like cells. However, we consider the latter possibility of CEp cells originating as an artifact of the transgenic line more likely. Perhaps there is leaky expression from the transgene in corneal epithelium, as we do observe GFP+ cells, particularly at older stages, anterior of the lens (Fig. 1A). Yet, at this point we cannot confidently rule out either possibility. 

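After thinning to 400 UMIs, foxc1b was found in 1.26% of CEp1-like cells (0.770 to 1.94; median depth 4474.5 UMIs before thinning, 5 cells left out), 0.305% of CEp2-like cells, 13.2% of the mesenchymal class and 0.156% of retinal or neural-like cells (0.0676 to 0.308; median 2410 UMIs, 2 left out). At full depth, which moved the value most, the shares were 12.9% in CEp1-like and 1.04% in retinal or neural-like cells. The feature for eGFP had 0 UMIs in all 12234 cells, so the reporter itself could not be followed. Of 2 explanations for epithelial cells the paper holds an artifact of the transgenic line, perhaps by leaky expression, for the likelier and rules out neither.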

Of the cells we identify as corneal epithelium they are represented by two clusters CEp1 and CEp2. Furthermore, determining if these clusters in fact represent two cell types is difficult. On the one hand, several marker genes such as *krt5* can be found in both clusters at the early time points but on the other, there appear to be functional differences between CEp1 and CEp2. 

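Of the genes linked to immunity and stress, anxa1c had named the CEp2-like class and anxa1a, anxa1b and serp1 had not. The log2 ratio of CEp2-like to CEp1-like cells over 10 libraries was 5.60 ± 1.24 for anxa1c, 3.90 for anxa1b (from -0.05 to 5.19, above 0 in 9), 1.00 ± 0.73 for serp1 (above 0 in 10) and -0.24 ± 1.28 for anxa1a (above 0 in 3). For col17a1a, a marker that named the CEp1-like class, the ratio of CEp1-like to CEp2-like cells was 7.43 ± 1.26.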

While CEp1 mostly expresses keratins and collagens, as would be expected for this tissue, we found several markers of the immune system and stress response in CEp2, such as *anxa1a, b, c* and *serp1*^29,67^. Accordingly, CEp2 might represent a corneal immune cell type, as has been described in other organisms^68^.

Corneal endothelium cells were observed to associate with the corneal stroma since both cell types closely intertwined and expressing very similar genes during early stages. In fact, we were unable to identify an independent cluster of corneal stroma cells in any of the analyzed time points. This comes as no surprise, since the stroma is known to be populated with a second wave of POM cells, after an initial wave forms the foundation of the endothelium^10^. We found one cluster representing corneal endothelium and stroma, though it diverged into two clusters at 144 hpf. Additionally, we found another cluster of the corneal endothelium in combination with the annular ligament cluster AL2. The major difference between the two is that the former strongly expresses markers such as *pmp22a* and *dcn*, the latter was found to also upregulate the expression of annular ligament markers such as *scinla* and *hgd*. *Pmp22* is critically involved in the myelination of neurons and mutations can cause Charcot-Marie-Tooth disease^69,70^. This may result in ocular manifestations such as optic atrophy but can also affect the cornea^71^. *Dcn* on the other hand, is a multifunctional part of the extracellular matrix with a variety of binding partners that contributes to general stability, but is also involved in receptor signaling^72,73^. In the cornea dcn regulates transparency^74^. Scinla is a member of the gelsolin family and is described as a crystallin in zebrafish^51,52,75^. A knockdown with morpholinos in zebrafish resulted in misregulated dorsalization of the embryos and a functional involvement with actin filament regulation has been reported^53,75^. Hgd, or homogentisate 1,2-dioxygenase, is an important part of the tyrosine metabolism and mutations can cause a disease called alkaptoneuria, due to accumulation of homogentisate^76,77^. A clear separation of annular ligament and endothelial markers at these early stages is challenging. Particularly, the annular ligament makers are broadly expressed and due to the proximity of these tissues, a clear-cut separation may not be possible at the early developmental stages. In addition to AL2 we also found another group of annular ligament cells named AL1, that separates into multiple clusters at later time points. Stratification of AL1 may represent differentiation of drainage structures analogous to the Schlemm’s canal. While the markers for both, AL1 and AL2 often overlap in expression, there are key differences in gene expression between the two cell types. For instance, the known TM and glaucoma marker *myoc* can only be found in AL2^28,78^, just like the marker gene *lxn*, a homolog of *rarres1*, which is associated with the regulation of the fatty acid metabolism^18,79^. 

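Compared with the clusters high in AL1 markers, AL2-like cells had more myoc, which like lxn is among the markers that named them, by 6.69 ± 2.01 on the log2 scale (mean ± SD, n = 7 libraries; above 0 in 7). Compared with the mesenchymal class, the ratio of myoc was 0.48 ± 2.36, above 0 in 6 of 7, with a mean of 1.30 without 72 hpf A and of -0.04 without replicate B, and they had less lxn, with a ratio of -1.45 ± 0.95, above 0 in 1 of 7. For lxn the ratio of CEp1-like to retinal or neural-like cells was 5.07 ± 1.21, above 0 in 9 of 9 libraries.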

AL1 on the other hand strongly expresses genes involved in general development like *mcm7* and *pcna*^80–82^. However, during this early time of development, analysis of functional differences remains highly speculative since the cells are not yet fully differentiated. Nonetheless, finding potentially different cell types within the annular at the early stages is exciting, since this provides a first insight into the mechanisms governing specification and assembly of this tissue.

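Retinal progenitor markers, as a list of genes apart from the AL1 markers, were compared between the clusters high in AL1 markers, the 2 AL2-like of them included, and all other cells of a library. The median log2 ratio of the 14 genes, averaged over libraries, was 2.85 ± 1.16 (SD, n = 9), above random lists of like expression in 9. Clustering on variable genes moved it most, to 3.41. Part of the marker lists came from genes seen in the paper's supplementary table. For rx2 and six6a, the 2 of the 14 missing from the part of that table used here, the ratio was 1.86 ± 1.01, above 0 in 9. The list of periocular mesenchyme markers gave -2.10 ± 2.49 and that of AL2 markers -2.41 ± 2.95, though both were above 0 in 72 hpf B (1.21 and 1.72) and in 96 hpf B (1.28 and 1.45). With the AL2-like clusters left out, cells in the clusters high in AL1 markers were thinned to 400 UMIs (median depth 3742). A UMI of the progenitor list was found in 56.4% of them (54.8 to 58.0) and in 2.00% of AL2-like cells (median 3150). Most of these clusters had been named by this list, so the gap follows in part from the names.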

### Trajectory of corneal and annular ligament cells throughout development

By collecting our data at multiple time points throughout early development, we were able to track cellular trajectories over time. To do so, we first manually compared gene expression of all clusters to determine if a potential relation between individual clusters within or among different time points exists. Subsequently, we performed pseudotime analysis of all combined time points, and analyzed variation in gene expression throughout the established trajectories. Manual comparison revealed that both clusters of the corneal epithelium not only share a common origin, but also are distinct from all remaining clusters, including the corneal endothelium and stroma. We found a close relation between the annular ligament and the corneal endothelium and corneal stroma clusters, indicating a common developmental origin of these tissues. When we compare our results to what is known about the physiology of AS development, they can be explained as follows. The corneal epithelium originates from epidermal cells, whereas corneal endothelium, stroma and annular ligament originate from POM cells, or more precisely ASM cells^39,83,84^. The corneal epithelium begins development as epidermal cells overlaying the lens, starting at approximately 16 hpf and is involved in initiating lens development. As mentioned previously, it remains peculiar that our data set identified corneal epithelium signatures since it is solely ASM derived. POM cells are well known for their migratory behavior and populate the anterior segment as ASM in different waves in chick, mouse and humans^37,85,86^. The first wave of POM cells arriving at the anterior segment, migrates into the space between lens and corneal epithelium to form the endothelium. After this initial formation of the endothelium, a second wave arrives to migrate into the stroma. It is not clear at this point if the multi-wave migration of POM and ASM is recapitulated in zebrafish. Furthermore, based on our data it may be that zebrafish derive all of the aforementioned tissues from a common progenitor pool that arrives early in development. Interestingly, recent work in our lab has observed the earliest ASM cells arriving as early as 16 hpf, while the bulk of ASM are observed to arrive approximately 26–28 hpf^39,87^. The results of our current study suggest that annular ligament, as well as corneal endothelium and the cells in the corneal stroma all share a common origin, a subgroup of ASM that are at part of the foxc1b derived lineage. We have previously shown that ASM cells are a heterogenous population during AS colonization, so the multipotent aspect of f*oxc1b* derived ASM may be lineage specific rather than universal amongst all ASM. As such, in zebrafish we can conclude that corneal stroma, endothelium and annular ligament all develop from a common progenitor. Physiologically this also makes sense as stroma, endothelium and the AL share close physical association in context of AS organization. Our pseudotime analysis corroborates our manual cluster trajectories as it shows three major trajectories within our dataset (Fig. 6A). The first trajectory entails corneal epithelial cells and further indicates the common origin of CEp1 and CEp2 (Fig. 6B). The second trajectory contains mainly AL1 cells, whereas the third includes both AL1 and AL2, as well as CEn and CSt, further validating a relation between these tissues. Markers for AL2 such as *scinla, lxn* or *pdgfrl* are mostly found in the third pseudotime trajectory, but not the second (Figs. 6B, S8). 

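In the order of AL2-like and mesenchymal cells lxn went from 36.4 CPM in the first part to 365 in the last and pdgfrl from 267 to 241 CPM. In AL2-like cells pdgfrl exceeded the clusters high in AL1 markers by 5.64 ± 1.59 on the log2 scale, in 7 of 7 libraries.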

*Lxn*, a homolog of *rarres1*, is a carboxypeptidase inhibitor and plays multiple roles during development, including posttranslational modifications of alpha-tubulin, regulation of the mitochondrial membrane potential and control of the fatty acid metabolism^17,88^. *Pdgfrl* is mostly known to be a tumor suppressor gene and plays different roles during development depending on the cell type^89,90^. Since we can find AL1 markers such as *mcm7* and *hmgb2b* in both trajectories (Figs. 6B, S8) it seems possible that there is also a relation between these groups. Both, *mcm7* and *hmgb2b* are involved in cell proliferation and genome stability. While the former is particularly known to be associated with DNA replication, the latter is a highly conserved nuclear protein that acts as a chromatin binding factor^91–94^. Migrating POM cells receive developmental signals early^85,95^ and it appears possible that if even younger stages would have been included in this study, the separate trajectories could have joined into one. Accordingly, these results provide support for the hypothesis, that there is a common origin of the corneal endothelium/ stroma and at least parts of the annular ligament.

Overall, our findings corroborate previous studies that pioneered lineage tracing of POM cells in different model organisms^96–100^.These studies found that migratory neural crest cells derived from the hindbrain, are critically important to form structures of the anterior segment. For instance, transplantation experiments in quail and chicken have shown the migration of NCCs into the corneal endothelium and stroma, as well as the iridocorneal angle^96,98–100^.

### Conservation of genetic identity between the annular ligament and trabecular meshwork

As stated above, prior to this study, our knowledge about the gene expression profile of the zebrafish anterior segment and particularly the annular ligament was very limited. As such, our study provides the first and detailed transcriptomic atlas of the developing zebrafish AS. One of the important aspects of such data is its use for comparative studies. Zebrafish, particularly their embryos, offer a highly versatile model system for modeling human disease and high throughput for functional assays related to developing treatments or interventions. While already accepted as a suitable model for ASD, zebrafish had been seldom used to assess TM biology and therefore predisposition to glaucoma. Having generated said atlas, we were able to not only uncover genes likely involved in AL development, but also compare their expression to mammalian and importantly human TM tissues. In doing so we confirmed over 31 genes to be expressed in both the TM and AL. This is not an exhaustive list, in fact many more genes should be examined for spatiotemporal expression in zebrafish and expression in TM tissues. However, clearly there is a high degree of molecular similarity between the AL and TM therefore supporting the idea of modeling TM related ASD and glaucoma pathologies. In addition to genes previously shown to associate with TM, we also identified several novel genes that are either AL specific or are not expressed in fully developed TM. Here we want to point out five of those genes previously not associated with the AS, that stood out due to their strong gene expression in our in situ hybridization experiments. *Hgd* and *phgdh* both are part of the pathway of tyrosine and phenylanaline degradation and we found them both to be strongly expressed in the AL and CEn tissues (see Fig. 9). Mutations of *hgd* have already been proven to be the cause of a disease named Alkaptonuria, which can also affect the eye^101,102^. However, their function in the anterior segment is, to our knowledge, not known. *Stmn1a* is involved in microtubule organization and it’s homologs have previously been associated with macular degeneration of the retina^103^. However, we found it to be strongly expressed in AL and CEn tissues (Fig. 9). Also, when projected onto publicly available single cell transcriptomes of human tissues of the anterior segment, we found it to be widely expressed, pointing to a potentially broader function also in these tissues. *Cndp1*, a metalloproteinase family member, that has been associated with diabetic nephropathy shows a very specific staining in our study in the annular ligament (Fig. 9)^104^. Organization and likely remodeling of the extracellular matrix are important for TM function; hence, it may be worthwhile to determine the role that *cndp1* plays in these processes. Finally, *si:211-251b21.1* is a predicted kainate receptor. Kainate receptors are known to play important roles in different tissues, including the retina and the cornea^105,106^. Due to its highly enriched expression in the AL (see Fig. 9A), we assume that this particular gene might play an important function for the AL. Future functional studies will need to be carried out to assess the functional contribution of these genes to AL development as well as association with ASD or TM deficiencies.

### Zebrafish as a bona fide model for anterior segment disease

The use of zebrafish as a model for different developmental processes is well established. However, some previous studies have postulated that zebrafish should only be used with care, when applying it as a model for ocular diseases, affecting the TM or cornea due to differences in structure and molecular makeup^10,26,107^. On the contrary, other studies suggested that zebrafish could indeed be used as a great model for certain ocular diseases and in fact started using it in this respect^8,20–25^. With this study we aim to provide a base for a better understanding of the anterior segment with focus on the annular ligament and highlight the molecular connection it shares with the TM at early developmental time points. There are undoubtedly differences in morphology and molecular makeup of the zebrafish tissue, compared to the human TM^10,23,26,107^. However, having found that many TM markers described in human tissue are expressed in the AL, we strongly believe that both tissues share developmental and molecular pathways. This hopefully encourages the use of zebrafish as a functional model for disease related to TM function, such as glaucoma^4,7^.

## Supplementary Information

Supplementary Information 1.

Supplementary Table S2.

Supplementary Table S3.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the GEO repository, accession number GSE218068. Any zebrafish lines or additional materials can be requested directly from the corresponding author.

# Supplementary material for: A temporal single cell transcriptome atlas of zebrafish anterior segment development
**Source:** Sci Rep. 2023 Apr 6;13:5656. doi: 10.1038/s41598-023-32212-4

## SUPPLEMENTAL FIGURES

### **Figure S1:** Two color FWISH examination of AS marker gene co-expression.

**A)** Two color FWISH depicting co-expression of krt4(red)/krt5(green), krt91(green)/krt4(red) and icn2(green)/krt4(red) at 120hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. White arrows indicate example regions of co-expression. **B)** Two color FWISH depicting co-expression of pmp22a(red)/ctnnb2(green) at 120hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. **C)** Two color FWISH depicting co-expression of lum(red)/dcn(green) at 120hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. **D)** Two color FWISH depicting co-expression of hmgb2b(green)/scinla(red), hmnb2(green)/scinla(red) and myoc(green)/scinla(red) at 120hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. Scale bar = 100µm.

### **Figure S2:** Marker gene expression distribution in AS associated clusters at 48hpf.

Heatmap distribution of canonical AL1 (hmgn2, hmgb2b, mcm7, pcna), AL2 (scinla, lxn), CEp1 (krt5, krt91, epcam), CEp2 (krt4, icn2, cyt1), CEn (pmp22a, ctnnb2) or CSt (dcn, lum) markers for AS associated clusters at 48hpf.

### **Figure S3:** Marker gene expression distribution in AS associated clusters at 72hpf.

Heatmap distribution of canonical AL1 (hmgn2, hmgb2b, mcm7, pcn1), AL2 (scinla, lxn), CEp1 (krt5, krt91, epcam), CEp2 (krt4, icn2, cyt1), CEn (pmp22a, ctnnb2) or CSt (dcn, lum) markers for AS associated clusters at 72hpf.

### **Figure S4:** Marker gene expression distribution in AS associated clusters at 96hpf.

Heatmap distribution of canonical AL1 (hmgn2, hmgb2b, mcm7, pcna), AL2 (scinla, lxn), CEp1 (krt5, krt91, epcam), CEp2 (krt4, icn2, cyt1), CEn (pmp22a, ctnnb2) or CSt (dcn, lum) markers for AS associated clusters at 96hpf.

**Figure S5: Marker gene expression distribution in AS associated clusters at 120hpf.**

Heatmap distribution of canonical AL1 (*hmgn2*, *hmgb2b*, *mcm7*, *pcn1*), AL2 (*scinla*, *lxn*), CEp1 (*krt5*, *krt91*, *epcam*), CEp2 (*krt4*, *icn2*, *cyt1*), CEn (*pmp22a*, *ctnnb2*) or CSt (*dcn*, *lum*) markers for AS associated clusters at 120hpf.

**Figure S6: Marker gene expression distribution in AS associated clusters at 144hpf.**

Heatmap distribution of canonical AL1 (*hmgn2*, *hmgb2b*, *mcm7*, *pcna*), AL2 (*scinla*, *lxn*), CEp1 (*krt5*, *krt91*, *epcam*), CEp2 (*krt4*, *icn2*, *cyt1*), CEn (*pmp22a*, *ctnnb2*) or CSt (*dcn*, *lum*) markers for AS associated clusters at 144hpf.

**Figure S7: Corneal and annular ligament marker gene expression over time. A)**

Average mean expression measurements from CEp1 clusters for genes *krt5* and *krt91* over developmental time. **B)** Average mean expression measurements from CEp2 clusters for *krt4* and *icn2* over developmental time. **C)** Average mean expression measurements from AL1 clusters for genes *myoc*, *hmgn2* and *hmgb2b* over developmental time. **D)** Average mean expression measurements from AL2+CEn clusters for genes *scinla*, *ctnnb2*, *pmp22a* and *lxn* over developmental time. **E)** Average mean expression measurements from CEn clusters for genes *ctnnb2* and *pmp22a* over developmental time. **F)** Average mean expression measurements from CEn+CSt clusters for genes *dcn*, *lum*, *ctnnb2* and *pmp22a* over developmental time.

**Figure S8:** Verification of Pigment cell expression patterns. WISH expression analysis of select pigment cell associated genes at 24, 72 and 120hpf displayed in dorsal and lateral views.

**Figure S9: Gene expression distribution in the pseudotime analysis of the combined**

**datasets.** Heatmap distribution of (A) *sparc*, *lgals1l1*, (B) *col1a2*, *col4a5*, *col1a1b*, (C) *anxa1c*, *pnp5a*, (D) *fabp11a*, (E) *hgd*, *si:ch211-251b21.1* and (F) *fmoda* projected onto the dataset, including the aggregated data of 48hpf, 72hpf, 96hpf, 120hpf and 144hpf.

**Figure S10: Two color FWISH examination of corneal epithelium marker expression**

Two color FWISH depicting co-expression of krt4(red)/zgc:92380(green), sparc(green)/krt4(red), pfn1(green)/krt4(red), epcam(green)/krt4(red) and col1a1b(green)/krt4(red) at 120hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. Scale bar = 100µm.

**Figure S11: Two color FWISH examination of annular ligament marker expression**

**A)** Two color FWISH depicting co-expression of nusap1(green)/scinla(red), frzb(green)/scinla(red), cxcr4b(green)/scinla, rrn2(green)/scinla(red) and cdh5(green)/scinla(red) at 120hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. **B)** Two color FWISH depicting co-expression of mcm7(green)/scinla(red), vim(green)/scinla(red), lxn(green)/scinla, fmoda(green)/scinla(red) and fabp11a(green)/scinla(red) at 120hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. **C)** Two color FWISH depicting co-expression of stmn1a(green)/scinla(red), si:ch211-252b21.1(green)/scinla(red), hgd(green)/scinla, phgdh(green)/scinla(red) and cndp1(green)/scinla(red) at 120hpf. DAPI (blue) was used to stain the nuclei. Volume projections in lateral view and single section dorsal views from 3D confocal stacks are displayed. Scale bar = 100µm.

**Figure S12: Conserved and novel CEp associated gene expression patterns.** **A)** WISH expression analysis of mammalian corneal epithelium conserved CEp associated genes at 24, 72 and 120hpf displayed in dorsal and lateral views. **B)** WISH expression analysis of potentially novel CEp associated genes at 24, 72 and 120hpf displayed in dorsal and lateral views.

**Figure S13: Conserved and novel AL associated gene expression patterns.** **A)** WISH expression analysis of mammalian TM conserved AL associated genes at 24, 72 and

120hpf displayed in dorsal and lateral views. **B)** WISH expression analysis of potentially novel AL associated genes at 24, 72 and 120hpf displayed in dorsal and lateral views.

# Supplemental Figure 1

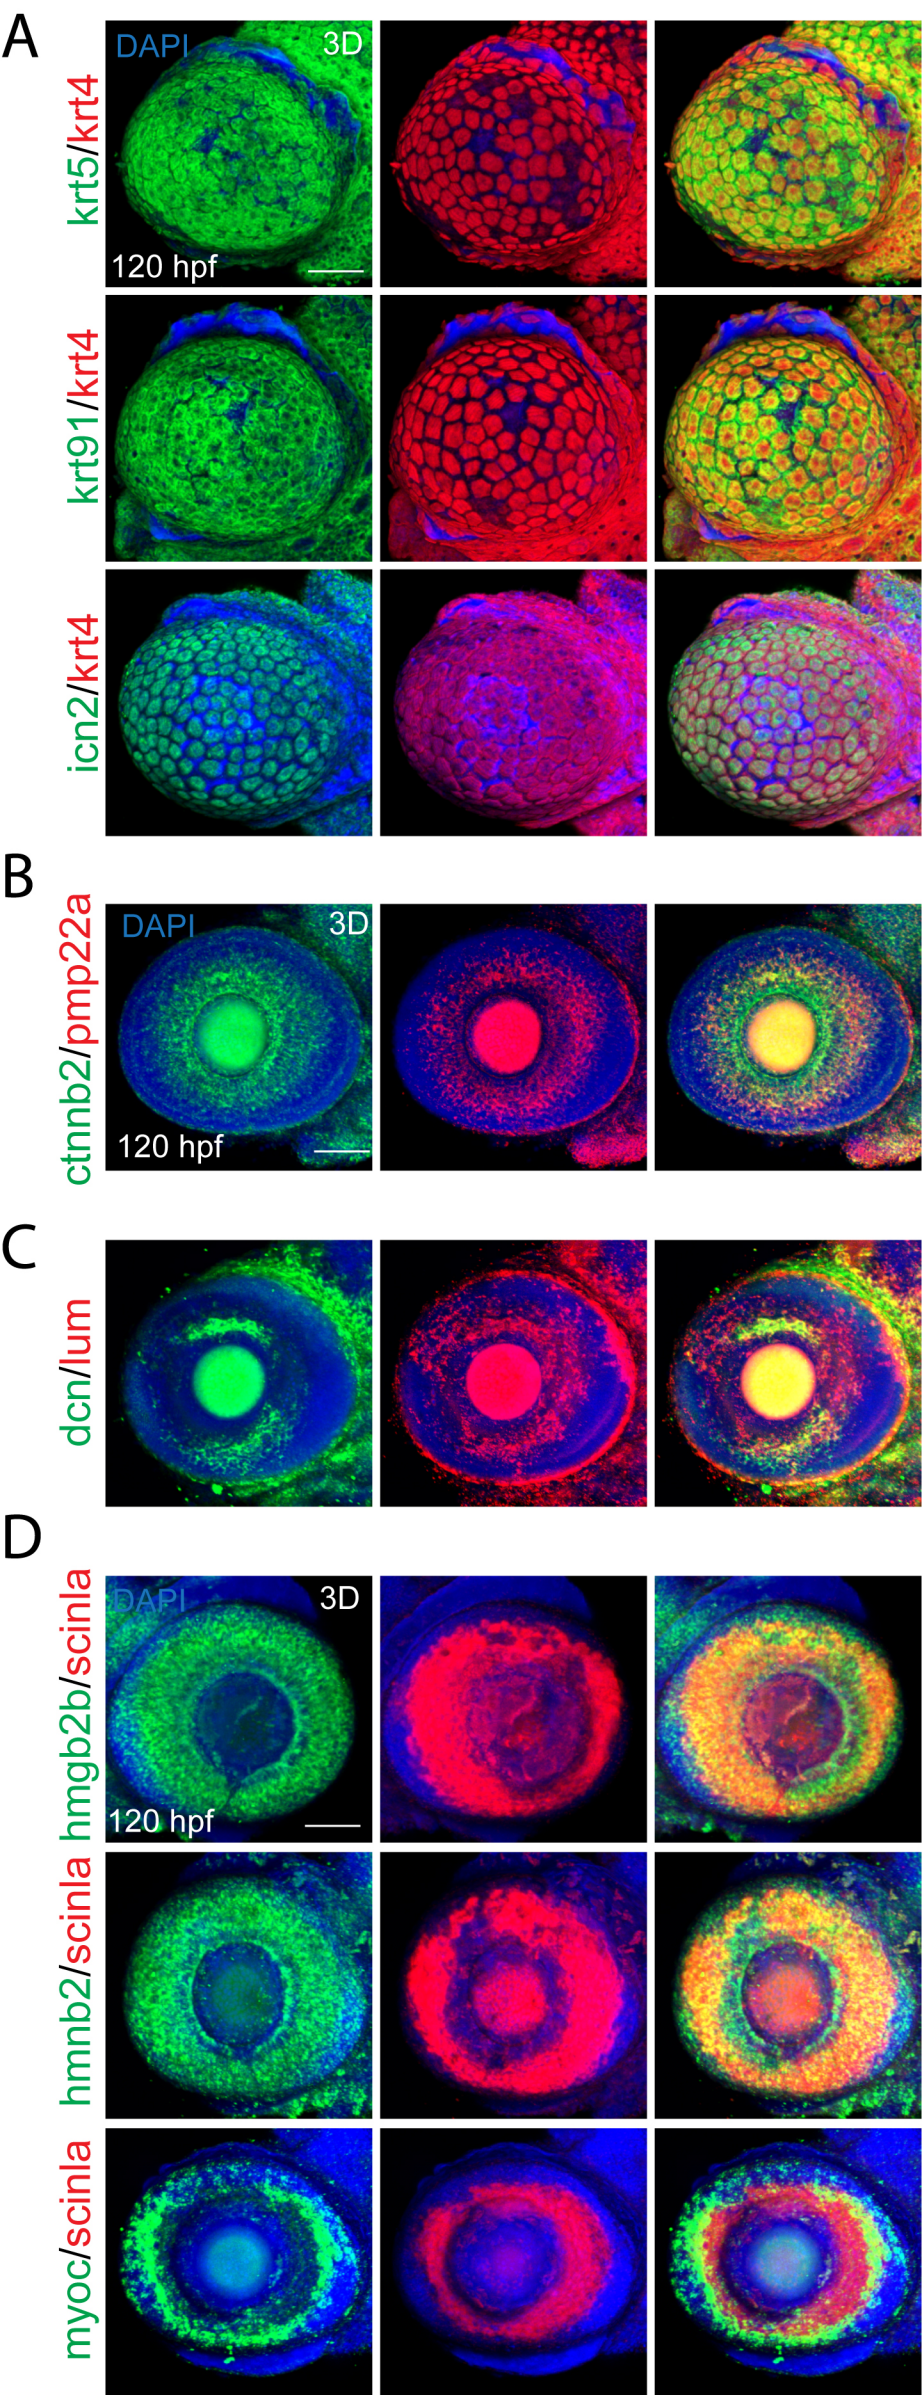

# Supplemental Figure 2

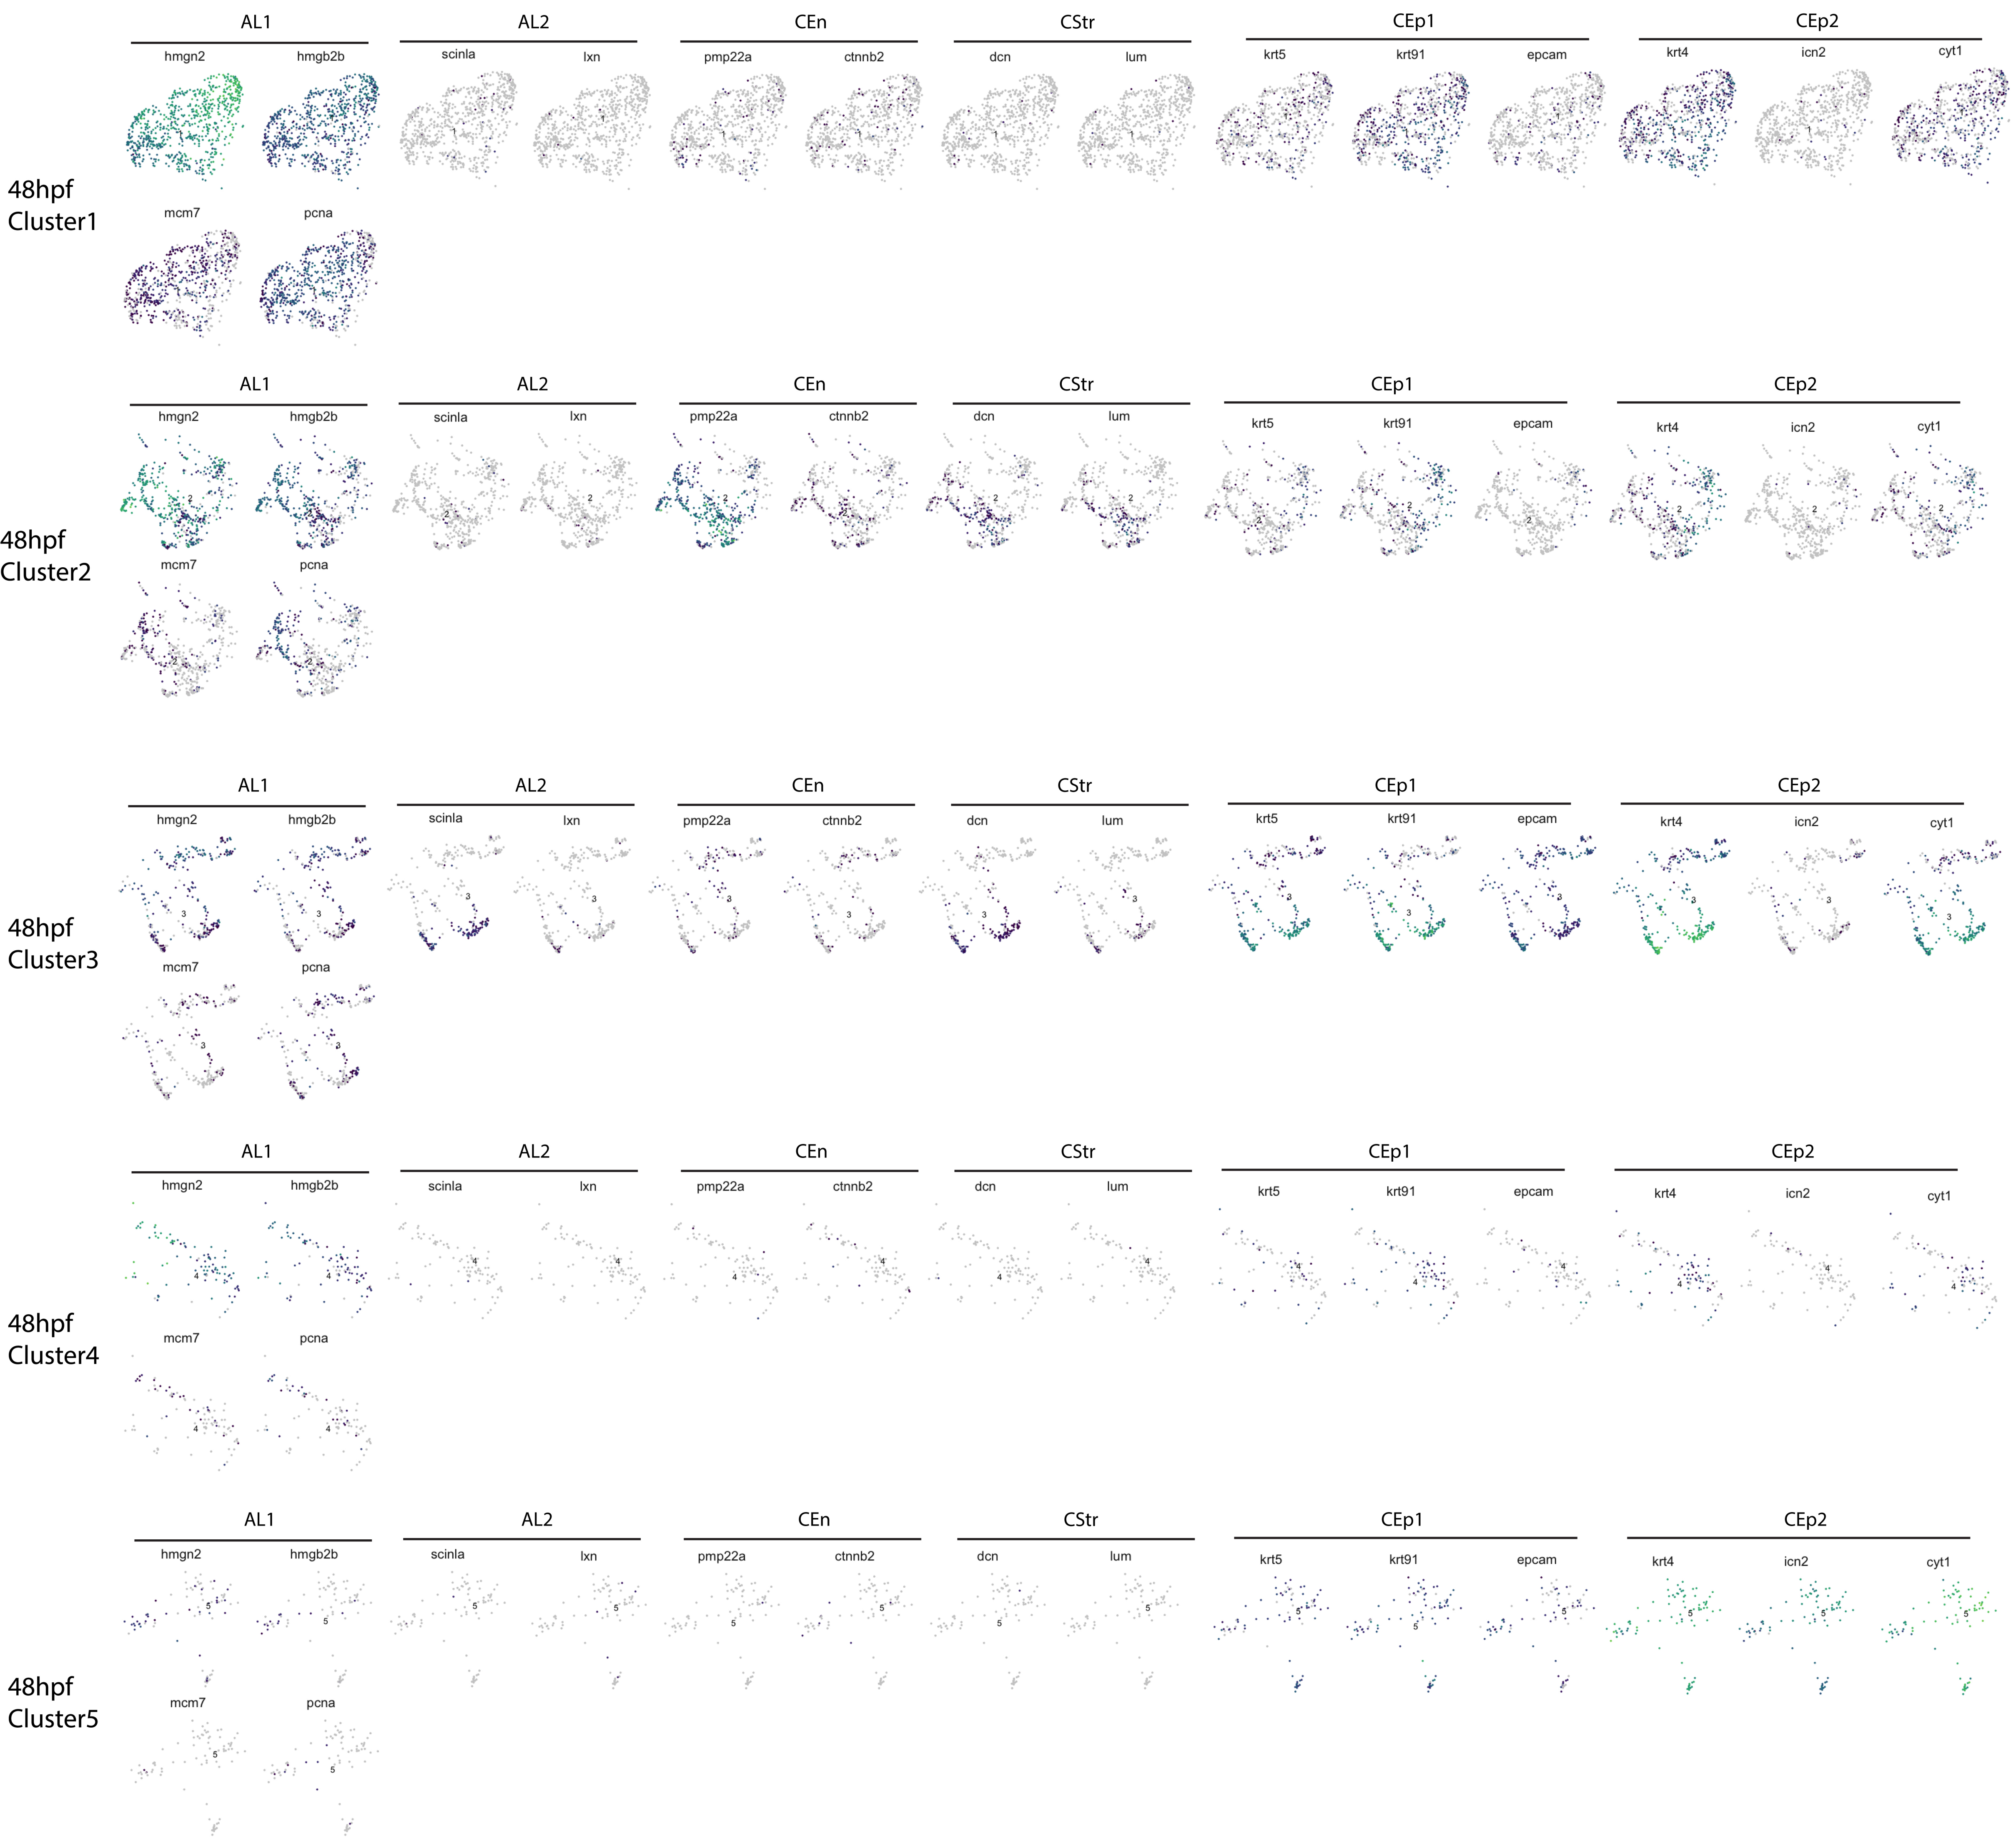

# Supplemental Figure 3

72hpf  
Cluster1

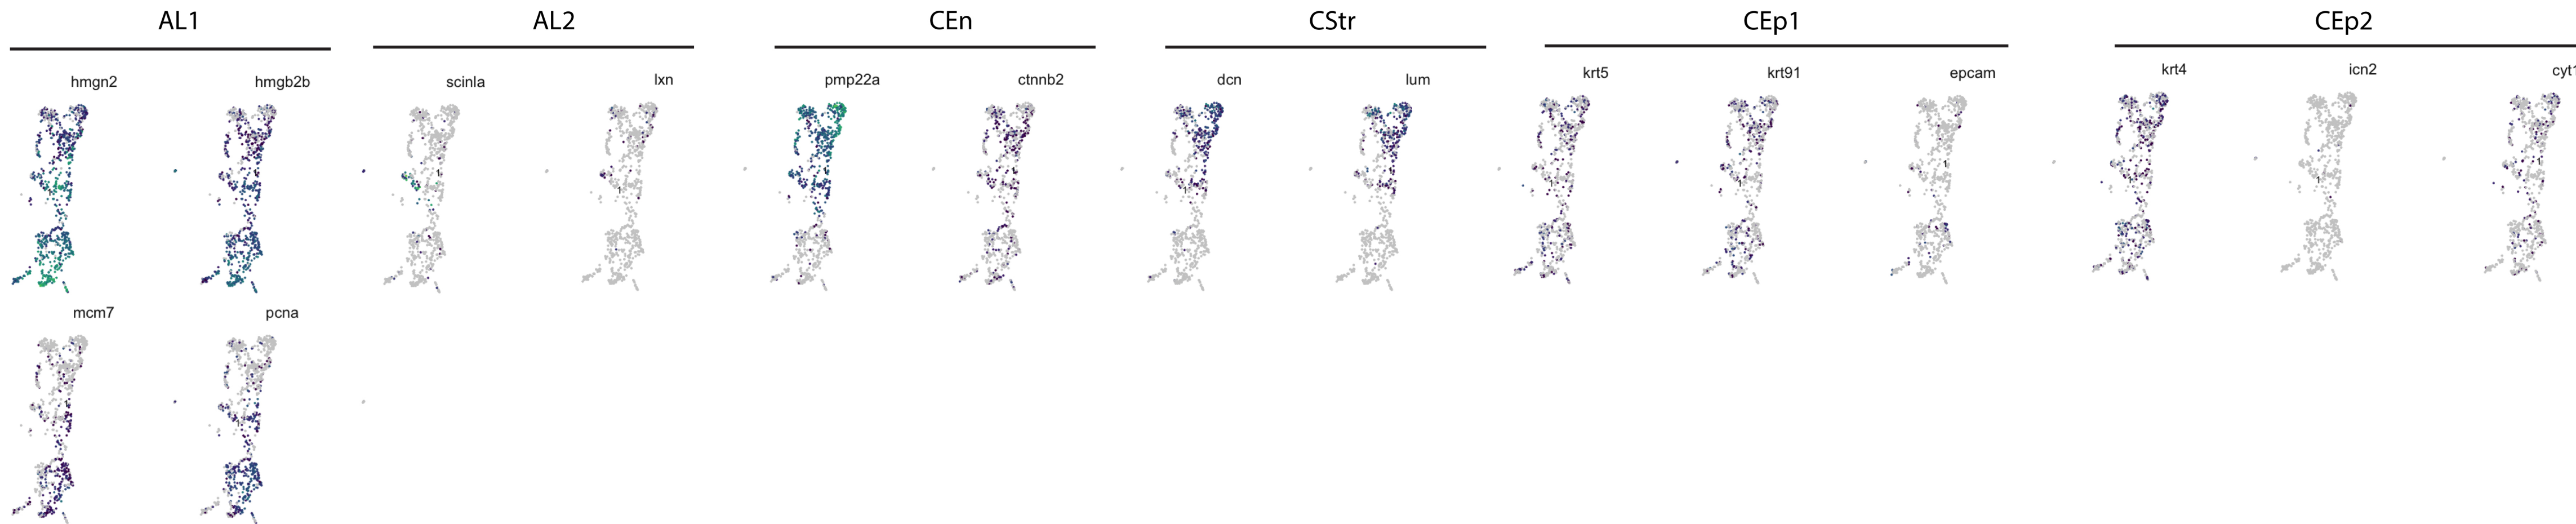

72hpf  
Cluster2

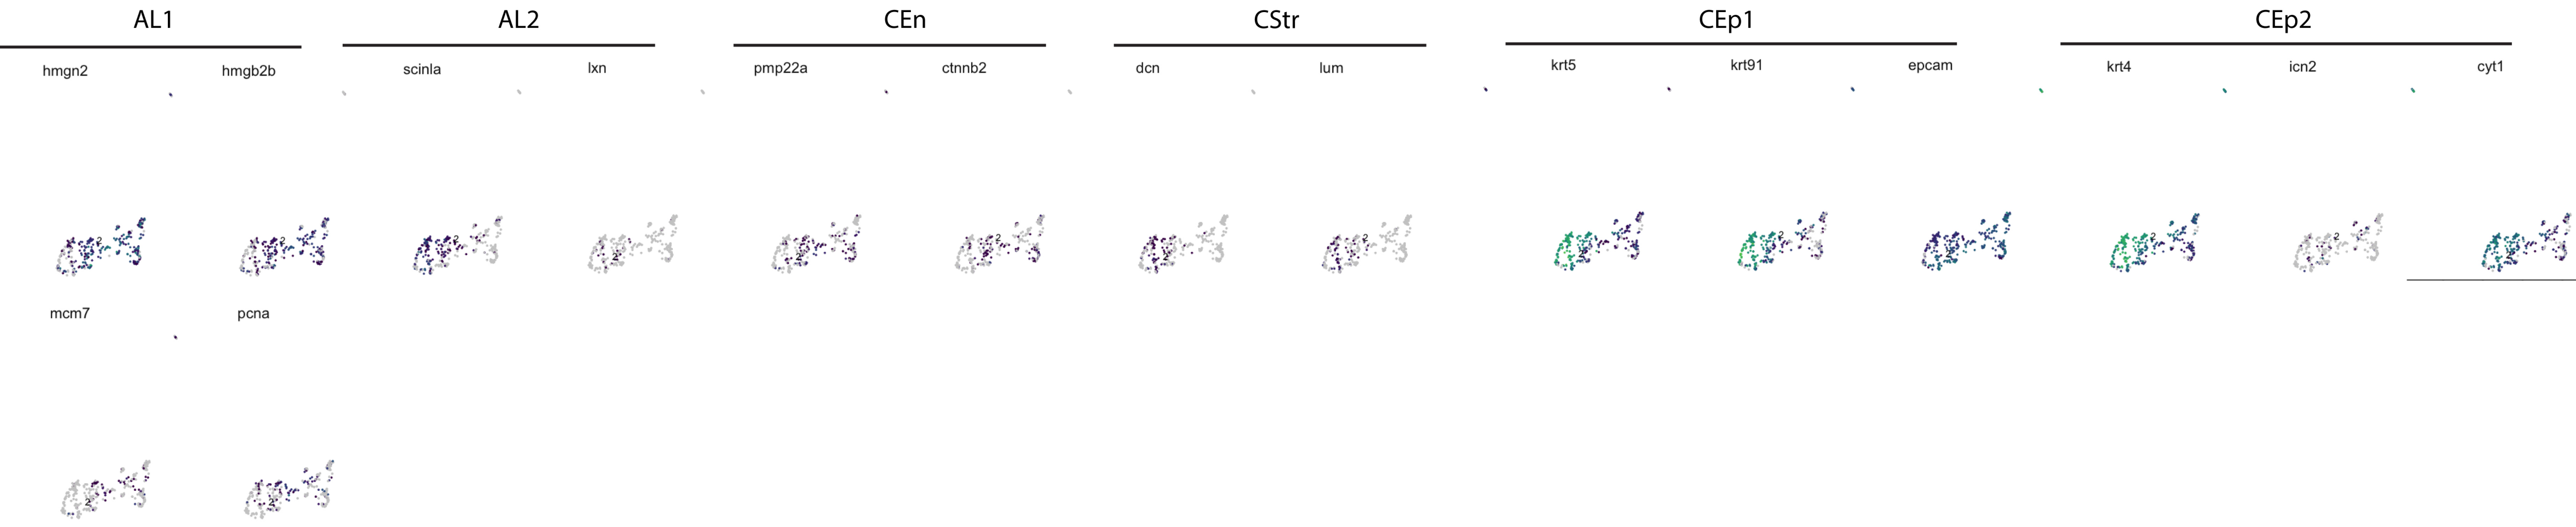

# Supplemental Figure 4

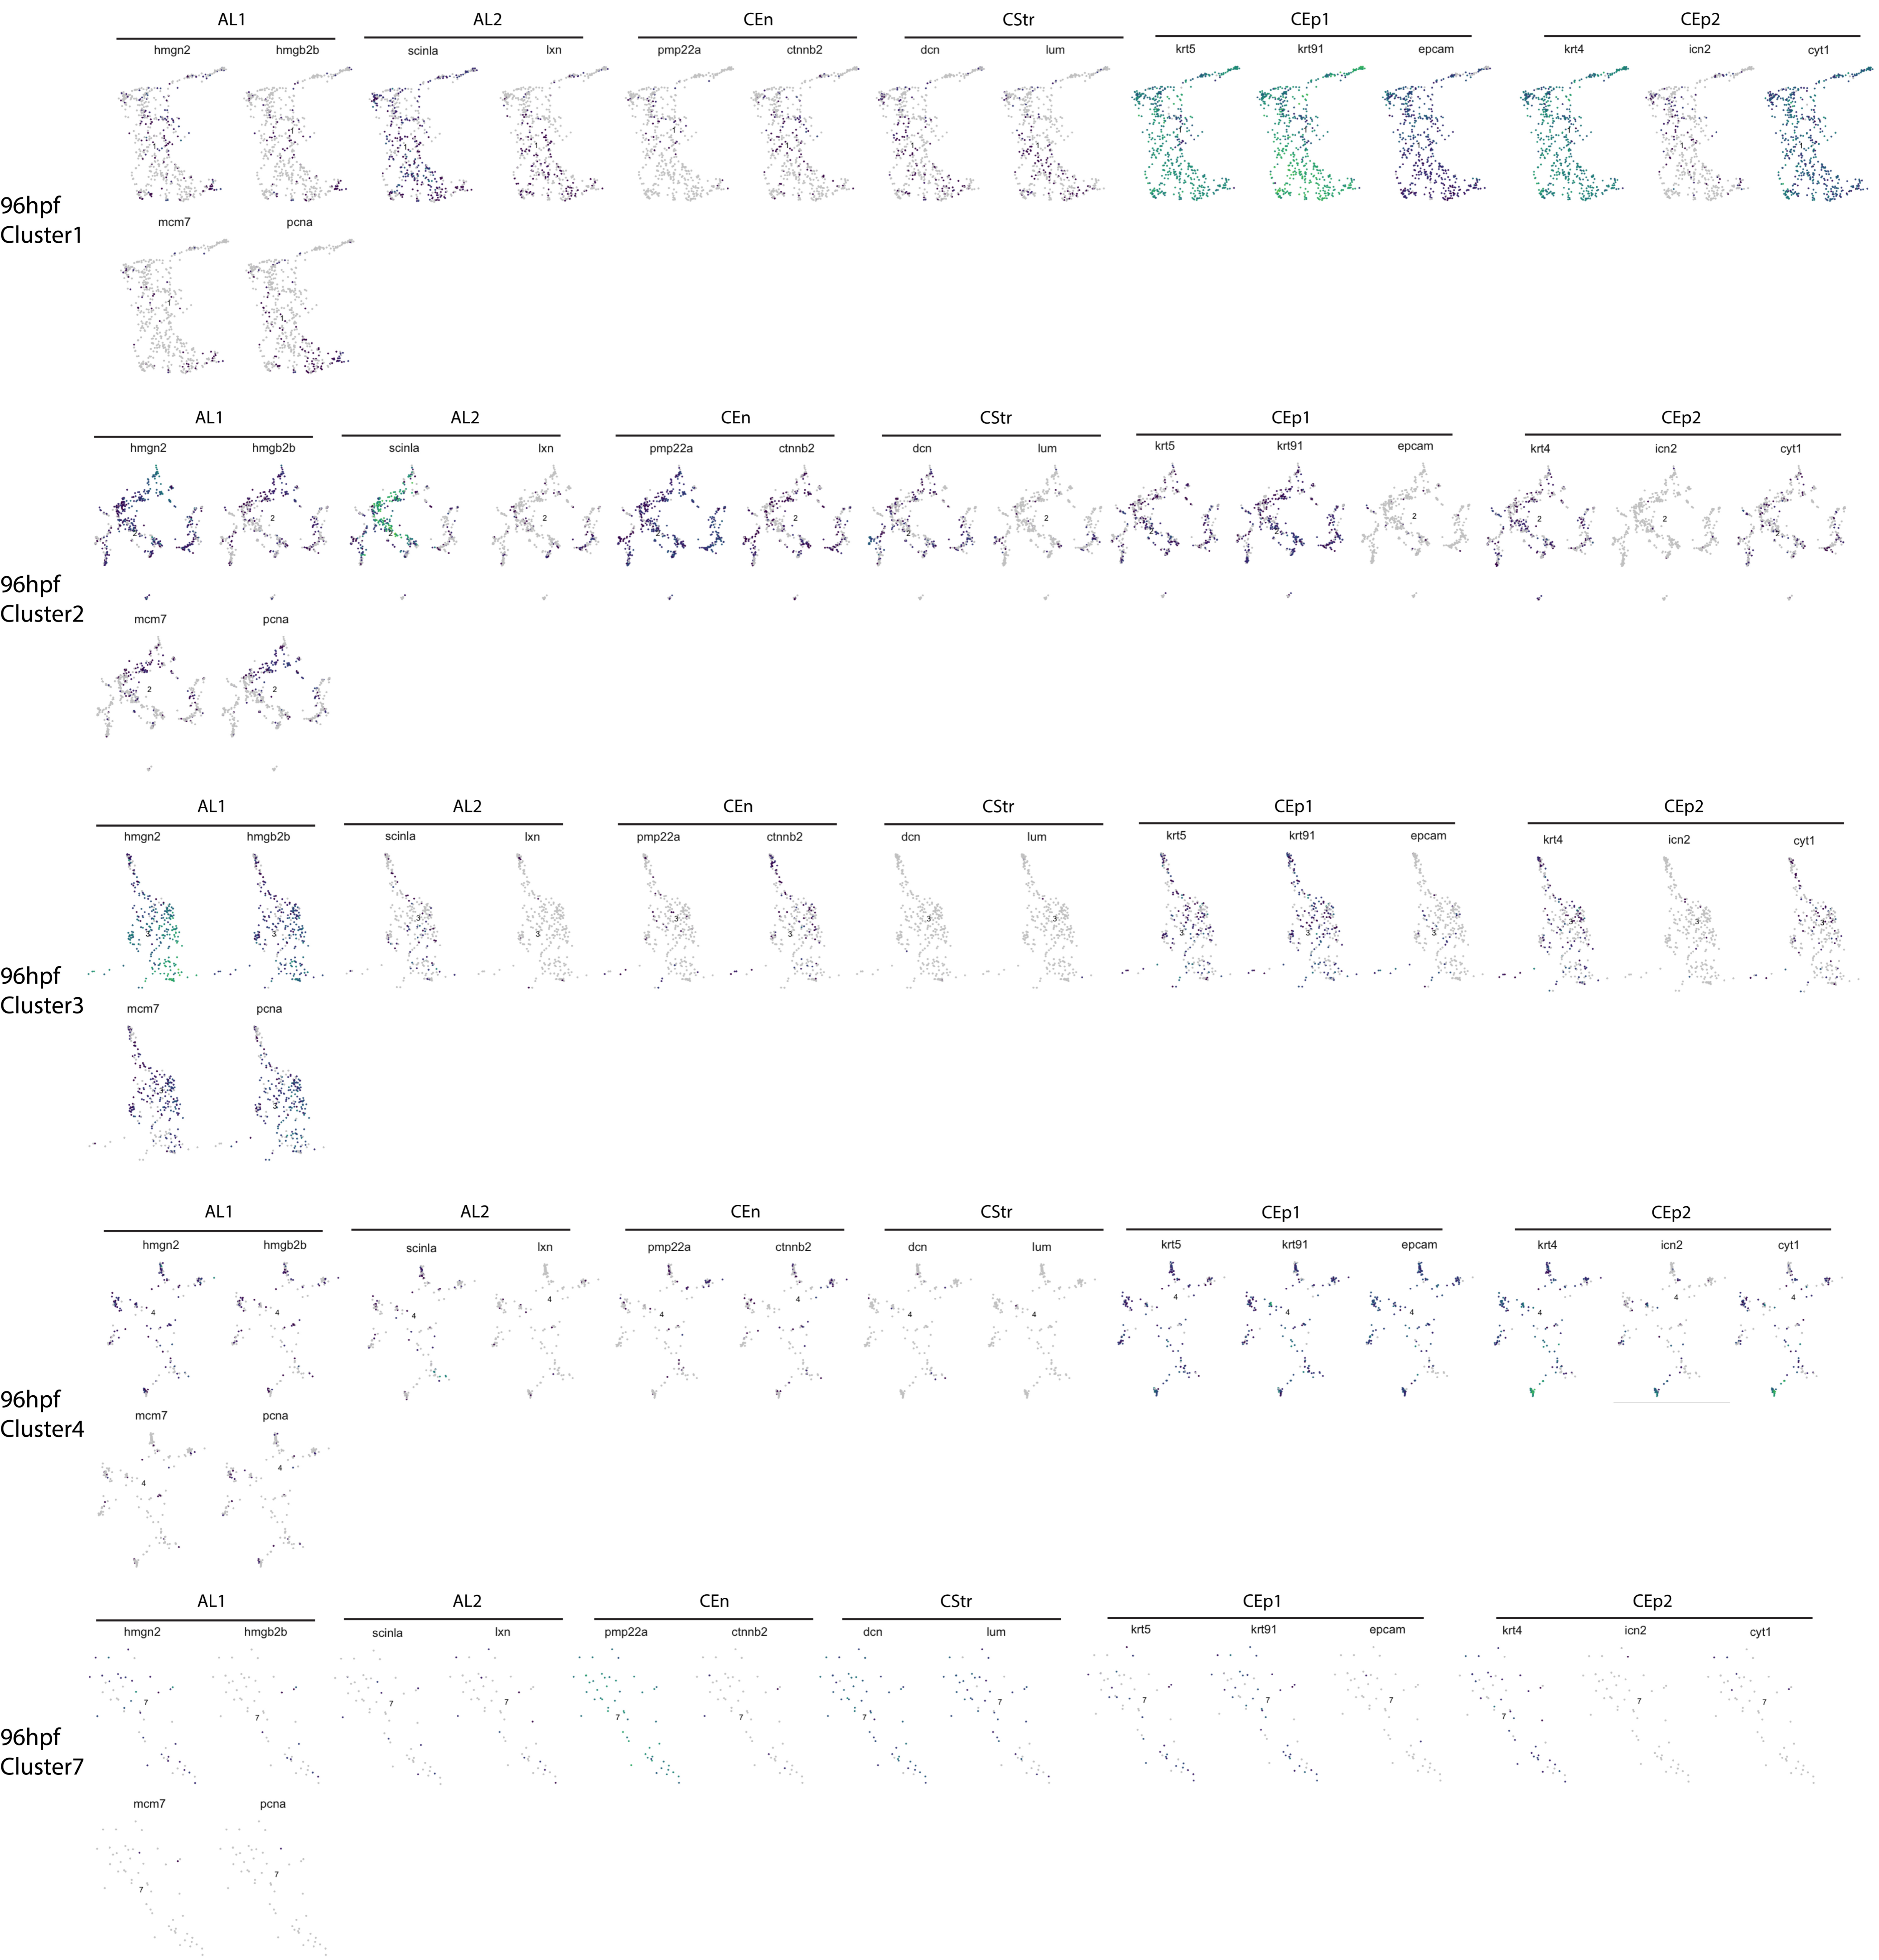

# Supplemental Figure 5

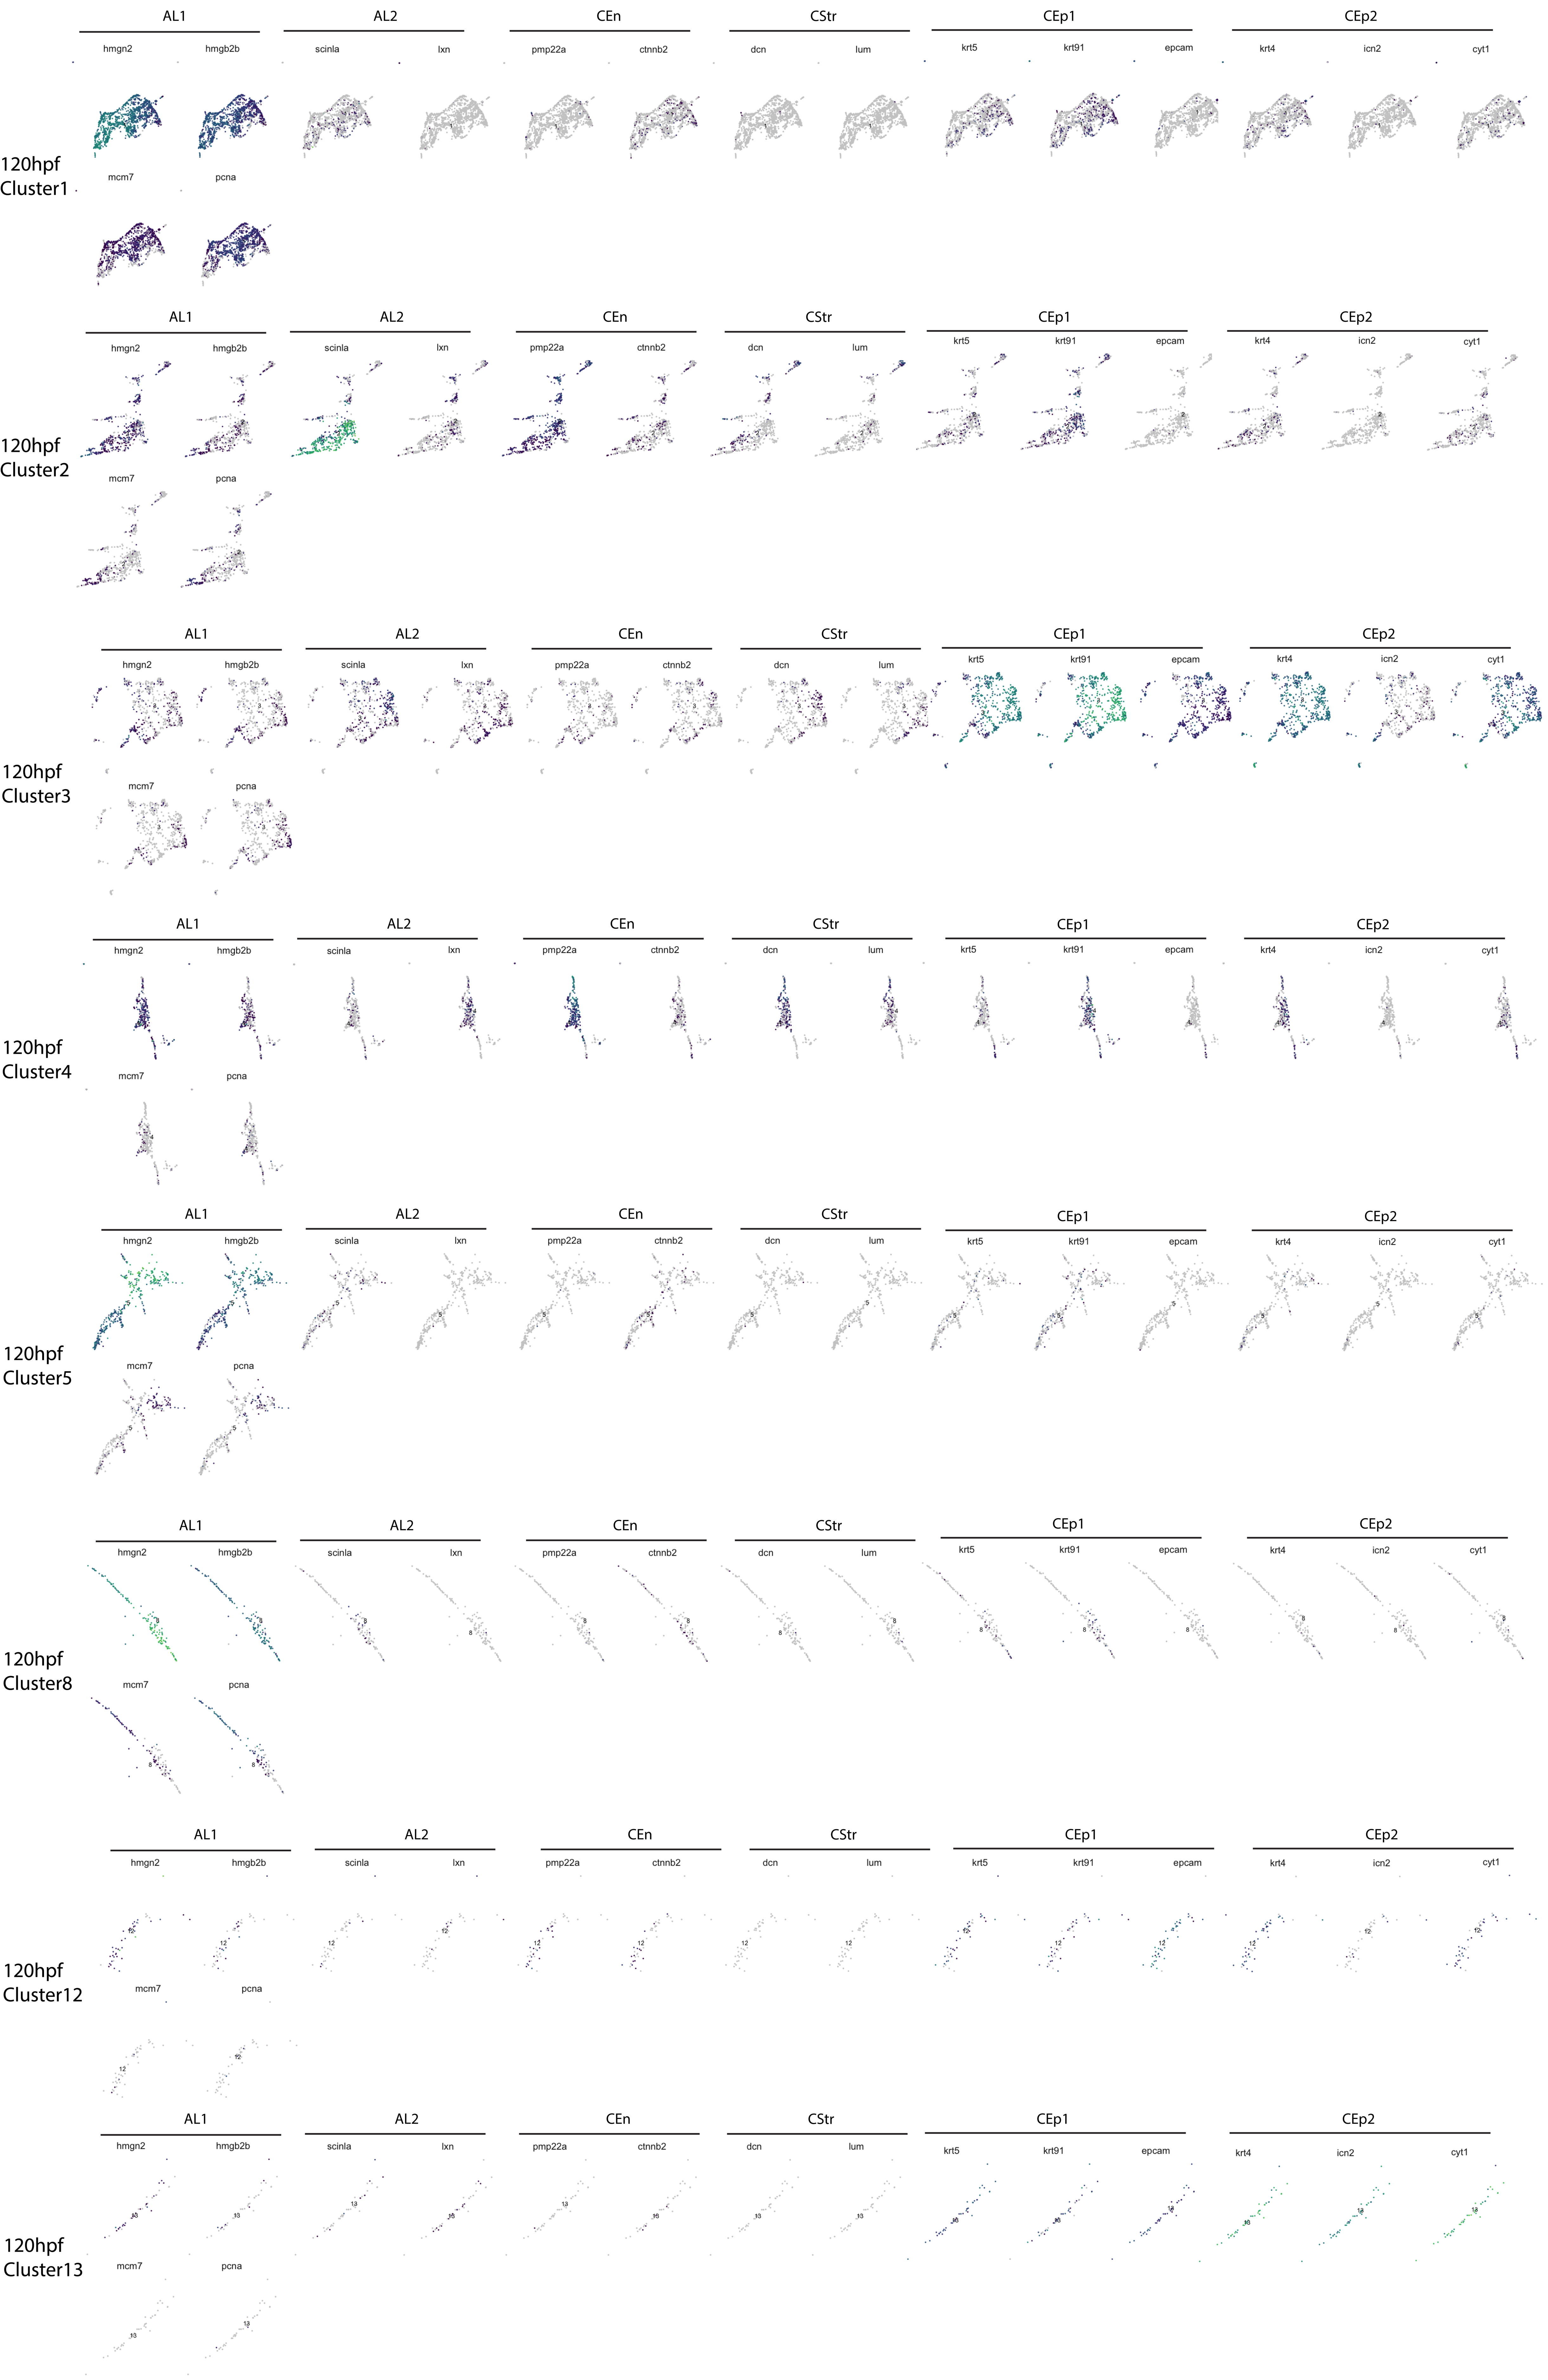

# Supplemental Figure 6

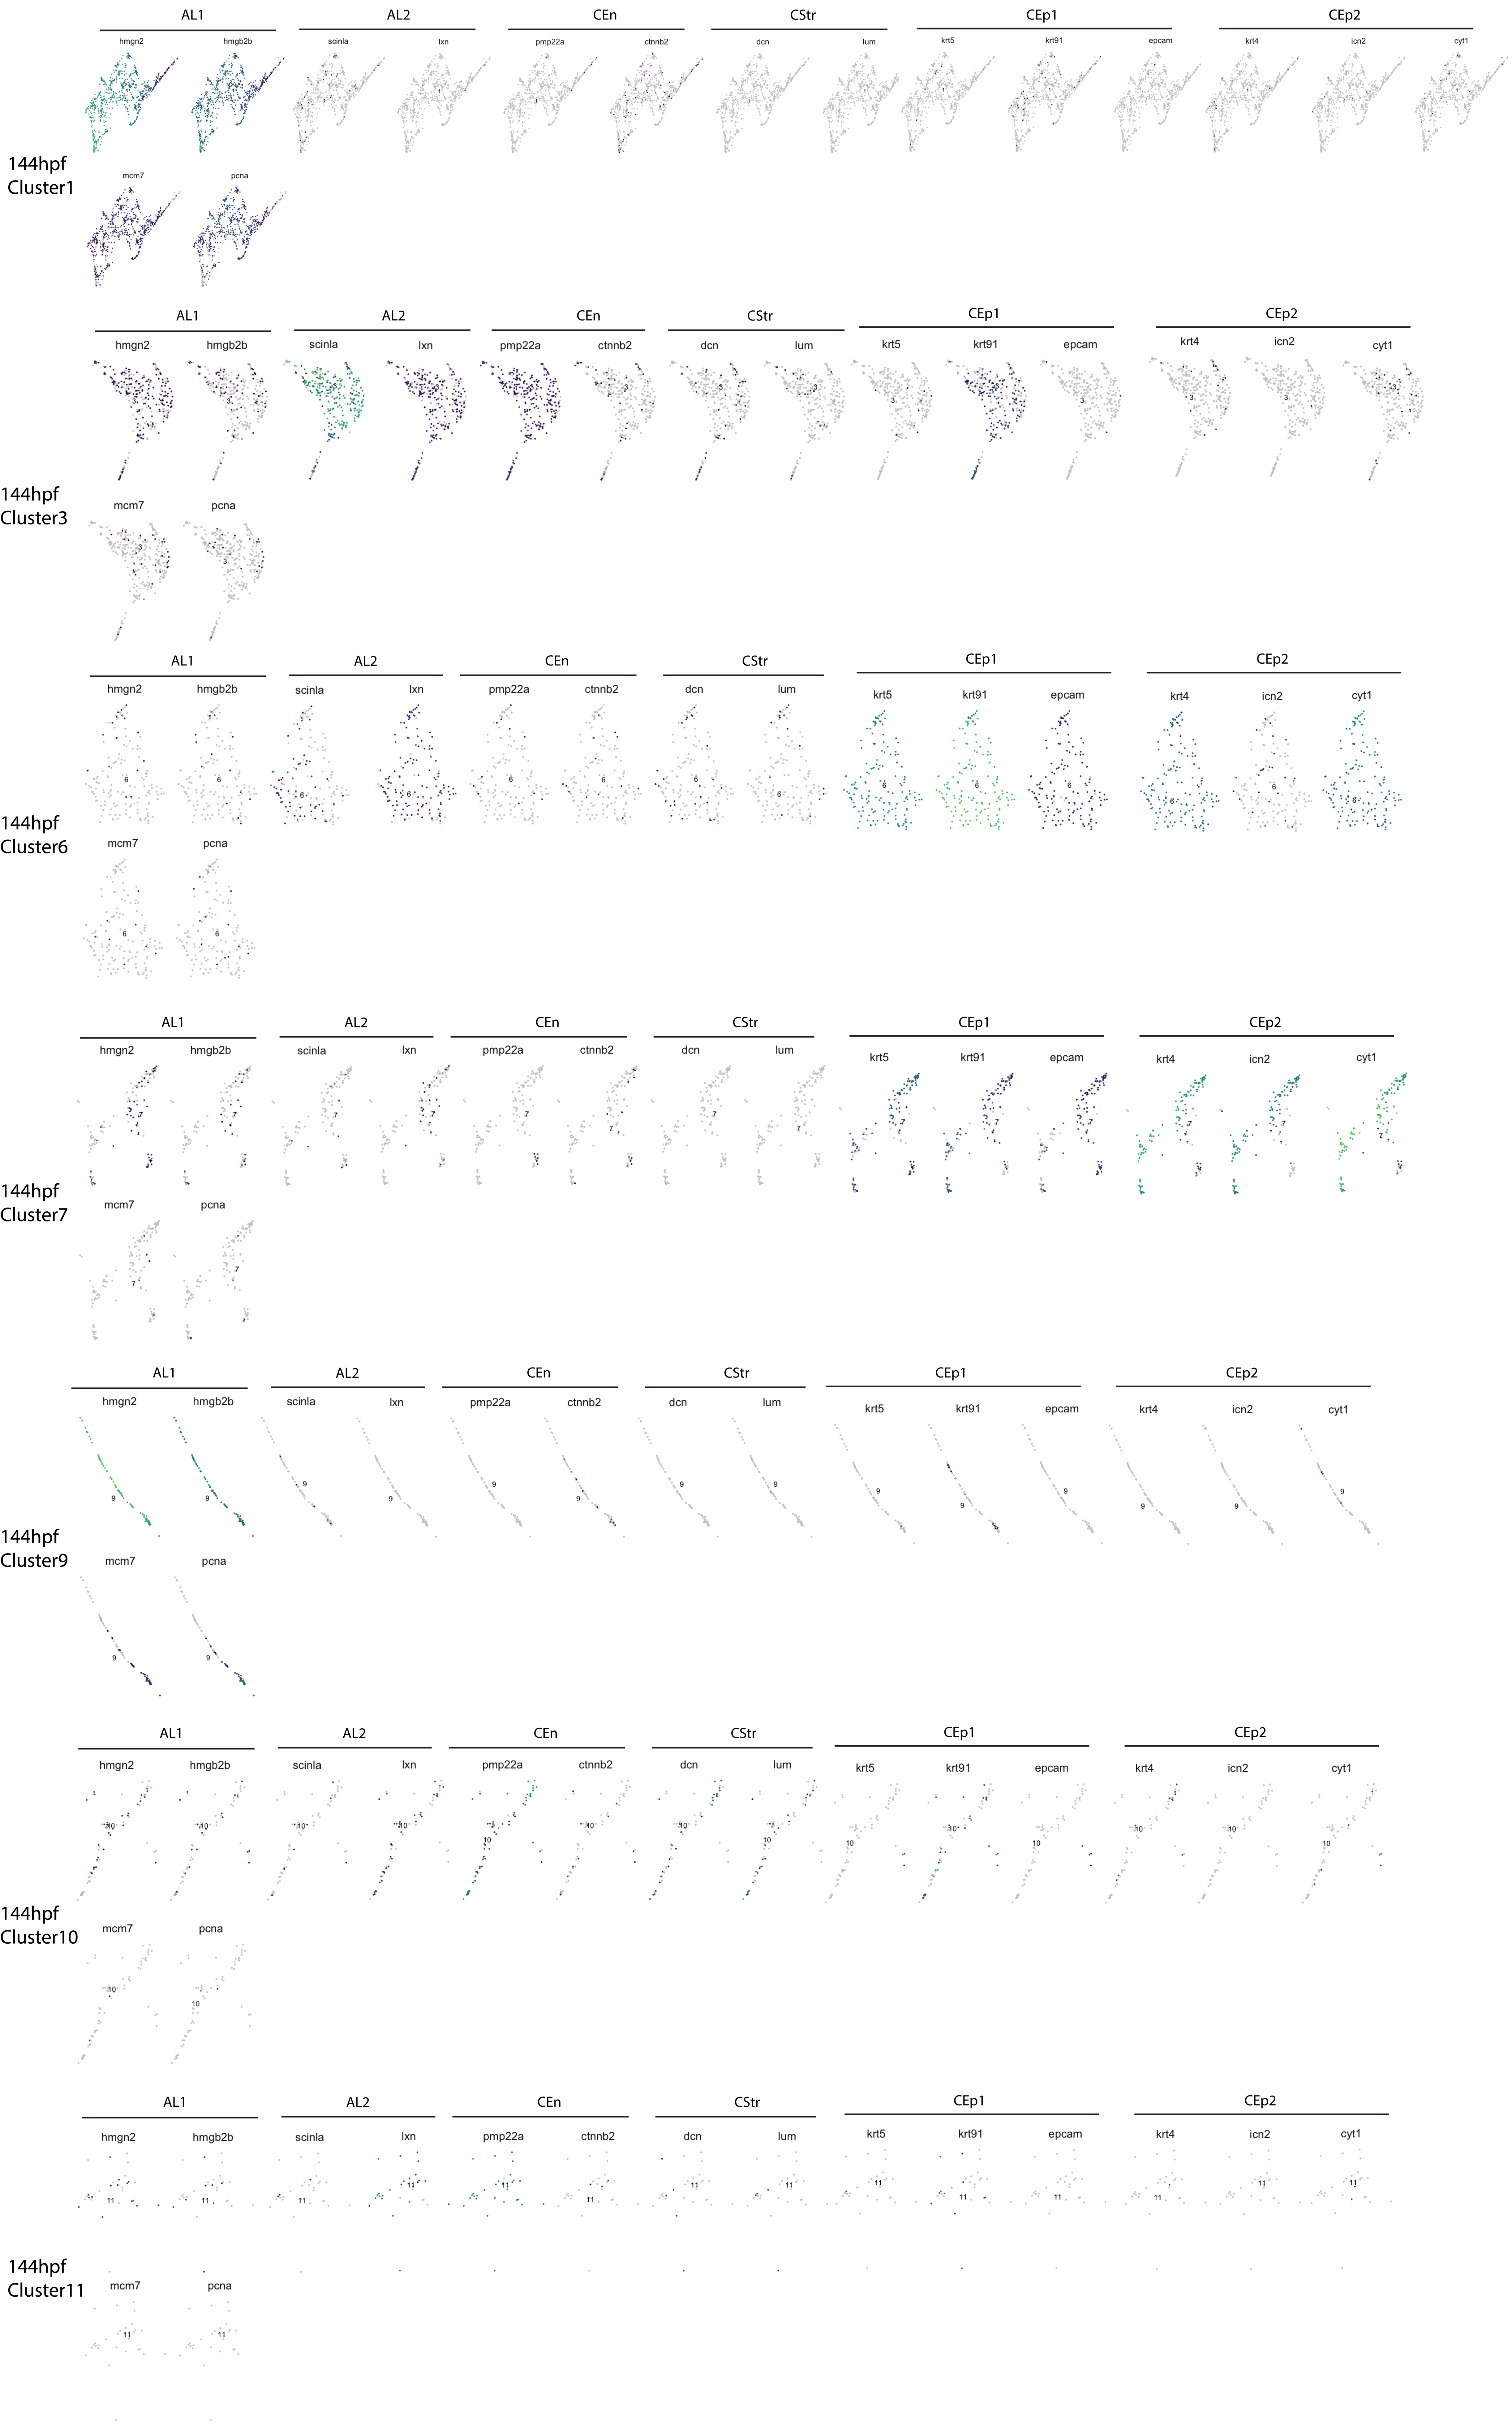

# Supplemental Figure 7

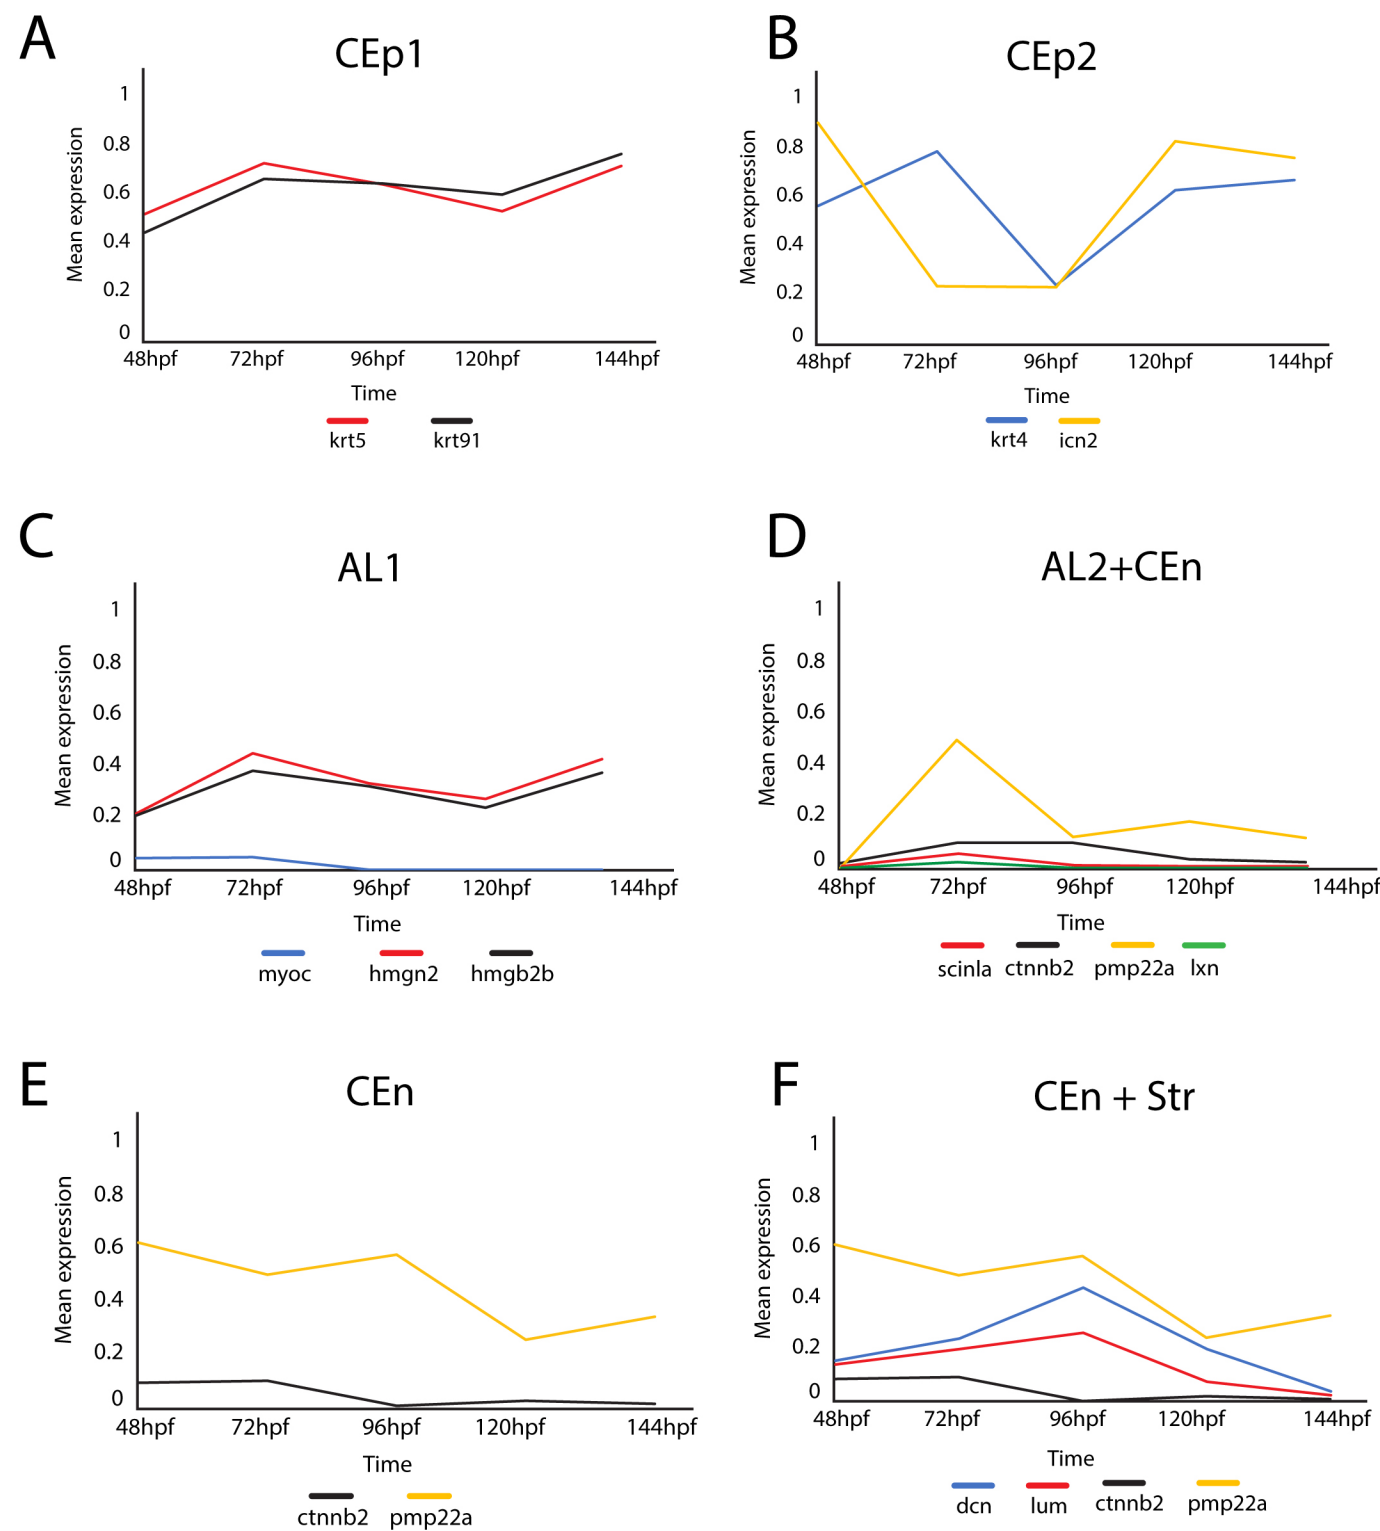

# Supplementary Figure 8

## Pigment Cells

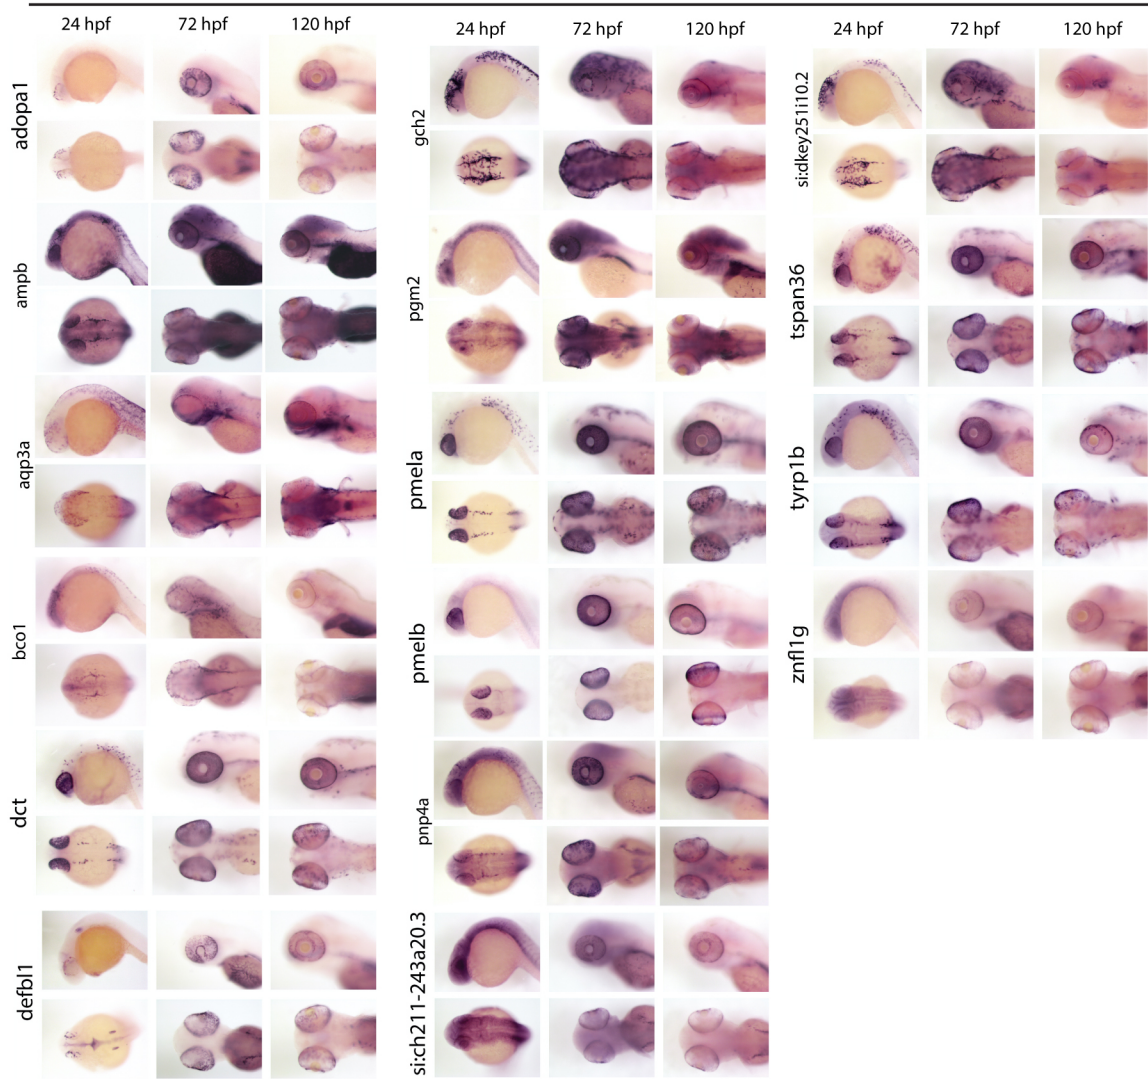

# Supplemental Figure 9

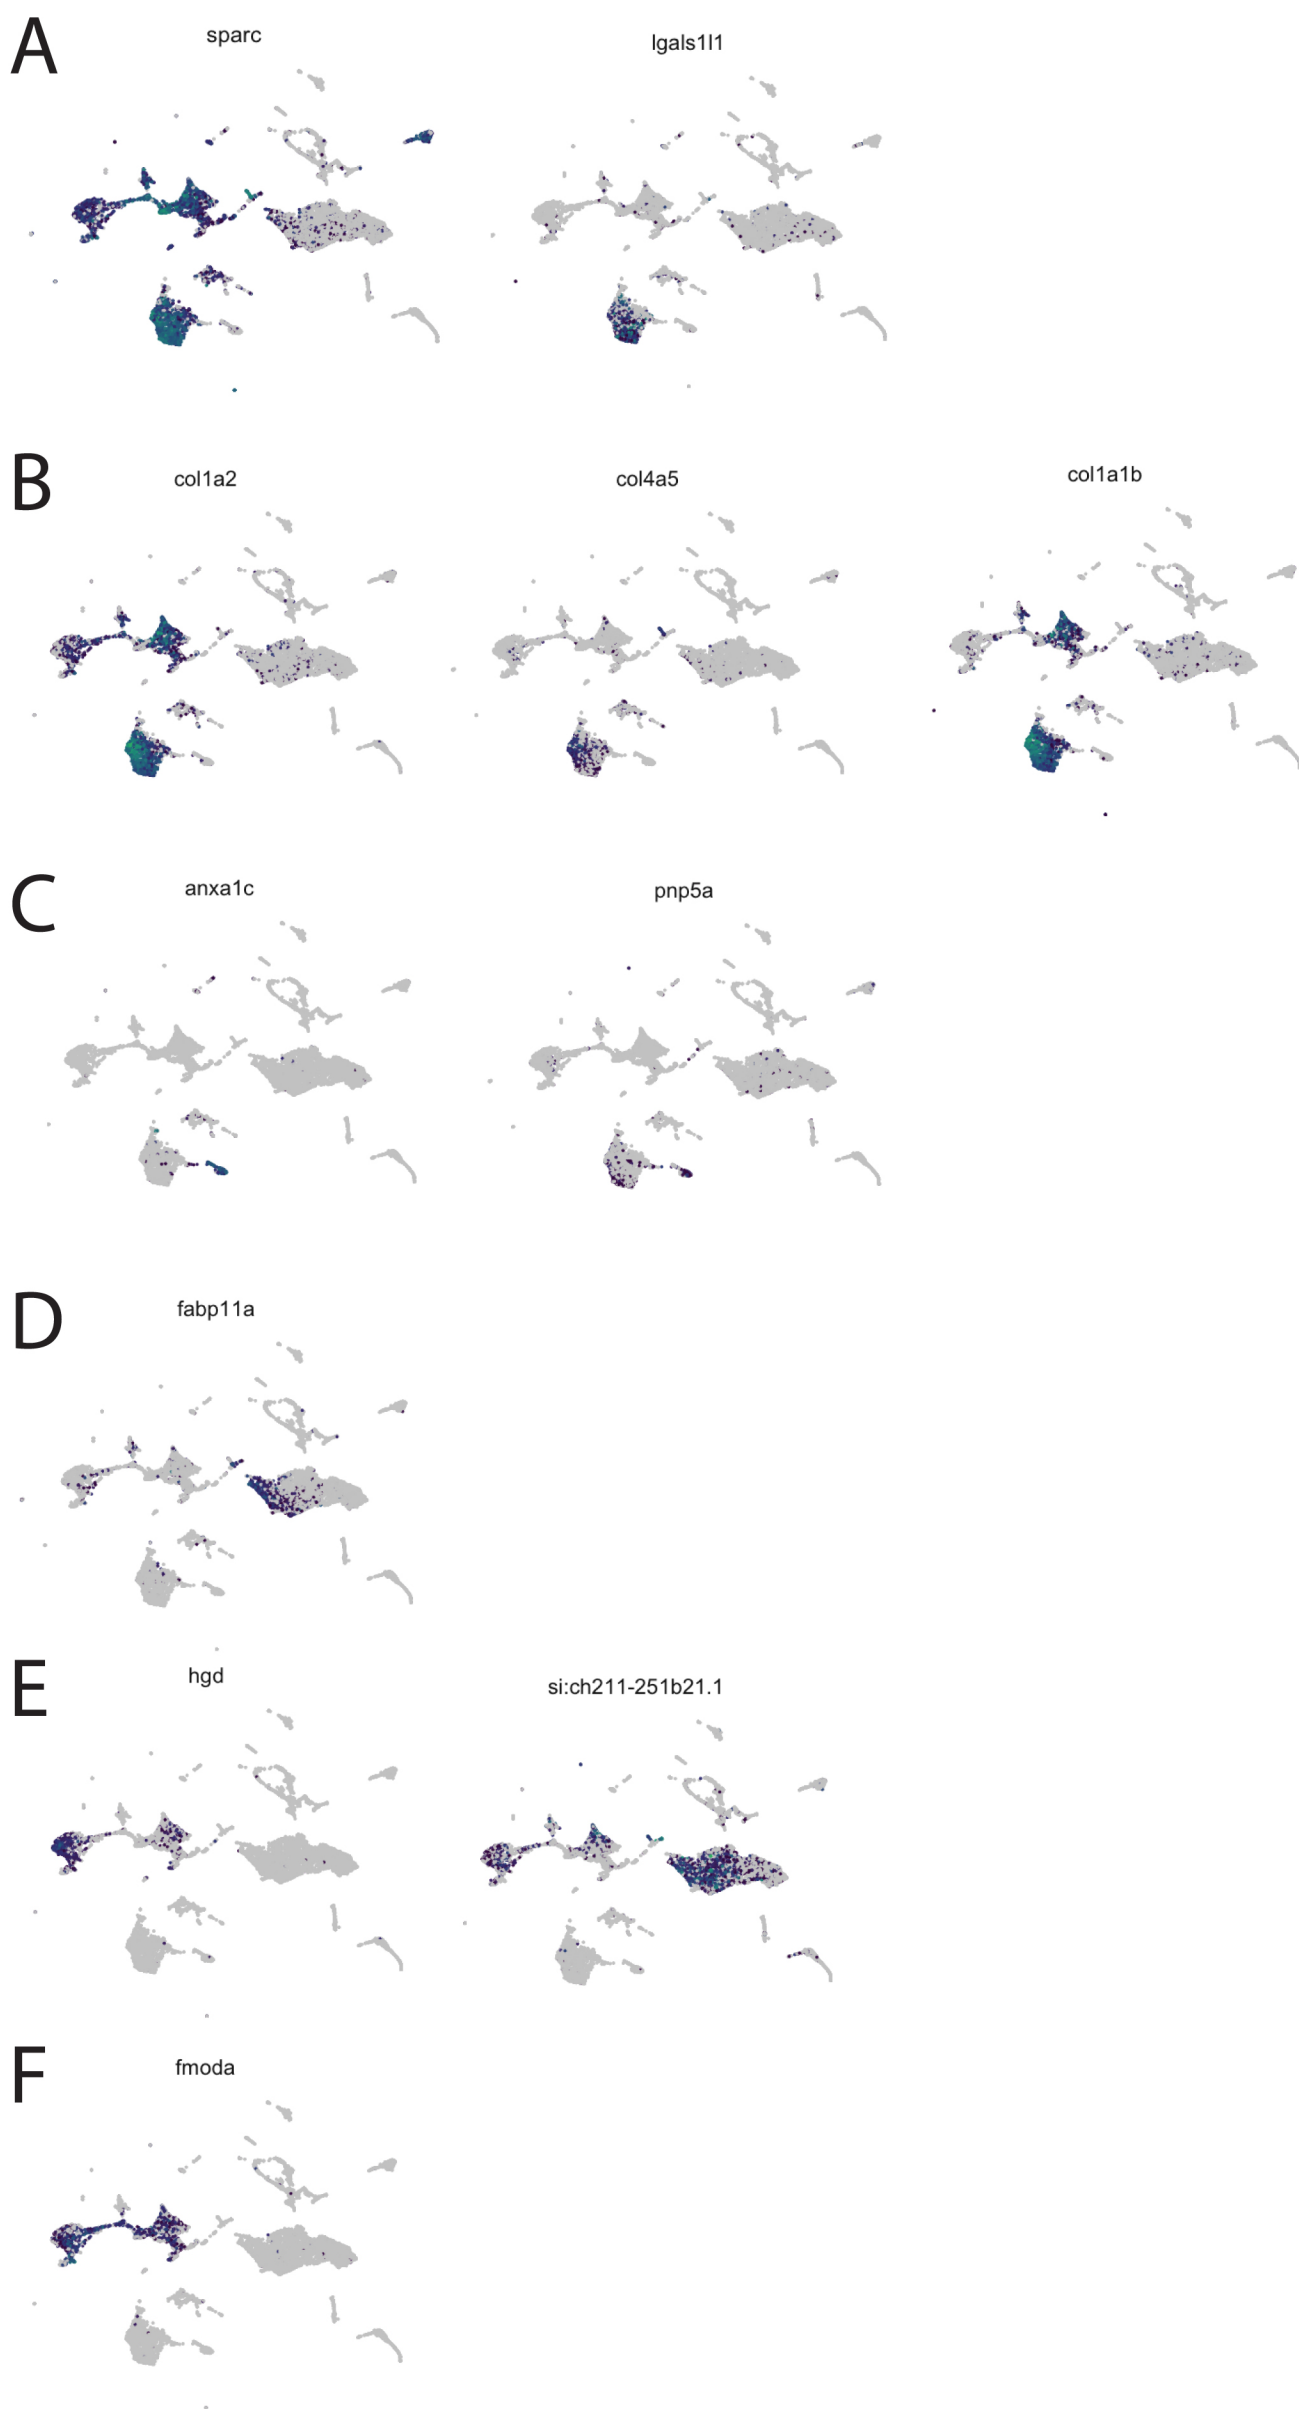

# Supplementary Figure 10

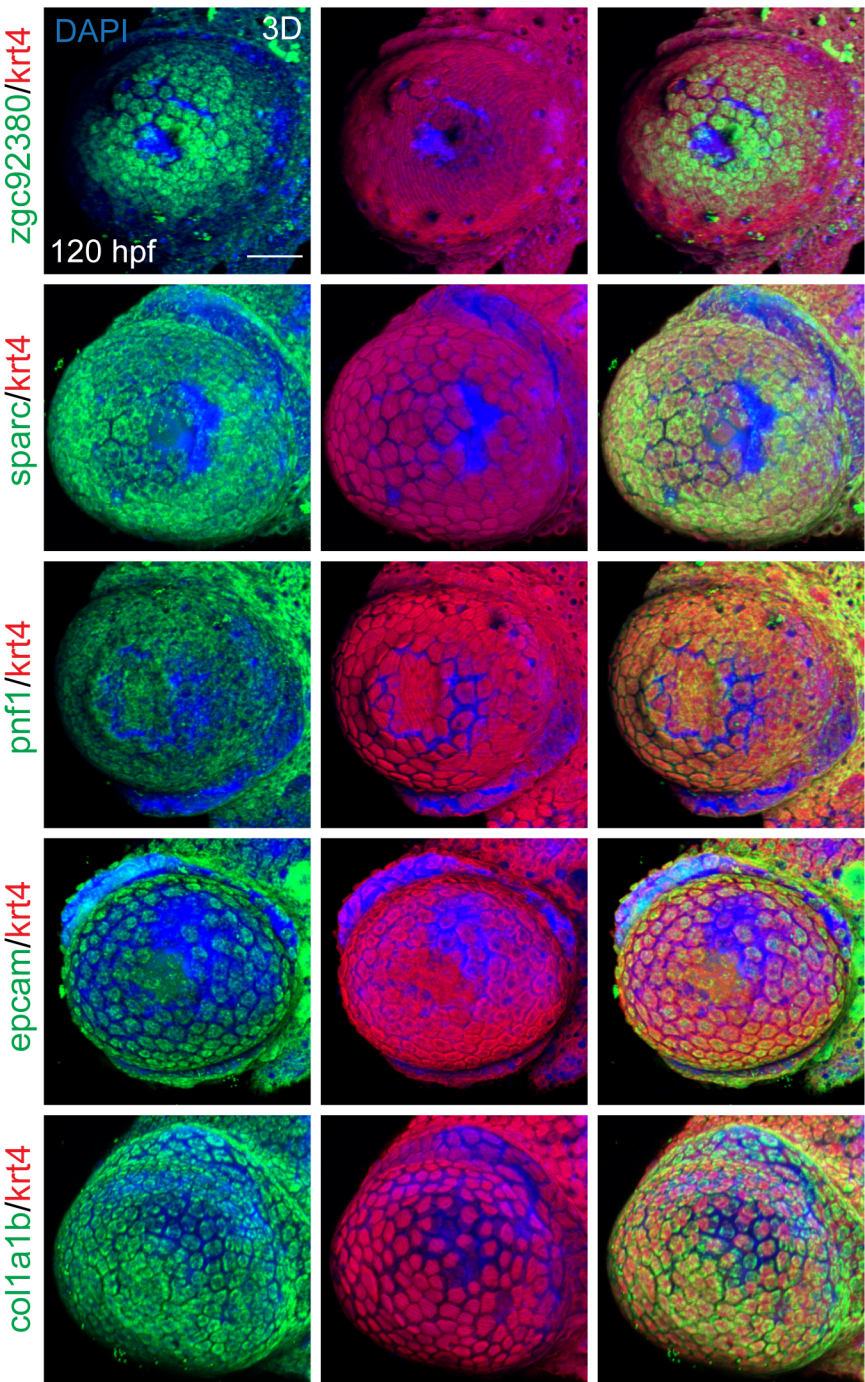

Supplementary Figure 11

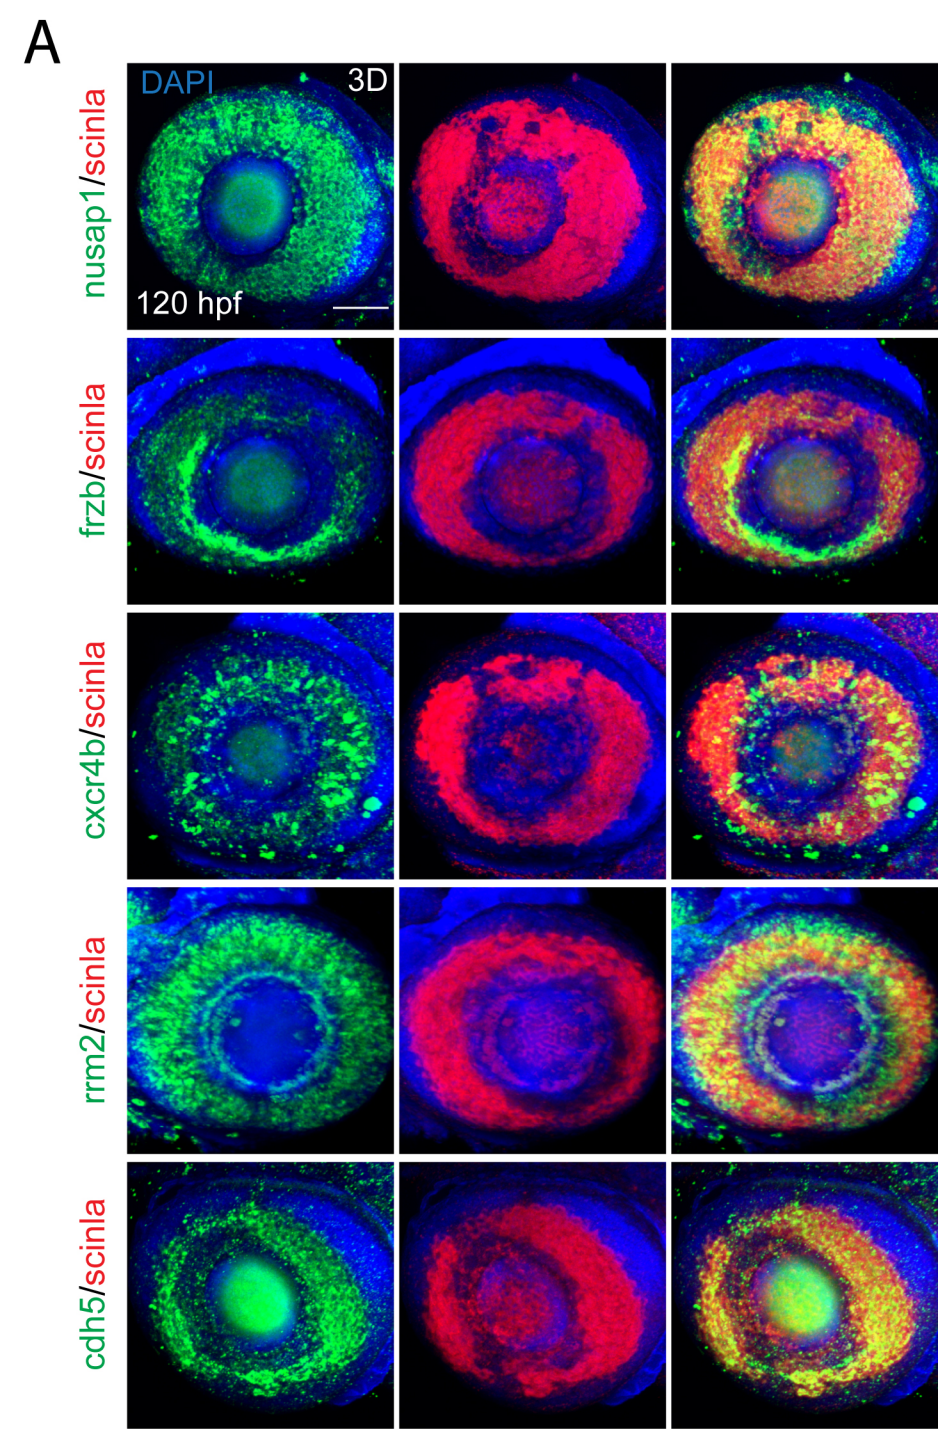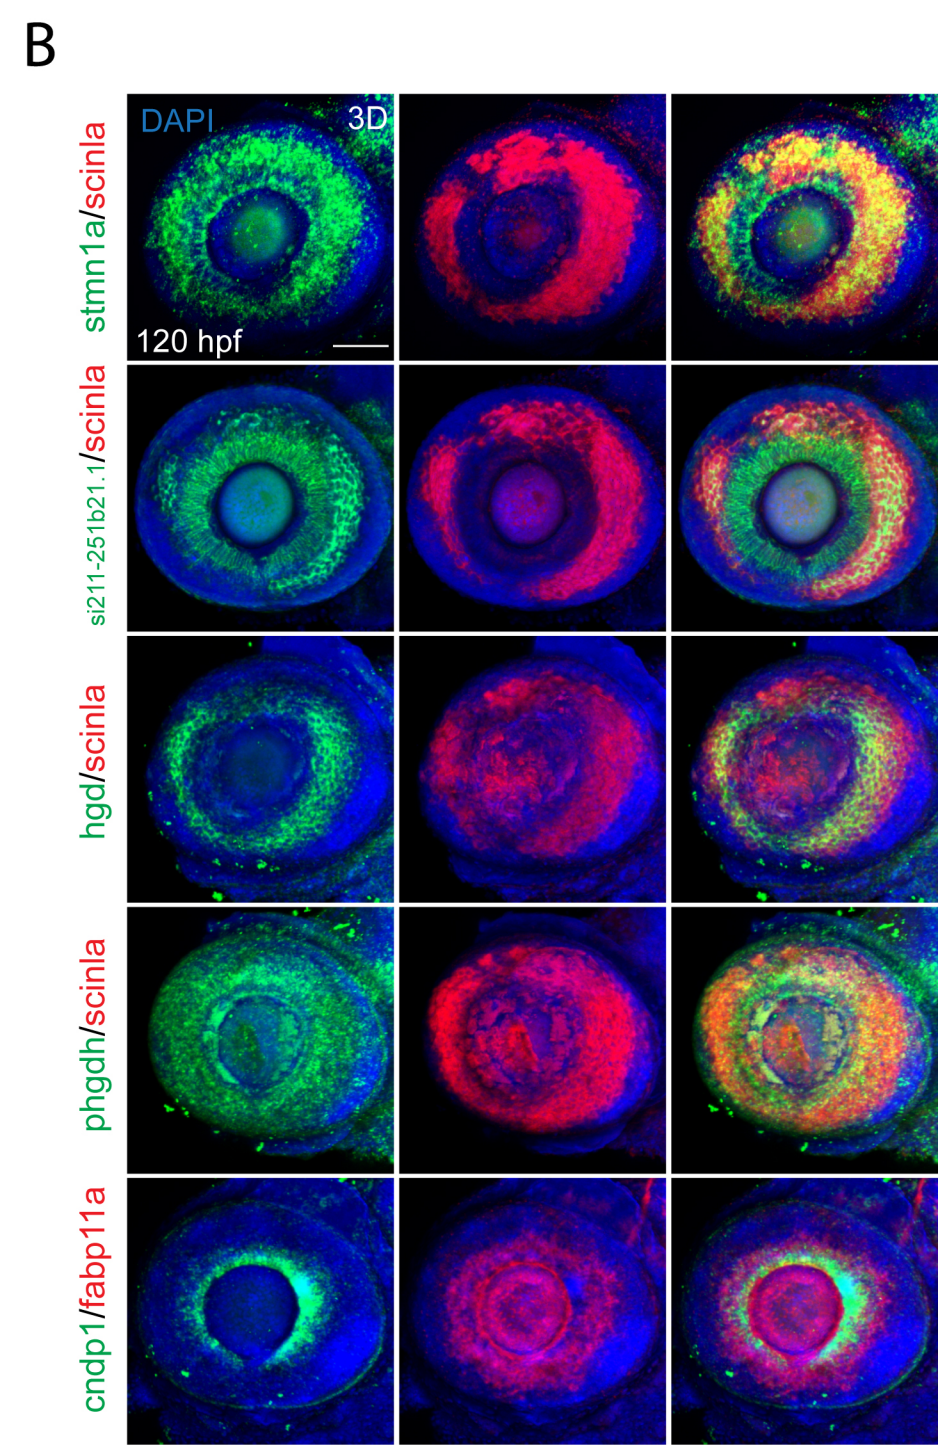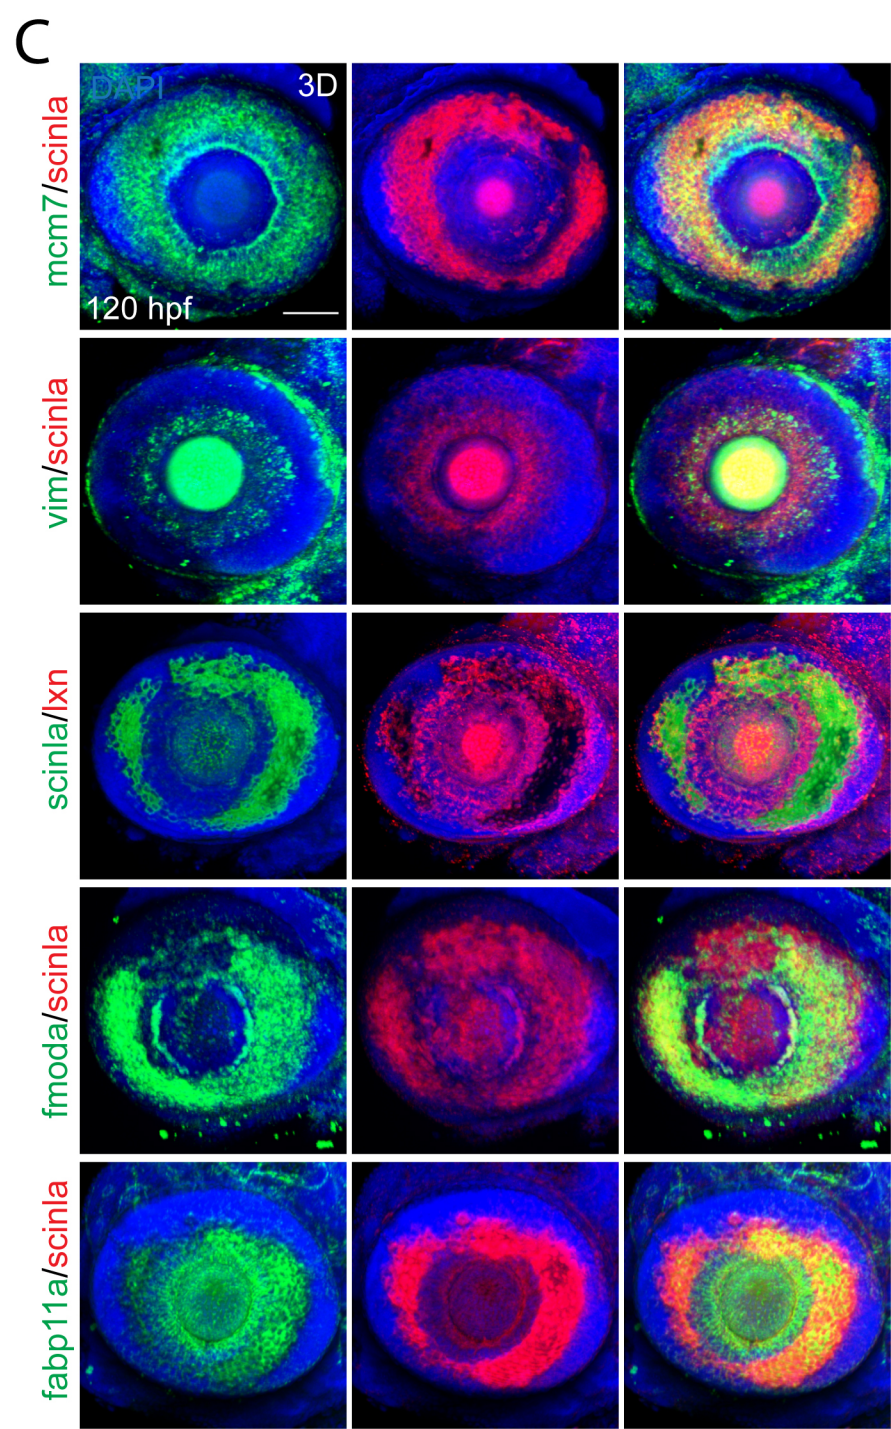

Supplemental Figure 12

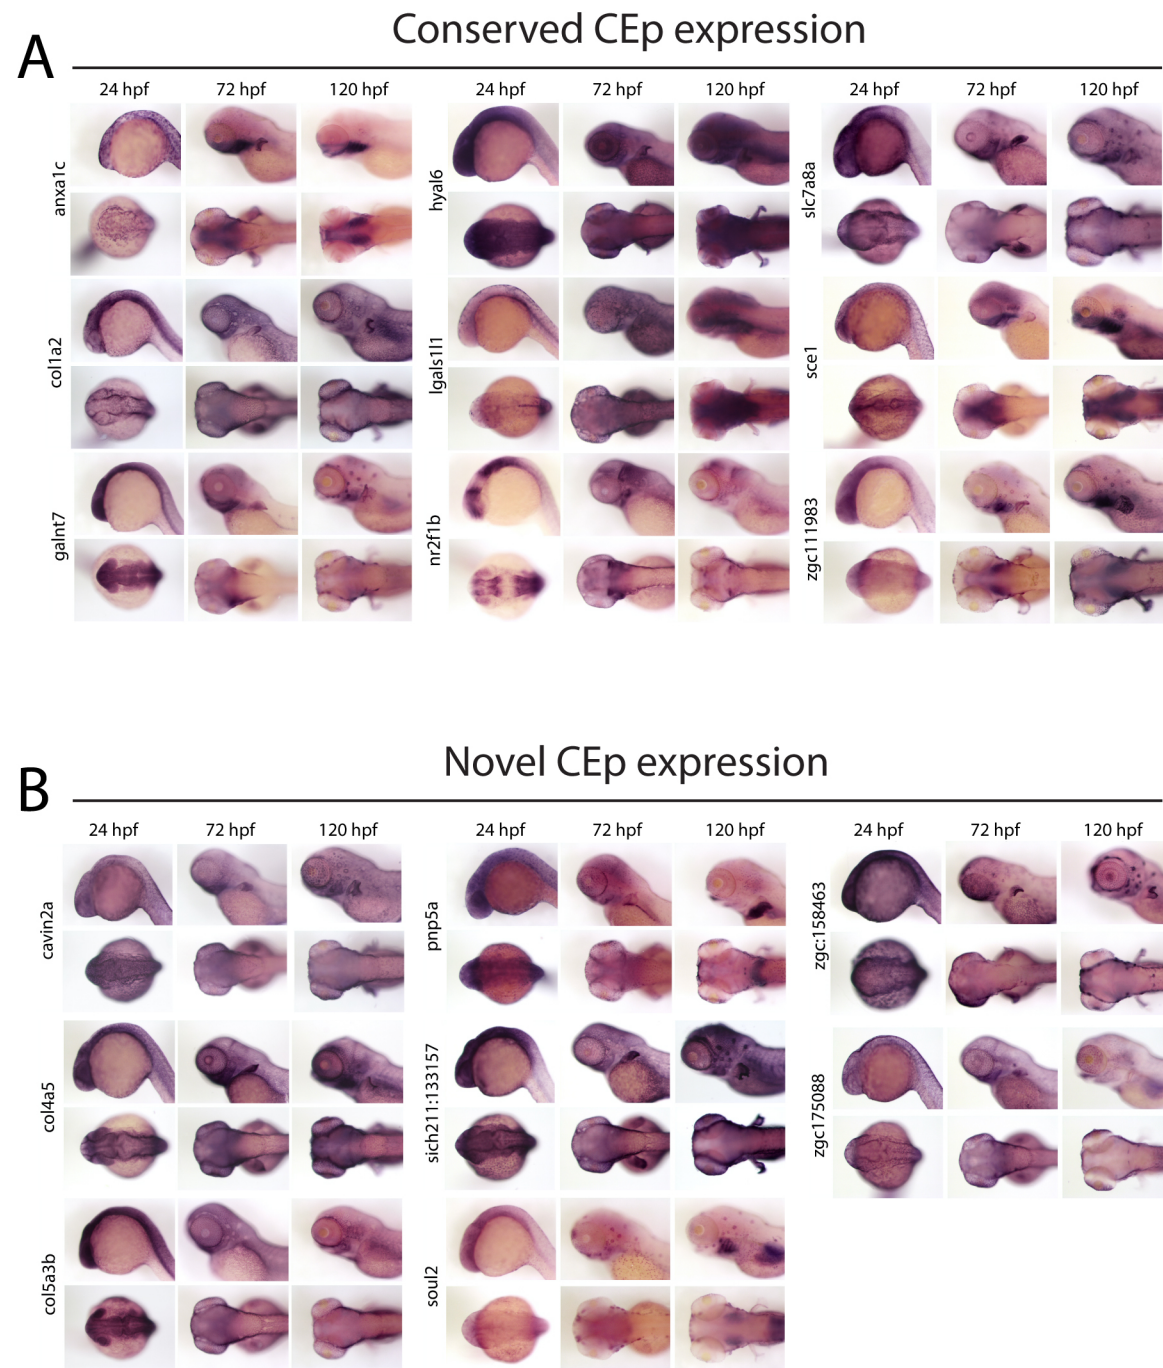

# Supplemental Figure 13

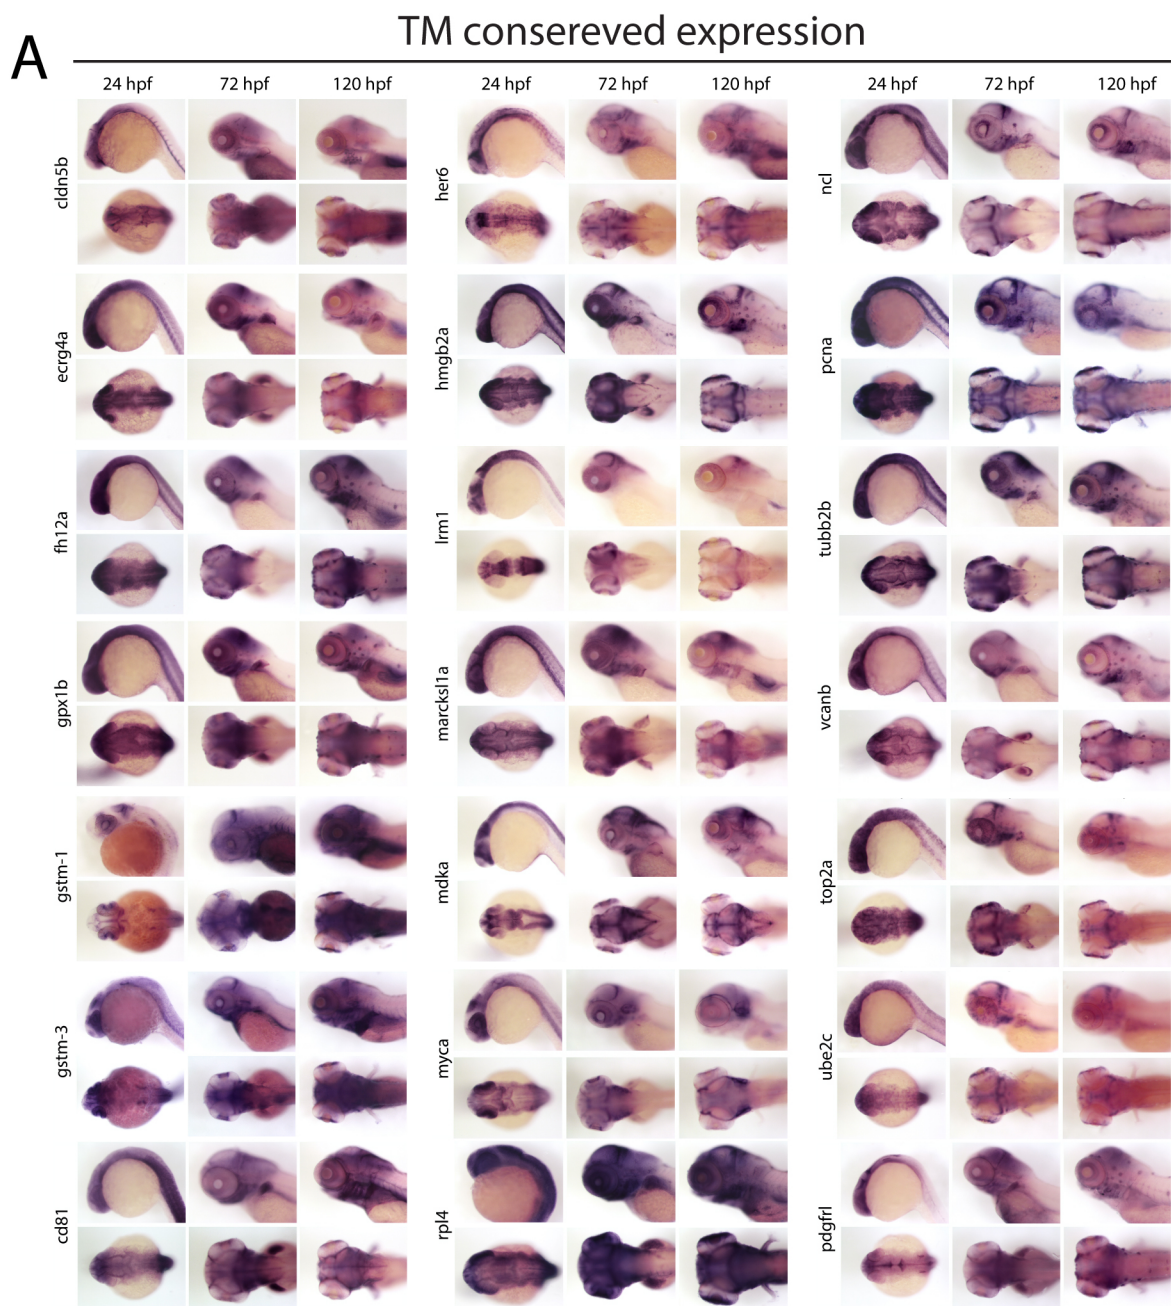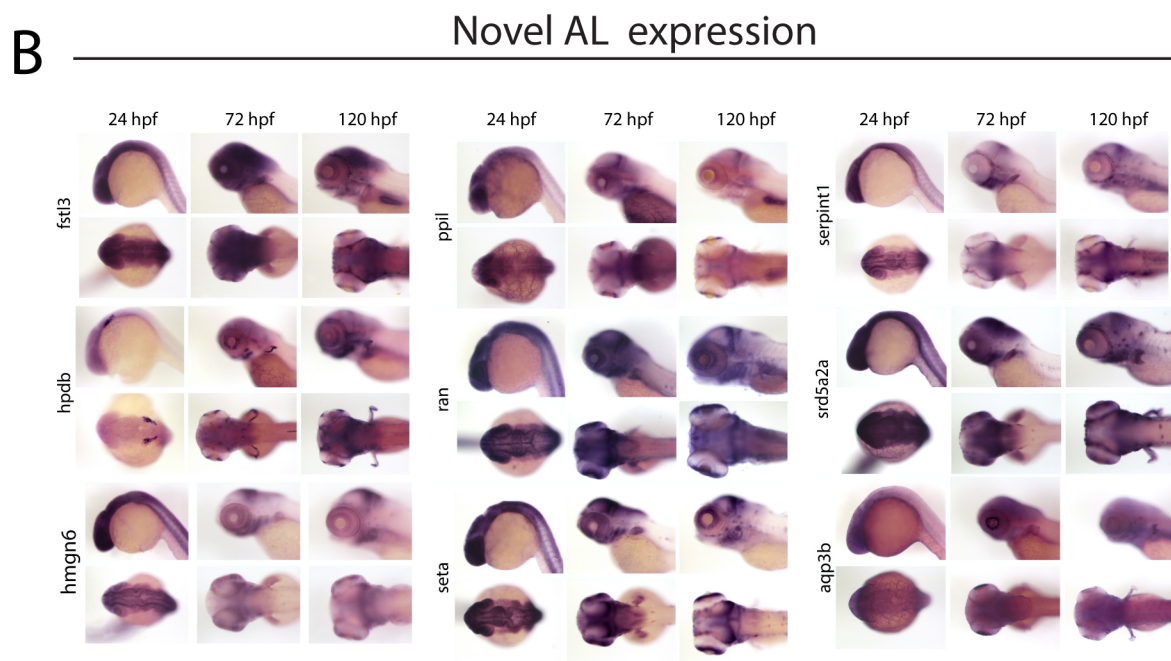

**Supplement:** Supplementary file 1 — Supplementary Information 1.

# Supplementary material for: A temporal single cell transcriptome atlas of zebrafish anterior segment development
**Source:** Sci Rep. 2023 Apr 6;13:5656. doi: 10.1038/s41598-023-32212-4
**Supplement:** Supplementary file 2 — Supplementary Table S2.

TABLE 1

|                   |                       |                                            |
|-------------------|-----------------------|--------------------------------------------|
| mcm7              | ATGGCCCCGAAGGATTATAC  | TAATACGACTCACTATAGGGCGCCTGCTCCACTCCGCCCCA  |
| mdka              | ATGCGGGGGCCTGTTTTCCAC | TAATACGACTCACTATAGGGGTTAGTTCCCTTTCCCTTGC   |
| myca              | ATGCCGGTGAGTGCGAGTTT  | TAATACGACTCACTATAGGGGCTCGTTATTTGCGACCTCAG  |
| myoc              | CAGGTTCAAGAGCAGTGCTAA | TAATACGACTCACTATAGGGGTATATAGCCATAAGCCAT    |
| ncl               | ATGGTAAAGCTCGCTAAGGC  | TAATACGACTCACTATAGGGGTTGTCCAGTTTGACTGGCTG  |
| nr2f1b            | ATGGCCATGGTGGTGAGCGC  | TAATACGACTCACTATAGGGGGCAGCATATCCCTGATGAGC  |
| nusap1            | ATGGATTAGACTCGCTAAA   | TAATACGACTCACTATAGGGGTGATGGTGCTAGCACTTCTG  |
| pcna              | ATGTTTGAGGCACGTCTGGT  | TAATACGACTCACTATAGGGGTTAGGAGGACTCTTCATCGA  |
| pdgfrl            | ATGAAGTTCTGGCTTTTCTT  | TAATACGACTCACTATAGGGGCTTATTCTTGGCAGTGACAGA |
| pfn1              | ATGAGCTGGGACAGCTACAT  | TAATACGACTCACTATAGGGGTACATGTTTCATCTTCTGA   |
| pgm2              | ATGGAGAATGGCCAGGGGAG  | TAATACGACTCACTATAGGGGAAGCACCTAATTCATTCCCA  |
| phgdh             | ATGGCTCCTATATCAGTCAA  | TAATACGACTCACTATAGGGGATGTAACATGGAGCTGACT   |
| pmela             | TGCTACAGATGCATTAGCTAC | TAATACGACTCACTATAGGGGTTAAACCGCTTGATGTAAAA  |
| pmelb             | ATGAAGCTATTCTCTACAAT  | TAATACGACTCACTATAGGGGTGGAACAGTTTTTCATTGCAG |
| pmp22a            | ATGCTGGTCATTCTGTTTGCA | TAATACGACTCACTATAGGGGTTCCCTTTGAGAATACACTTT |
| pnp4a             | ATGCATAGTAAAGACCAAT   | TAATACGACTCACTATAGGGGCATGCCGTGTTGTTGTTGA   |
| pnp5a             | ATGTTTCCCGAGAGCAACAC  | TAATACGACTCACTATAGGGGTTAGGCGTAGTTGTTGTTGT  |
| ppil1             | ATGGCTGGAATACCGCCGGA  | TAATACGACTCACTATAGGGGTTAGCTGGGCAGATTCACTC  |
| ran               | ATGGCGGAGAACGAGCCACA  | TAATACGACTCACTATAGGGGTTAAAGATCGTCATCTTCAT  |
| rpl9              | ATGAAGACCATTCTCAGTAA  | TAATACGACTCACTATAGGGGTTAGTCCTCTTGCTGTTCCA  |
| rrm2              | ATGTCGTCCACTCGCTCTCC  | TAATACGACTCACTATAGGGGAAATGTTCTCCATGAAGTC   |
| scel              | ATGCTTTACCCGGAAAAATC  | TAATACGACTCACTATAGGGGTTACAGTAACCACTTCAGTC  |
| scinla            | AGCACGGCATGGTGGATGATG | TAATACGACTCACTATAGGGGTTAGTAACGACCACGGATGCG |
| serpinf1          | ATGAAGAAGATAGTTCTGCT  | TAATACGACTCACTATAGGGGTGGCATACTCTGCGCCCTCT  |
| seta              | ATGCTGCCTCAGCGGCTAA   | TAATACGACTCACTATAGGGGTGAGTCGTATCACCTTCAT   |
| si:ch211-133l5.7  | CAGTGTGACTGCACTGTAAA  | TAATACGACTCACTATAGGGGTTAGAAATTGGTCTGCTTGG  |
| si:ch211-243a20.3 | ATGGGCTGTTCCACAACAAC  | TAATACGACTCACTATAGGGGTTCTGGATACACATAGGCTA  |
| si:ch211-251b21.1 | AACAGGCCTTAGTTTCATCAT | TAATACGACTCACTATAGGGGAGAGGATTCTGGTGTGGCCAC |
| si:dkey-251i10.2  | TATTGCAAATGAGCTATTGA  | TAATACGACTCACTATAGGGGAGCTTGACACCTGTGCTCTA  |
| slc7a8a           | ATGACGGATGGACCGAGACA  | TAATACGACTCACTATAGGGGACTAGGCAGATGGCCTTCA   |
| soul2             | ATGGCGATGTATGTGGCTTC  | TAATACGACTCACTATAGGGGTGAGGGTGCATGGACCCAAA  |
| sparc             | ATGAGGGTTTGGATCTTCTTC | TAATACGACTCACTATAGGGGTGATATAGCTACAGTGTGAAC |
| srd5a2a           | ATGCTCTGTGAGGAAAACAC  | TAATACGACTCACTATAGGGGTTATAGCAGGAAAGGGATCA  |
| stmn1a            | ATGGCTGCTACAAGTGACAT  | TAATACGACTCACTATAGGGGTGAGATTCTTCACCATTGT   |
| top2a             | ATGATGACCATTGTGGGTCT  | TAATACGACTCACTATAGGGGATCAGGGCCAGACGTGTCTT  |
| tspan36           | ATGGATTGCGGAATTATAAC  | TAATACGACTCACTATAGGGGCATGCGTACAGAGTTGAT    |
| tubb2b            | GAAGTGTCTACTCCAGCCA   | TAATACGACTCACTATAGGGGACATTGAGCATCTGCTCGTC  |
| tyrp1b            | ATGTGGAAGAGTGTGTGTTT  | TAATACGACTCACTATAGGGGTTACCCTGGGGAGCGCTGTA  |
| ube2c             | AAACTCTGAAGAAATCGGT   | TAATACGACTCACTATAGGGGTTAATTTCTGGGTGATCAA   |
| vcanb             | ATGATGTTGTTGGACGTGAA  | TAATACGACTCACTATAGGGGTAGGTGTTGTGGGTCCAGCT  |
| vim               | ATGGCCAGTCGAACAAGCAC  | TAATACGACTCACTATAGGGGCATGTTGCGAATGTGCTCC   |
| zgc:111983        | ATGGAGTGGAGGATTATACT  | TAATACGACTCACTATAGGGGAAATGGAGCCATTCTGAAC   |
| zgc:158463        | CCAGGAGTGGAGCCTGCGGC  | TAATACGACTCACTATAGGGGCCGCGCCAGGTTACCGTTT   |
| zgc:175088        | ATGCCTGGAAACCTTATAAA  | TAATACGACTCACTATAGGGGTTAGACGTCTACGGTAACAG  |
| zgc:92380         | ATGTCATTGAGAAGCCCCTC  | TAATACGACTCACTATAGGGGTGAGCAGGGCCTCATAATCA  |
| znfl1g            | TCACCATGGCTGTTTCCACAA | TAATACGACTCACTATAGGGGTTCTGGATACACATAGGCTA  |

How the deposited data were processed for this re-analysis (not part of the article)

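Single GFP+ cells were sorted by the authors from dissected eyes of Tg[foxc1b:GFP] zebrafish embryos at 48, 72, 96, 120 and 144 hpf. As deposited by the authors, each time point has a matrix of counts: the whole-number UMI counts per RefSeq feature and cell, made with Cell Ranger 6.0 on GRCz11 with an added eGFP sequence and joined over 2 replicate libraries, with no normalization of the values. A further matrix joins all 5 time points after Cell Ranger had subsampled the reads to equal mapped reads per cell. It was used only as an alternative, and its summed UMIs were between 0.607 and 1 of those of the single libraries. The table of cells names the library, batch and chemistry of each cell. The planned analysis had assumed 1 library per time point and named a split by library only as an alternative. The comparisons between replicates and the tests over time were therefore added after the table of cells had been read.

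The 16283 features were summed to 15413 symbols, and 0 mitochondrial genes are listed, so that no filter on their share was made. All 12234 cells were kept, as many as the paper states. Depth differed between libraries, with median UMIs per cell between 760 and 3709. A class was used in a library only with at least 10 cells. Intervals are exact binomial or Poisson intervals at 95%, which cover counting error and not the spread between libraries.

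Clustering used genes with a UMI in at least 10 cells. Counts were scaled to the median depth, log transformed, scaled per gene, clipped at 10 and reduced to 100 principal components, and Leiden clusters at resolution 1 were found over 20 nearest neighbours (igraph 0.11.9, leidenalg 0.10.2, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3). Each time point was clustered by itself, with its 2 libraries together, and all cells once more in common. The UMAP step and the removal of batch effects by Monocle 3 were not repeated. Doublets were scored with 2 simulated doublets per cell, at an expected rate of 0.8% per 1000 cells.

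Marker lists of 23 classes held 194 genes, of which 184 matched a symbol. All lists but that of AL1 were used to name clusters, so no cluster could be named AL1-like. A name needed 3 markers, each at least 4-fold above the median of the other clusters after 10 CPM had been added, and a UMI in at least 10% of cells. Clusters high in AL1 markers, and clusters that met a marker pair of the paper, were found by a 2-fold criterion. The lists, the resolution, the number of components and most alternatives were set before the deposited counts were examined. Part of the lists came from genes seen in the paper's supplementary table, which was made from these same cells. The 4-fold and 2-fold criteria, the share of a list's markers that a cluster had to reach (1/3, or 1/2 where none was among its leading genes), the rule that left a cluster unnamed when another list fitted over 2 times better or when its depth was under 1/2 of the median without a leading marker, and the bandwidth of the alignment were set after the values had been seen. A difference from the study can come from these rebuilt names. The mesenchymal class joins the CEn-like, CSt-like, periocular mesenchyme-like and cartilage-like clusters.

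Ratios between classes are log2 ratios of CPM within a library, with 0.5 counts added to each sum, and are given as mean and SD over libraries. Changes over time use the mean CPM of the libraries with 1 CPM added. Genes changed over time within a class were tested with edgeR 4.0.16 (quasi-likelihood F test on UMIs summed per library, all time points, false discovery rate 0.05, R 4.3.3), and with DESeq2 1.42.0 as an alternative. Where 1 library of a time point was lacking, the remaining one is taken to vary like the other groups. Shares of cells with a UMI were measured after each cell had been thinned at random to 400 UMIs, or 500 in an alternative. Diffusion pseudotime used 15 components on 100 principal components, or 30 in an alternative, and CPM was read in 5 equal parts of the order. Marker lists were compared with 10000 random lists of like size and expression. Figures were drawn with matplotlib 3.10.9.

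The steps were tested on data simulated from the 96 hpf cells. With 17 clusters simulated, 17 were found, with an adjusted Rand index of 0.905 and 86.4% of cells given the class they were drawn from, but 600 cells of 1 profile were also split into 7 clusters. Log2 ratios had a median error of 0.0916. Simulated orders were found with a Spearman correlation of 0.856 from CEp1-like to CEp2-like and 0.901 from CSt-like to AL2-like cells on 100 components. Of 15 simulated doublets 73.3% were called. The edgeR test recovered 80.4% of 199 genes changed 4-fold, and 1.84% of its calls were false. This last simulation was drawn from the CEp1-like libraries of all time points. It had the same dispersion for all genes, changes at 96 hpf alone and no batch effect. Its error rate need not hold for the real libraries, which share batches in part, or for classes with fewer libraries.

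The alternatives were resolution 0.5 and 2, 2000 variable genes with 50 components, only cells with at least 500 UMIs, called doublets left out, AL1 markers and cell cycle genes left out of the clustering, the mean of the CPM of each cell, no thinning, and an order by time point alone. Alignment of replicates by mutual nearest neighbours, a term for the replicate letter or the chemistry, no filter on low counts, and leaving out single libraries were added later. The in situ hybridization and imaging of the paper were not analysed here. Values of 1 gene that the paper names are not reported.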

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

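Of the tests named in this part, those of krt4 in CEp1-like cells and in the clusters that hold CEp2-like cells, of the hox list and of the gut list were chosen only after the result was seen. The 9 retinal progenitor genes outside the list were chosen before their own values were seen.

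In 43 groups of log2 ratios, 4 had a library that stood apart from the others by Dixon's test at the 95% level, where chance alone gives 2.15. For icn2 in CEp2-like over CEp1-like cells, 72 hpf A was at 2.07 and the nearest of 10 libraries at 4.65. For anxa1b in the same contrast, 144 hpf B was at -0.0465 and the nearest library at 3.59. For pdgfrl in AL2-like cells over the clusters high in AL1 markers, 144 hpf A was at 8.80 and the nearest of 7 libraries at 5.87. For myoc in AL2-like cells over the mesenchymal class, 72 hpf A was at -4.44 and the nearest at 0.14. The number is near that of chance, and neither a technical nor a biological explanation was tested for these 4 values.

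For 4 genes the ratio of CEp2-like to CEp1-like cells had 1 sign in both libraries of a time point and the opposite sign in both libraries of another. These differences were not tested. For krt4 the ratio was higher at 144 hpf than at 48 hpf by 4.199 (2.07 and 2.36 against -3.14 and -0.83 in A and B). For cyt1 it was higher at 144 than at 72 hpf by 4.04, for cyt1l by 6.15 and for anxa1a by 2.39. A change in which clusters hold the CEp2 class is not the whole cause, since krt4 in CEp1-like cells fell from a mean of 56332 CPM over the libraries of 48 hpf to 9435 at 144 hpf (log2 -2.58; -3.03 with the cells of both libraries pooled), with the replicates apart. In CEp2-like cells krt4 went from 20512 to 45207 CPM (1.14; 1.02 pooled), with overlap of the replicates. For this smaller part a change in which clusters hold the class may be the cause, as the CEp2-like clusters of a time point differed in krt4 by at least 2.33 on the log2 scale from 48 to 120 hpf, and by 0.34 at 144 hpf. A change within cells over development stays open and was not tested.

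The clusters high in AL1 markers carried markers of retinal progenitors, a class that the paper does not name for AL1. The median log2 ratio of the 14 genes over the other cells was 2.85 on average, above 0 in 9 of 9 libraries. The 2 AL2-like clusters were counted among those high in AL1 markers. For rx2 and six6a, the 2 genes missing from the part of the paper's supplementary table used here, the ratio was 1.86. For free RNA from retinal cells, the share of cells with a UMI of the list was taken after thinning to 400 UMIs. It was 56.4%, with the AL2-like clusters left out, against 2.00% in AL2-like cells. Median depths before thinning were 3742 and 3150 UMIs, and the former share was 86.9% unthinned. Most of the clusters behind the 56.4% had been named by this list. The gap follows in part from the names and does not by itself exclude free RNA. Doublets as the whole source are argued against by the ratio without called doublets, 2.90, though simulated doublets were called in 73.3% of cases and the same step lowered the share of these cells in retinal or neural-like clusters from 84.1% to 67.9%. Clusters drawn together by the cell cycle are argued against by the ratio with AL1 markers and cell cycle genes left out of the clustering, 2.96. Retinal progenitors among the sorted cells would also raise other genes of the optic field and retinal progenitors. The 9 genes pax6a, pax6b, six3a, six3b, six7, hmx1, hmx4, vax2 and fzd5, chosen before their values were seen and outside all lists used to name clusters, had a median ratio of 1.25 ± 0.93 (SD, n = 9 libraries), above 0 in 8. Retinal progenitors in these clusters are a candidate explanation, though some of the 9 genes are also found in retinal neurons. Whether annular ligament progenitors express the same genes was not tested.

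Cluster 16 of 96 hpf, cartilage-like with 23 cells (1 from A and 22 from B), held 45.0% (38.4 to 51.7) of the UMIs of a list of 29 hox genes and tbx5a, 15 of the 30 with a UMI, outside its leading genes, 103 of 229, against 0.778% of all UMIs of the time point. For the hox genes alone it was 46.1% (37.7 to 54.7), 65 of 141. Cells from outside the eye among the sorted cells could give this, and foxc1b was found in 11 of the 23 cells. Expression of hox genes in cells of the eye was not tested.

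Cluster 21 of 120 hpf, 17 cells all from B, held 88.4% (87.8 to 88.9) of the UMIs of 15 gut genes outside its leading genes, 12159 of 13758, against 1.60% of all UMIs. Its median was 19335 UMIs per cell, against 2508 in the other cells, and it had 0 UMIs of foxc1b. Gut cells carried over in dissection or sorting may be the source. Its most abundant gene of the list outside the leading genes was fabp2, with 4487 of 4652 UMIs. No biological explanation was tested.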

How the results depend on the processing

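The alignment of replicates, the leaving out of libraries, all settings of the edgeR test and the 4-fold criterion for the paper's marker pairs were chosen only after the values had been seen. Over 138 results, 894 values under alternative settings were computed, of which 793 stayed within the spread between replicates (within 1.5 times for counts, with the same sign for pseudotime), 96 moved beyond it and 5 changed sign from a value beyond its spread or with the replicates apart. Of the 668 values planned these were 600, 64 and 4. Leaving out libraries gave 537 values, of which 516 stayed within the spread, 21 moved and 0 changed sign in this way. Values that were near 0 for their spread, or had overlap of the replicates, also crossed 0, with 39 values of 18 results under the alternatives and 10 of 4 results with libraries left out.

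The 5 changes of sign of values beyond their spread, or with the replicates apart, were these. The log2 change of fmoda in AL2, 72 to 96 hpf, was -0.345 with 2000 variable genes. The log2 change of zgc:92380 in CEp2, 48 to 72 hpf, was -0.0735 with the mean of the CPM of each cell and -0.374 with aligned replicates. The log2 change of zgc:92380 in CEp2, 72 to 96 hpf, was 0.0802 with resolution 2. Along the epithelial order, col17a1a was at 0.72 in the order by time point alone.

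With libraries left out, the log2 ratio of krt4, CEp2 over CEp1, went from -0.143 to 0.272 without replicate A, to 0.190 without 48 hpf A and to 0.133 without 72 hpf A. The log2 ratio of anxa1a, CEp2 over CEp1, went from -0.235 to 0.152 without replicate A and to 0.0581 without 48 hpf A. The log2 ratio of foxc1b, CEp2 over retinal or neural, went from -0.0116 to at most 0.160, without 96 hpf A, and crossed 0 also without 144 hpf A (0.0993), 48 hpf B (0.151) and replicate A (0.0134). The log2 ratio of myoc, AL2 over CEn, CSt, POM or cartilage, went from 0.476 to -0.0394 without replicate B. None of these 4 ratios has a fixed direction.

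The clusters that met a CEp pair together with an AL2, CEn or CSt pair numbered 11, and 7 at resolution 0.5, 17 at resolution 2 and 6 at the 4-fold criterion. The number of clusters of all cells was 34, and 22 and 53 at resolutions 0.5 and 2. Without thinning, the share of epithelial cells with a UMI of the 6 genes was 78.9% in place of 33.0%, and that of CEp1-like cells with foxc1b was 12.9% in place of 1.26%.

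Genes changed over time depended on the setting. With no filter on low counts there were 1164 in CEp1-like cells (738 with the filter), 1235 in CEp2-like cells (204), 1141 in AL2-like cells (657), 1063 in the mesenchymal class (582) and 253 in the clusters high in AL1 markers (5). With chemistry as a term there were 376 in CEp2-like cells and 79 in the clusters high in AL1 markers, and with DESeq2 529 and 77. The 5 genes stood against 346 at an unadjusted p below 0.05.

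The letters A and B pair libraries across time points by name alone, and batches differ within each letter. With the letter as a block, the counts were 637, 164, 456, 594 and 16 in the same order. The cause of these shifts was not tested.

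Leaving out single libraries gave 451 to 730 genes in CEp1-like cells (461 without 144 hpf A, 451 without 48 hpf A) and 60 to 433 in CEp2-like cells (122 without 120 hpf A, 84 without 120 hpf B, 60 without 144 hpf B, 432 without 48 hpf B, 433 without 72 hpf B, 80 without 96 hpf A, 86 without 96 hpf B). It gave 267 (without 144 hpf A) to 1288 (without 72 hpf B) in AL2-like cells, and 185 (without 48 hpf A) to 1272 (without 72 hpf B) in the mesenchymal class, with 1187 without 72 hpf A. In the clusters high in AL1 markers it gave 0 to 87 (53 without 120 hpf A, 31 without 120 hpf B, 37 without 72 hpf A, 87 without 72 hpf B). The edgeR count was 0 without 144 hpf A, 48 hpf A or 48 hpf B, with 226, 296 and 328 genes at an unadjusted p below 0.05.

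Without single libraries the other ranges were 1478 to 1970.5 for the median UMIs per cell of a library, 2.60 to 2.98 for the retinal progenitor list and, among all 38 statements on time, 20 (without 72 hpf A) to 27 (without 48 hpf A) in the stated direction. Without 144 hpf A only 27 statements are left, of which 17 go in the stated direction, and these do not involve that library. Leaving out replicate A or replicate B at every time point gave 2.92 to 3.36 for the log2 ratio of krt5, the widest range for it, 31.9% to 34.2% for epithelial cells with a UMI of the 6 genes, 0.831% to 1.74% for CEp1-like cells with foxc1b and 45.1% to 46.1% for the share of anterior segment classes.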

Differences from the paper's values

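The criteria by which clusters were named, the 4-fold criterion for the paper's marker pairs and the tally of directions along pseudotime were chosen only after the result was seen.

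The paper gives 21 clusters for all cells, and 34 were found here. Of the alternatives set before the data were examined, 31 with called doublets left out and 22 at resolution 0.5 come within 1.5 times the paper's number, and 36 with 2000 variable genes, 35 with cells of at least 500 UMIs, 33 from the matrix subsampled to equal reads per cell, 32 with AL1 markers and cell cycle genes left out of the clustering and 53 at resolution 2 do not.

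At 48 hpf the paper shows about 5 clusters in Fig. 3, read by eye, and 12 were found here. None of the alternatives comes near it, with 9 at resolution 0.5, 11 with 2000 variable genes, with cells of at least 500 UMIs or with doublets left out, 12 with AL1 markers and cell cycle genes left out and 15 at resolution 2. At 72 hpf the paper shows about 4 in Fig. 3, read by eye, and 13 were found, with 8 at resolution 0.5, 13 in 3 alternatives, 16 with 2000 variable genes and 17 at resolution 2. At 96 hpf the paper shows about 9 in Fig. 3, read by eye, and 17 were found. Resolution 0.5 gives 10, within 1.5 times the paper's number, and the others give 16, 17, 17, 19 and 25.

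The paper states that CEp clusters are at no time point associated with AL, CEn or CSt clusters. By its marker pairs at the 2-fold criterion, 11 of 80 clusters met a CEp pair with an AL2, CEn or CSt pair, and 6 did so at 4-fold. Along the names given here, 16 of 16 epithelial clusters had their closest match in an epithelial cluster of the next time point.

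The paper states that a sole stroma cluster was never found. The dcn and lum pair was met alone in 7 of 80 clusters at the 2-fold criterion and in 11 at 4-fold. It also states that a sole endothelium cluster appears at 144 hpf, where the pmp22a and ctnnb2 pair was met in 0 of 17 clusters.

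The paper states that epithelial clusters join at 72 hpf, where 2 CEp1-like and 2 CEp2-like clusters were found here.

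The paper states that most clusters outside the anterior segment held very few cells. The 14 retinal or neural-like clusters that were not high in AL1 markers had a median of 123 cells, and the 5 AL2-like, 9 CEp1-like and 10 CEp2-like clusters medians of 241, 158 and 90 cells. The 3 mural or vascular-like clusters had a median of 66 cells, the 2 pigment-like of 34.5, the 10 unnamed of 100 and the 11 of the mesenchymal class of 159. These groups are not those of the paper, and another 16 retinal or neural-like clusters were high in AL1 markers.

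The paper names cyt1 and krt4 among the genes that classify CEp2. For krt4 CEp2-like cells were above CEp1-like cells in 4 of 10 libraries and for cyt1 in 7, while for icn2 they were in 10.

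Of the paper's 38 statements on changes over time, 25 went in the stated direction. Of the 27 with 2 libraries at both time points, 4 went the opposite way with the libraries apart. They were matn4 from 72 to 96 hpf (0.67), hmgn2 from 48 to 72 hpf (-0.56), mcm7 from 72 to 96 hpf (-1.07) and fmoda from 72 to 96 hpf (1.34). Against the single library of 144 hpf, scinla from 120 hpf (-0.14), mcm7 from 120 hpf (-1.76) and stmn1a from 48 hpf (-0.57) also went the opposite way, 3 of 11. No change at all would give 4.5 of 27 and 3.67 of 11, if the statements were independent and no batch were shared. Neighbouring time points share batches in part, so that these numbers are no firm reference. For fmoda, 2000 variable genes give -0.35, and after 96 hpf it fell. The paper places the peak of si:ch211-251b21.1 at 72 hpf, and in the clusters high in AL1 markers the mean was highest at 96 hpf (3452 and 3676 CPM in A and B), with overlap at 120 hpf (3997 and 738). At 96 hpf the class is cluster 4 alone, and at 120 hpf cluster 1 holds 571 of the 587 cells of A and 21 of the 1060 of B. The difference in peak may therefore come from composition. The same may hold for the changes above, since each class is made of other clusters at each time point. Of the statements of an early or late peak along pseudotime, the direction from the first to the last of 5 parts was as stated for 8 of 8 epithelial and 3 of 5 mesenchymal genes, where dcn and fabp11a were not. The highest part was the stated end for 6 of these 13, and sparc, col1a1b, col5a3b and col17a1a were highest in part 3 or 4. The share of CEp2-like cells rose along the epithelial order from 26.5% to 71.7%, and that of AL2-like cells along the other from 15.5% to 75.1%. For genes that differ between the classes, the direction may follow from this mix. Of 7 genes stated to be found throughout, icn2, pmp22a and hmgn2 fell below 1/4 of their highest level in some part. Of the 4 stated to be found at both ends (hgd, si:ch211-251b21.1, vim and hpdb), none was so.

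The supplementary table calls its column mean expression. The part of it used here, the first 1998 of 10500 lines, has values from 0.00325 to 0.984 and 0 of 11988 above 1.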

Other observations

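The tests of free RNA in CEp1-like cells, of the eGFP feature and of the unit of the paper's table were chosen only after the result was seen.

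CEp1-like cells held UMIs of AL2 and stroma genes. Free RNA would bring them to all classes alike, yet at 400 UMIs the share of cells with a UMI of scinla, lxn, pmp22a, ctnnb2, dcn or lum was 42.3% in CEp1-like and 8.43% in retinal or neural-like cells (median depths before thinning 4474.5 and 2410 UMIs; 32.6% of the latter unthinned). Doublets are argued against by a share of 41.0% with called doublets left out, though simulated doublets were called in 73.3% of cases. Expression of these genes in epithelial cells stays open.

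A foxc1b UMI was found in 1.26% of CEp1-like cells at 400 UMIs and in 0.156% of retinal or neural-like cells, from the same depths (12.9% and 1.04% unthinned). CEp1-like cells were higher in 7 of 9 libraries (1.19 ± 1.18% and 0.228 ± 0.276%). By time point the intervals were apart only at 120 hpf (1.63% and 0.225%), and at 48 hpf the shares were 0 and 0.193%. The pooled shares argue against free RNA as the whole source, though the classes mix the time points differently. The shares of 48 hpf do not argue against it. The level stayed far below that of the mesenchymal class, with 13.2%. Whether epithelial cells were sorted for a low activity of foxc1b or for leaky expression of the transgene cannot be answered from these counts, since the eGFP feature had no UMI.

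For eGFP, too little depth is argued against by 2308 UMIs of foxc1b over the same libraries. Another reporter sequence than the one added to the reference may be the reason, but 0 of the listed reporter features had a UMI and no other reporter sequence was searched, so that this explanation cannot be told apart from others.

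The values of the paper's table of mean expression may be in another unit than its name says. Of the same genes and clusters, 49.8% had a mean expression above 1 here, against 0 of the paper's values. The score of Monocle 3 for markers, computed here, had a median Spearman correlation of 0.696 with the paper's values over 24 clusters. It was 0.592 for mean expression and 0.547 for the share of cells. Each of the paper's clusters was matched to the cluster with the highest correlation of the marker score. The match itself favours that score, so these correlations cannot tell which quantity the column holds. The paper's value was 1.68 times that score in the median cluster, but from 0.780 to 7.68 times over the clusters, and the median was 1.22 at resolution 0.5 and 2.30 at resolution 2, so that no fixed scale was found.

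Before alignment 24 of the 63 clusters of 48 to 120 hpf had over 90% of their cells from 1 library, and after alignment by mutual nearest neighbours 5 had. Batch and the embryos differ together between A and B at every time point, so that a difference between batches cannot be told apart from one between embryos. The share of such clusters was 11.8% at 96 hpf, 46.2% at 72 hpf, 42.9% at 120 hpf and 58.3% at 48 hpf, while the ratio of median depth between A and B was 1.46, 1.91, 2.65 and 2.89. Chemistry differs between A and B only at 48 and 72 hpf, so that it is no cause of the share at 120 hpf, where both are V3. Batch differs at every time point, and depth cannot be told apart from it. At 144 hpf 95.9% of the cells are from A, and 82.4% of clusters were held by 1 library.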
